# Peroxisome Proliferator-Activated Receptor Activation in Precision-Cut Bovine Liver Slices Reveals Novel Putative PPAR Targets in Periparturient Dairy Cows

**DOI:** 10.3389/fvets.2022.931264

**Published:** 2022-07-12

**Authors:** Sebastiano Busato, Hunter R. Ford, Alzahraa M. Abdelatty, Charles T. Estill, Massimo Bionaz

**Keywords:** PPAR, nutrigenomics, PCLS, dairy cows, liver, peripartum

## Abstract

Metabolic challenges experienced by dairy cows during the transition between pregnancy and lactation (also known as peripartum), are of considerable interest from a nutrigenomic perspective. The mobilization of large amounts of non-esterified fatty acids (**NEFA**) leads to an increase in NEFA uptake in the liver, the excess of which can cause hepatic accumulation of lipids and ultimately fatty liver. Interestingly, peripartum NEFA activate the Peroxisome Proliferator-activated Receptor (**PPAR**), a transcriptional regulator with known nutrigenomic properties. The study of PPAR activation in the liver of periparturient dairy cows is thus crucial; however, current *in vitro* models of the bovine liver are inadequate, and the isolation of primary hepatocytes is time consuming, resource intensive, and prone to errors, with the resulting cells losing characteristic phenotypical traits within hours. The objective of the current study was to evaluate the use of precision-cut liver slices (**PCLS**) from liver biopsies as a model for PPAR activation in periparturient dairy cows. Three primiparous Jersey cows were enrolled in the experiment, and PCLS from each were prepared prepartum (−8.0 ± 3.6 DIM) and postpartum (+7.7± 1.2 DIM) and treated independently with a variety of PPAR agonists and antagonists: the PPARα agonist WY-14643 and antagonist GW-6471; the PPARδ agonist GW-50156 and antagonist GSK-3787; and the PPARγ agonist rosiglitazone and antagonist GW-9662. Gene expression was assayed through RT-qPCR and RNAseq, and intracellular triacylglycerol (TAG) concentration was measured. PCLS obtained from postpartum cows and treated with a PPARγ agonist displayed upregulation of *ACADVL* and *LIPC* while those treated with PPARδ agonist had increased expression of *LIPC, PPARD*, and *PDK4*. In PCLS from prepartum cows, transcription of *LIPC* was increased by all PPAR agonists and NEFA. TAG concentration tended to be larger in tissue slices treated with PPARδ agonist compared to CTR. Use of PPAR isotype-specific antagonists in PCLS cultivated in autologous blood serum failed to decrease expression of PPAR targets, except for *PDK4*, which was confirmed to be a PPARδ target. Transcriptome sequencing revealed considerable differences in response to PPAR agonists at a false discovery rate-adjusted *p*-value of 0.2, with the most notable effects exerted by the PPARδ and PPARγ agonists. Differentially expressed genes were mainly related to pathways involved with lipid metabolism and the immune response. Among differentially expressed genes, a subset of 91 genes were identified as novel putative PPAR targets in the bovine liver, by cross-referencing our results with a publicly available dataset of predicted PPAR target genes, and supplementing our findings with prior literature. Our results provide important insights on the use of PCLS as a model for assaying PPAR activation in the periparturient dairy cow.

## Introduction

Dairy cows experience drastic metabolic challenges during the peripartum, the period encompassing 3 weeks before to 3 weeks after calving. A decrease in feed intake, combined with a sharp increase in energy demands dictated by the rapidly changing metabolic landscape, result in a state of energetic deficiency. This status is counterbalanced by the mobilization of non-esterified fatty acids (**NEFA**) that are used as energy (1, 2). At the crux of these metabolic changes is the liver, as the central organ for gluconeogenesis and lipid metabolism, contributing to the maintenance of energy homeostasis (3). In particular, during the early postpartum hepatic uptake and metabolism of NEFA sharply increase (4). In the liver, absorbed NEFA are either oxidized or esterified into triacylglycerols (**TAG**) that are stored in the tissue or secreted back into circulation through very low density lipoproteins (**VLDL**) (4). Ruminants, and particularly cattle, are biologically predisposed to secrete TAG in VLDL at a lower rate than other species (5); consequently, increases in circulating NEFA can result in steatosis in the liver, significantly limiting hepatic function at a time when it is the most crucial (6). Further, partial oxidation of NEFA leads to the production of ketones, including β-hydroxybutyrate, supraphysiological levels of which (>3.0 mmol/L) lead to clinical ketosis, with detrimental effects on the animal (7). Thus, it is not surprising that studies on the biology of the periparturient dairy cow focus particularly on liver activity, metabolites, and liver-specific pathways.

Perhaps counterintuitively, evidence shows that energy restriction in prepartum improves the ability of the liver to cope with postpartum stressors, leading to lower postpartum NEFA, total hepatic lipids and TAG, when compared to overfed cows (8), or cows fed *ad libitum* (9). From a molecular standpoint, prepartum feed restriction in dairy cows leads to greater hepatic NEFA uptake and intracellular transport postpartum (10), increases gluconeogenic capacity (11, 12), as well as the expression of genes involved in lipid metabolism (11). Early regulation of pathways related to energy homeostasis and lipid metabolism in the liver may “prime” the organ, and lead to a quicker metabolic response in the early postpartum, contributing to the underrepresentation of pathophysiological conditions; in this context, the role of the Peroxisome Proliferator-activated Receptors (PPAR) could be crucial (13).

PPAR are a group of transcriptional regulators that belong to the nuclear receptor superfamily, of which three isotypes are known and characterized: PPARα, PPARδ, and PPARγ (14). In bovine, expression of PPARα is detected primarily in the liver, while PPARγ is highly abundant in the adipose tissue, and PPARδ is rather ubiquitously expressed (13, 15). PPAR activity, dependent on intracellular concentration of suitable ligands, is known to be modulated by fatty acids and their metabolites (14). Broadly speaking, genes that were identified as PPAR targets code for proteins involved in fatty acid metabolism in the liver, lipid catabolism and insulin sensitivity in the adipose tissue, and in regulation of inflammation and the immune response (13). Crucially, some of the genes upregulated by energy restriction and/or the transition from pregnancy to lactation are targets of PPAR (16), which suggest a strong involvement of PPAR in the hepatic response to metabolic changes in the peripartum. Recently our group showed that, in immortalized mammary, liver, and endothelial bovine cells, PPAR activity is strongly induced by NEFA present in blood serum of early lactation Jersey cows (17). Our results support the hypothesis that a moderate increase in circulating NEFA prepartum, brought forth by energy restriction, improves hepatic fitness postpartum through activation of PPAR.

The study of hepatic metabolism and gene expression *in vitro* can aid in the quantification of parameters of interest with remarkable precision. Currently, the gold standard for cell-based hepatic studies is the isolation and purification of parenchymal cells (hepatocytes) using a two-step perfusion method on either whole liver or the caudate lobe alone (18). While feasible in smaller species, whole-liver or single-lobe isolation of hepatocytes in livestock remains incredibly impractical, with relatively low viability and rapid phenotype loss in culture (19, 20). An alternative can be the use of hepatic cells isolated from newborn calves (21–24); however, extrapolation of results to hepatic metabolism of periparturient dairy cows is problematic, as from a biological standpoint liver of newborn calves is radically different than the liver of an adult cow (25).

A valuable alternative could be the use of precision-cut liver slices (PCLS), obtained through precise dissection of cylindrical liver samples under conditions that facilitate cell survival and allow maintenance of tissue morphology. As demonstrated in other species, PCLS can be a valuable tool to estimate hepatic lipid metabolism (26) and transcriptomic changes (27) *ex vivo*. However, the adoption of PCLS as a research tool for ruminants remains low. To the best of our knowledge, no published manuscript utilizes PCLS culture to study whole-transcriptome changes in the bovine liver.

The objective of the present study was to evaluate the feasibility of using PCLS obtained from periparturient dairy cows to assess activation of PPAR *via* transcriptomics-based approaches and identify PPAR target genes in bovine. We hypothesize that culture and treatment of PCLS with known PPAR agonists and antagonists would result in measurable changes in gene expression, the identification of which could shed light on the consequences of greater PPAR activation in the peripartum.

## Materials and Methods

### Animals and Collection of Blood and Liver Tissue

Experimental procedures used in this study were approved by the Institutional Animal Care and Use Committee (IACUC) of Oregon State University (protocol# 4894). Liver biopsies were performed on four primiparous Jersey cows; however, one cow had to be removed from the study (see RT-qPCR). The biopsy was performed both during prepartum (−8.0 ± 3.6 DIM, henceforth referred to as “−10 DIM”) and postpartum (+7.7 ± 1.2 DIM, henceforth referred to as “+10 DIM”). The area selected for puncture was clipped, and decontaminated using povidone iodine medical scrub (055478, Covetrus, OH, USA) followed by a solution of 75% ethanol, applied with a surgical gauze (100-1444, Henry Schein, NY, USA). A small incision was made using a #10 surgical blade (327-1504, Integra Miltex, PA, USA), and a 6 mm i.d. trocar was used to collect liver tissue up to 3 times until sufficient tissue was obtained (~500–800 mg). The tissue was immediately transferred to a sterile tissue culture dish (351029, Corning Falcon, NY, USA), rinsed immediately in sterile phosphate buffered saline (25-508P, Genclone, CA, USA), and transferred to a 50 mL conical tube containing ice-cold Krebs-Henseleit buffer [KHB, prepared as previously described (28)] until further processing. Liver samples were transported from the collection site to the laboratory within 1 h. Pre-prandial blood samples were collected from each animal immediately before the liver biopsy, using Vacutainer blood collection tubes without anti-coagulants (366430, Becton, Dickinson and Company, NJ, USA). Samples were allowed to coagulate at room temperature for no <30 min. The serum was separated by centrifugation (15 min, 1,500 × g, 25°C), and kept at room temperature until all the liver slices were prepared (<1 h).

### PCLS Preparation and Culture

PCLS were prepared following the protocol developed by De Graaf and collaborators (28), with few modifications. Briefly, liver tissue samples were transported to the laboratory in ice-cold KHB; upon arrival, they were immediately embedded in low temperature gelling ultrapure agarose (16500-100, Invitrogen, CA, USA) inside an 8 mm mold-plunger assembly (MD2200, tissue embedding unit, Alabama Research & Development, AL, USA). The plunger with the embedded tissue was then transferred to a Krumdieck Tissue Slicer (MD1000-A1, Alabama Research & Development, AL, USA), pre-filled with ice-cold KHB; slice thickness was set at 280–300 μm, with a cycle speed of ~35 and using the “intermittent blade mode”. Slices were then collected and placed on a new tissue culture dish, prefilled with a minimum amount of cold KHB to prevent dehydration. A total of 36 PCLS were selected for each animal at each timepoint, evaluating visually to identify those with the a clear circular shape, and without holes or patent morphological irregularities. The 36 PCLS were thus transferred to three 12-well culture plates (665180, Greiner Bio One, NC, USA) and the treatments were applied in duplicates. In Plates 1 and 2, PCLS were cultured in William's Medium E (WME, A1217601, Gibco, Thermo Fisher Scientific, MA, USA), supplemented with GlutaMAX (35050-061, Gibco, NY, USA), 14 mM of D-glucose monohydrate (0643-1KG, VWR, OH, USA), and 50 μg/mL of gentamycin (15750060, Life Technologies, OR, USA). Within the plate, PCLS were treated with 100 μM of the PPARα agonist WY-14643 (70730, Cayman Chemicals, MI, USA), 50 μM of the PPARδ agonist GW-501516 (ALX-420-032-M005, Enzo, NY, USA), or 100 μM of the PPARγ agonist rosiglitazone (R0106, TCI, OR, USA); 200 μM of palmitic acid (100905, MP Biomedicals, CA, USA) or 100 μM of serum NEFA, isolated *via* solid phase extraction as previously described (17). Palmitate was supplied unbound from albumin to mimic a local concentrated release (17). WY-14643 concentration was selected based on prior reports (29); additionally, according to our findings in an immortalized model of bovine liver (17), the dose-dependent response to PPARα and PPARγ was similar (hence the 100 μM concentration of both WY and rosiglitazone), while PPARδ modulation was about twice as sensitive (hence the 50 μM dose for GW-501516). Additionally, peak PPAR activation for palmitic acid was achieved at 200 μM. The concentration of NEFA was chosen to mimic the physiological concentration of NEFA in the lactating dairy cow. In Plate 3, PCLS from each cow were cultured in blood serum isolated from the same cow on the day of the liver biopsy; PPAR antagonists were added at 50 μM in duplicates to the wells: for PPARα, GW-6471 (9453, CAS# 880635-03-0, BioVision incorporated, CA, USA); for PPARδ, GSK-3787 (3961/10, CAS# 188591-46-0, Tocris, Bio-Techne Corporation, MN, USA); for PPARγ, GW-9662 (70785, CAS# 22978-25-2, Cayman Chemicals, MI, USA). Additionally, palmitic acid and serum NEFA were also supplemented with doses as in Plates 1 and 2. All treatments were adjusted for the vehicle (DMSO, D2438, Millipore Sigma, MO, USA) at a volume of 0.8%. Plates were placed in a modular incubator chamber (MIC-101, Billups-Rothenberg, CA, USA), clamped shut, and flushed with carbogen (95% O2, 5% CO2) for 10 min. The modular chamber was placed inside a cell culture incubator, and atop a benchtop orbital shaker located inside of the incubator. The slices were incubated for 18 h at 37°C, ~100 rpm.

### TAG Quantification

PCLS from Plate 1 were collected, and the two replicates for each treatment were pooled. Slices were homogenized using a handheld tissue homogenizer (850101019999, Scilogex, CT, USA), and whole-homogenate TAG were measured according to the manufacturer's instructions (10010303, Cayman Chemicals, MI, USA). A small amount of tissue homogenate from the first dilution was retained separately, and protein concentration was assessed using a Pierce BCA Protein Assay Kit (23225, Thermo Scientific, MA, USA), following the manufacturer's instructions. Assayed TAG concentration was normalized to the protein concentration.

### RNA Sequencing and RT-qPCR

#### RNA Isolation

PCLS from Plates 2 and 3 were collected after incubation, and transferred to separate screw-cap vials (490003-520, VWR, PA, USA), pre-filled with 600 μL of ice-cold TRIzol reagent (15596026, Thermo Scientific, MA, USA) and two 3.2 mm beads, homogenized using a Geno/Grinder Automated Tissue Homogenizer (2010-115, SPEX SamplePrep, NJ, USA; courtesy of the Department of Crop and Soil Sciences, Oregon State University, OR, USA). The tissue was disrupted in short burst (45 s) at 1,500 rpm, followed by incubation on ice for 3 min; the disruption-incubation cycle was repeated up to three times, or until no tissue pieces were visible within the tubes. Immediately after disruption, 120 μL of pre-chilled chloroform was added to the tube, and the samples were mixed by inverting the tube, and incubated on ice for 5 min. After incubation, the samples were transferred to a new 1.7 mL microcentrifuge tube, and centrifuged at 4°C for 15 min, 15,000×g. The upper-phase supernatant (~200 μL) was collected and RNA was purified using a Mag-MAX-96 Total RNA Isolation Kit (AM1830, Invitrogen, MA, USA) following the manufacturer's instructions, with minor modifications: briefly, 100 μL of each sample was transferred to the first row (A) of a 96-Well DeepWell Storage Plate (260251, Thermo Scientific, MA, USA). Rows B-F contained reagents supplied with the kit: 20 μL of the magnetic beads mix (row B), 150 μL of wash solution 1 (row C), 150 μL of wash solution 2 (row D), and 50 μL of DNAse-RNAse free water (VWRL0201-0500, VWR, PA, USA) in rows E and F. A suitable protocol was then generated to mimic the manufacturer's protocol with a KingFisher Duo Purification System (5400110, Thermo Scientific, MA, USA). Eluted RNA was measured using a SpectraDrop Micro-Volume Microplate in a SpectraMax plus 384 spectrophotometer (89212-396, Molecular Devices, CA, USA). Average 260/230 and 260/280 ratios were 2.06 ± 0.24 and 1.69 ± 0.27, respectively. RNA integrity was assessed by the Center for Genome Research and Bioinformatics at Oregon State University using an Agilent Bioanalyzer 2100 (G2939BA, Agilent, CA, USA). For one animal, the RIN for the +10 DIM PCLS was below 3. 

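The slices of cow 4, the cow whose libraries are absent from the supplementary tables of the paper, were poor in counts from genes. Its 4 libraries held 772012 to 970406 counts assigned to genes, and 79.6 to 84.3% of their mapped and unmapped reads fell outside any annotated gene, against 29.1 to 54.1% in the 12 libraries of cows 1 to 3. Reads that did not map were no more frequent, at 4.66 to 7.10% in cow 4 and 3.69 to 17.1% in the other cows. RN18S1 took 24.9 to 44.6% of the gene counts of cow 4, within the range of the other cows. Between 16937 and 18952 genes were detected in each of its libraries.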

Further, principal component analysis of RNAseq data revealed that animal to be a clear outlier and was removed from the study. 

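In a principal component analysis of log2 CPM of all 16 libraries, cow 4 lay apart on the first component, which held 51.3% of the variance. The distance of its libraries from the median position on the first 2 components was 305 to 342 (median 337), against 4.37 to 269.7 (median 47.9) for the libraries of cows 1 to 3. Within each group, the correlation of cow 4 with the other cows was 0.505 in the control slices, 0.498 with the PPARα agonist, 0.567 with the PPARδ agonist and 0.529 with the PPARγ agonist. Among cows 1 to 3 it was 0.855, 0.915, 0.817 and 0.896. Macrophage and MHC class II genes, which were lower with the PPARγ agonist in cows 1 to 3, had median log2 ratios to the cow's own control of 0.00 and -0.01 in cow 4. These ratios were taken after 1 CPM was added, so a gene without counts in both libraries has a ratio of 0. The libraries of cow 4 held 465038 to 678161 counts outside RN18S1. The 2 medians therefore cannot show whether the fall was absent in cow 4. The paper reports a low RNA integrity for this animal and removed it, and the values at the other statements come from the 12 libraries of cows 1 to 3. With all 16 libraries in the same fit, edgeR called 0 genes for each agonist at an adjusted p under 0.2, and 580, 626 and 576 genes had an unadjusted p under 0.05. With the cow as a block, the 16 libraries gave 143, 80 and 176 called genes for the PPARα, PPARδ and PPARγ agonists (edgeR); DESeq2 was not run on them.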

Upon removal of that animal, resulting RNA integrity numbers were 7.26 ± 0.64 (mean ± SD).

#### RT-qPCR

Complementary DNA (cDNA) synthesis, PCR, and data analysis using LinRegPCR were performed as previously described (25). Primers used in this study are listed in Supplementary Table S1; all primers not sourced from a prior study were assessed by amplifying a mixture of bovine cDNA, and the resulting amplicon was sequenced by the Center for Genome Research and Bioinformatics (currently Center for Quantitative Life Sciences) at Oregon State University using an ABI 3730 capillary sequencer machine. Amplicons were aligned against the bovine genome using NCBI Basic Local Alignment Search Tool (BLAST) (30) to ensure specificity. Selection of internal control genes was accomplished using GeNorm (31). Potential reference genes *GAPDH, MRPL39* and *UXT* were tested *via* GeNorm. Results from GeNorm indicated that the geometrical mean of those 3 reference genes provided a robust normalization (V2/3 < 0.18).

#### Library Preparation and Sequencing

RNA isolated from PCLS from postpartum animals cultivated in William's E Medium and treated with the three isotype-specific PPAR agonists, as well as the control group, were sent to the Center for Genome Research and Bioinformatics at Oregon State University for high-throughput sequencing. Library construction was obtained using a QuantSeq 3' mRNA-Seq Library Prep Kit FWD for Illumina (015.96, Lexogen, NH, USA). Sequencing was performed on an Illumina HiSeq3000 platform, at 60 samples/lane. The raw reads have been deposited (GEO accession number GSE183063).

#### Quality Control and Differential Gene Expression Analysis

Quality control was assayed using MultiQC v1.8 (32) (https://multiqc.info/). Reads were then trimmed based on PHRED score and adapter presence using TRIMMOMATIC v0.39 (33) (https://github.com/usadellab/Trimmomatic) with arguments LEADING:5 TRAILING:5 SLIDINGWINDOW:4:5 MINLEN:3. A genome index was generated using the ARS-UCD1.2 *Bos Taurus* genome (http://ftp.ensembl.org/pub/release-104/fasta/bos_taurus/dna/) and the ARS-UCD1.2.104 annotation (http://ftp.ensembl.org/pub/release-104/gtf/bos_taurus/), using the genomeGenerate function of STAR v2.7.1 (34) (https://github.com/alexdobin/STAR). Trimmed reads were aligned against the reference genomic index using STAR, and the average overall alignment rate was 85.46%. Aligned.sam files were sorted and converted to.bam using samtools v1.0 (35) (https://github.com/samtools/samtools), and gene count matrices were generated using stringtie v 2.0 (https://ccb.jhu.edu/software/stringtie/).

Differential expression was determined using the DESeq2 package, v1.30.1 (36) (https://bioconductor.org/packages/release/bioc/html/DESeq2.html) in R v3.9, after filtering for low counts (any transcript with raw count ≤ 4). Three contrasts were generated (PPARA agonist vs. CTR, PPARD agonist vs. CTR, and PPARG agonist vs. CTR) and DEG were considered significant with an FDR-adjusted *p*-values below 0.2.

#### Bioinformatics Analyses: Ontology and Function

Functional analysis was performed using the Dynamic Impact Approach (37), as well as DAVID (38) (https://david.ncifcrf.gov/). Figures regarding functional analysis results were generated using the ggplot2 R package v3.3.3 (https://ggplot2.tidyverse.org/reference/ggplot.html), and treemaps using REVIGO (39) (http://revigo.irb.hr/).

To discriminate between actual gene targets of PPAR and genes that are differentially expressed in response to the treatment but not regulated by PPAR, we cross-referenced our results with the publicly available PPARgene database (http://www.ppargene.org/). This resource provides a comprehensive list of 2,683 predicted targets, based on a logistic regression model that utilizes both experimental high-throughput sequencing data and the degree of conservation of the PPAR binding site within the human and mouse genome (40). A prediction score from 0 to 1 is assigned to each gene, with the authors defining a value below 0.6 as “low confidence”, between 0.6 and 0.8 as “medium confidence”, and between 0.8 and 1 as “high confidence”. We extracted only medium and high confidence genes from the dataset to reduce potential confounding factors.

### Statistical Analysis

Normalized RT-qPCR data were log_2_ transformed prior statistical analysis. Data were checked for outliers using PROC REG of SAS and datapoints with a studentized-t >2.8 were removed. Statistical analysis was performed as four separated datasets: PCLS from prepartum cows cultivated in artificial media; PCLS from prepartum cows cultivated in blood serum; PCLS from postpartum cows cultivated in artificial media; and PCLS from postpartum cows cultivated in blood serum. Final datasets were analyzed using PROC GLIMMIX of SAS (v9.4, SAS, NC, USA) using treatment as explanatory variable and cow as random variable using the default covariate model. Postpartum TAG data were analyzed through PROC GLM of SAS (v9.4, SAS, NC, USA), using treatment as the only explanatory variable. In all cases, a *p*-value of 0.1 was considered as the threshold for tendencies and a *p*-value of 0.05 was set as the threshold for significance between the pairwise comparisons.

## Results

### RT-qPCR and TAG Quantification

In the first experiment we assessed the transcription of PPAR target genes upon treatment with various PPAR isotypes synthetic agonists in PCLS obtained from pre- and post-partum cows cultivated in synthetic media. In the same experiment we also treated PCLS with C16:0 and NEFA, both previously observed to be agonist of PPAR in bovine cells (17). The PCLS from each cow was treated with NEFA isolated from the same cow. Analysis of relative gene expression through RT-qPCR revealed minimal differences across treatments in the late prepartum (−10 DIM, Figure 1A), as well as the early postpartum (+10 DIM, Figure 1B). In the prepartum, transcription of *LIPC* was increased by all treatments except C16:0, with the highest effect observed for slices treated with a PPARδ agonist (GW-501516; 3.4-fold increase vs. untreated control). In the postpartum, treating liver slices with a PPARγ agonist (rosiglitazone) resulted in 2-fold increased transcription of *ACADVL* vs. untreated control. Treatment with GW-501516 increased expression of *PDK4, LIPC*, and *PPARD*. Only a tendency for higher TAG content in cells was observed in response to PPARδ agonist (Figure 2).

**Figure 1:**
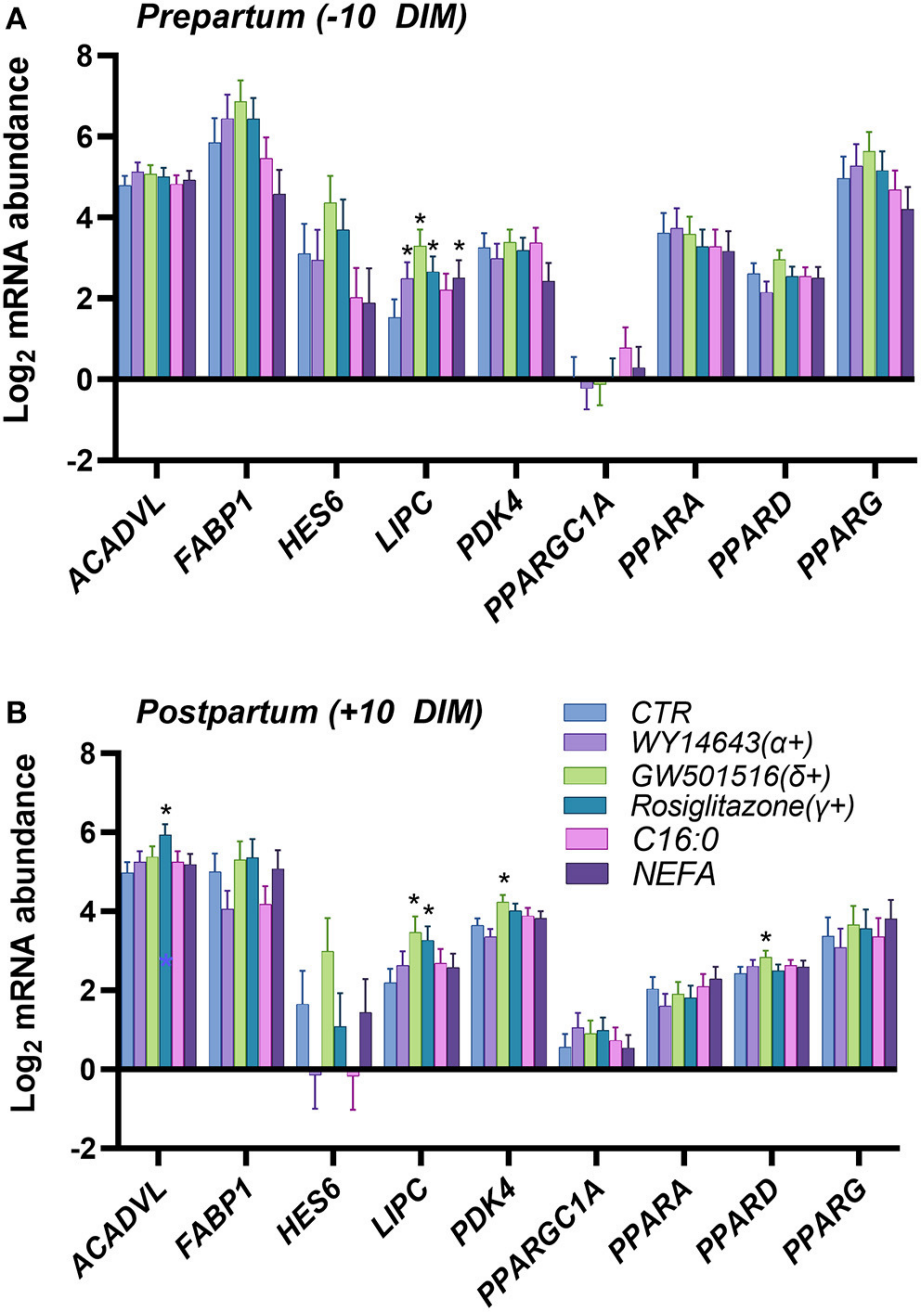
Relative normalized expression of *ACADVL, FABP1, HES6, LIPC, PDK4, PGC1A, PPARA, PPARD* and *PPARG* in response to synthetic PPAR agonists (100 μM WY-14643, a PPARα agonist; 50 μM GW-501516, a PPARδ agonist; and 100 μM Rosiglitazone, a PPARγ agonist), 200 μM palmitic acid, or 100 μM NEFA isolated from each respective animal, in PCLS obtained from prepartum [**(A)**, −10 DIM] and postpartum [**(B)**, +10 DIM] cows, and cultured for 18 h in William's Medium E. *indicates significant differences (*P* < 0.05) when compared to WME control.

**Figure 2:**
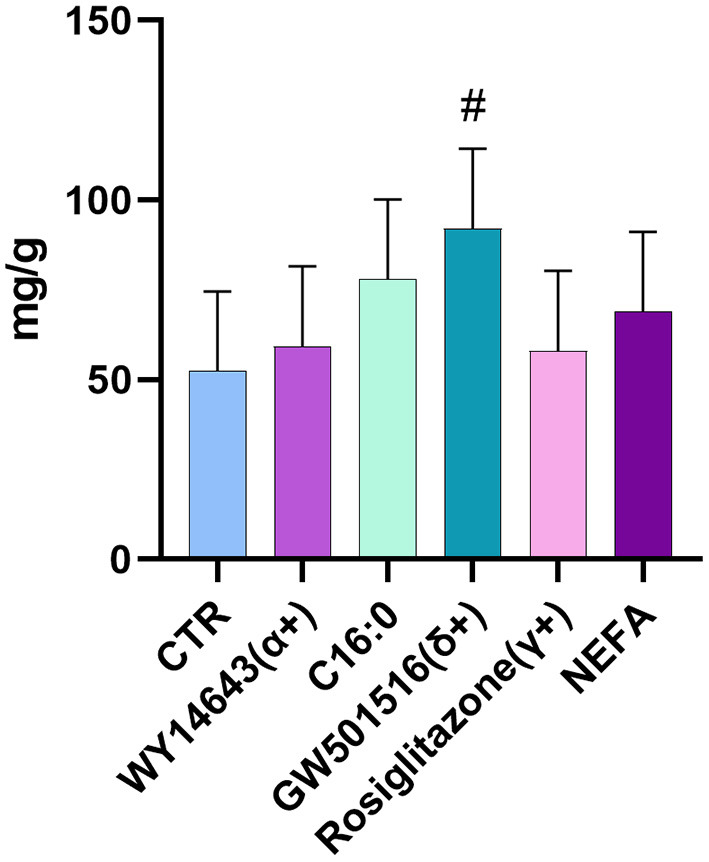
Amount of triacylglycerol in PCLS from postpartum cows (+10 DIM) treated with PPAR isotype-specific agonists (100 μM WY-14643, a PPARα agonist; 50 μM GW-501516, a PPARδ agonist; and 100 μM Rosiglitazone, a PPARγ agonist), 200 μM palmitic acid, or 100 μM NEFA isolated from each respective animal. Results are presented as fold change vs. each animal's control group (PCLS cultured in William's Medium E only). ^#^indicates tendencies (*P* < 0.1) when compared to control. Incubation time was 18 h.

In a second experiment we assessed which PPAR isotype is activated by blood serum by using various PPAR isotype-specific antagonists with PCLS. Our assumption was that blood serum containing NEFA would activate PPAR. The dose of the antagonists was based on our prior work in immortalized bovine liver cells (17). We also treated cells with C16:0, to mimic supplementation of this fatty acid in live animals. As for the first experiment, we detected a minimal effect on transcription of genes, especially in the PCLS obtained from pre-partum cows. We did not observe any overlap between the two experiments. In the prepartum (Figure 3A), transcription of *ACADVL* was increased in response to C16:0. The addition of the PPARγ antagonist increased the expression of *HES6* and *PPARG*, while the use of the PPARδ antagonist reduced the transcription of *PDK4*. In the postpartum (Figure 3B), treating liver slices with palmitic acid increased expression of *FABP1*, while the PPARδ antagonist significantly downregulated *PDK4* and the PPARγ antagonist decreased transcription of *LIPC* and *PPARGC1A*.

**Figure 3:**
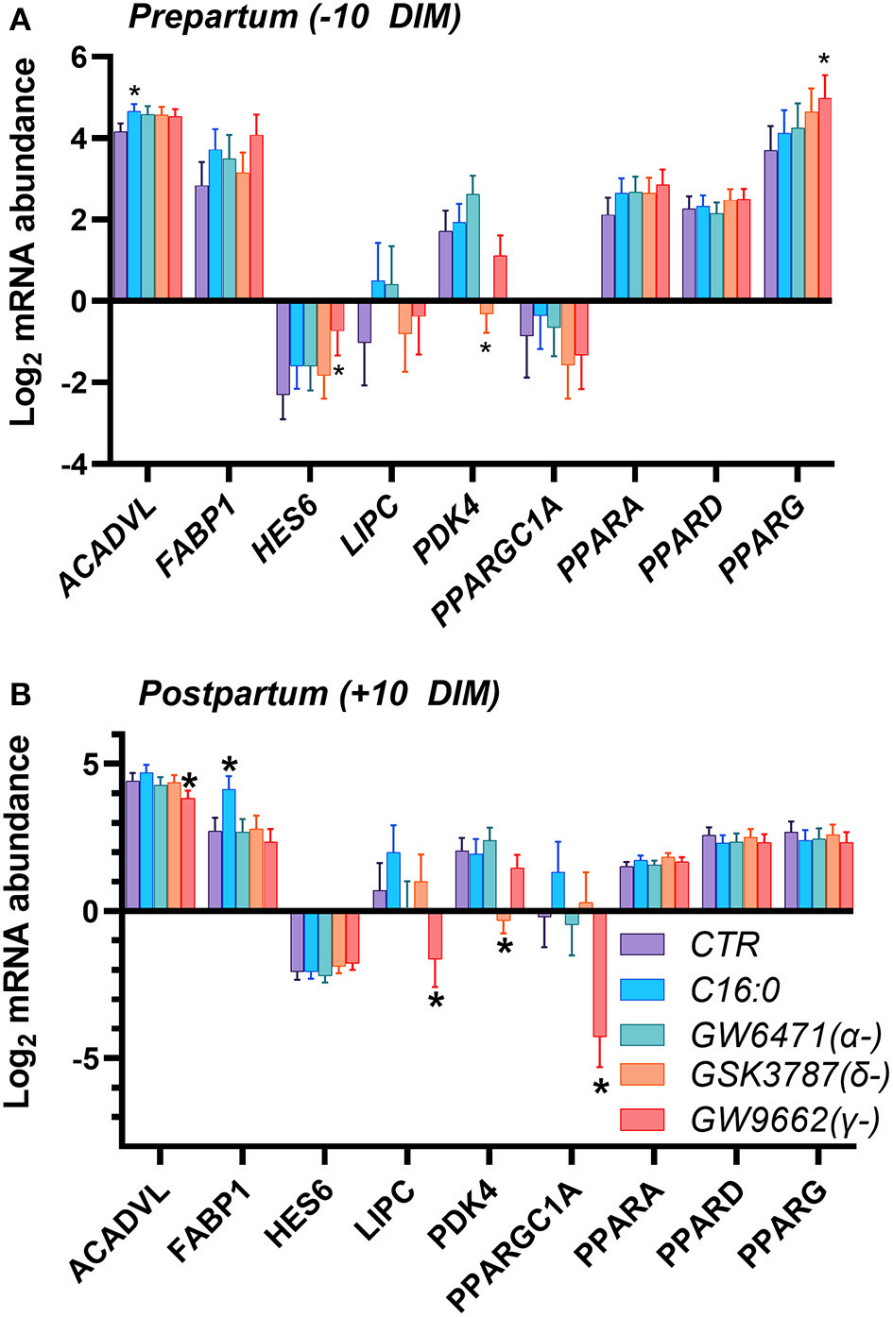
Relative normalized expression of *ACADVL, FABP1, HES6, LIPC, PDK4, PGC1A, PPARA, PPARD* and *PPARG* in response to synthetic PPAR antagonists (50 μM GW-6471, a PPARα antagonist; 50 μM GSK-3787, a PPARδ antagonist; and 50 μM GW-9662, a PPARγ antagonist) or 200 μM palmitic acid, in PCLS obtained from prepartum (**A**, −10 DIM) and postpartum (**B**, +10 DIM) cows, and cultured in blood serum. *Indicates significant differences (*P* < 0.05) when compared to serum control; Incubation time was 18 h.

### RNA Sequencing and Functional Analysis

#### Differentially Expressed Genes

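RNA of liver slices from 3 cows (cows 1, 2 and 3) was sequenced in 4 groups of 3 libraries, so that every cow gave a control library and 1 library for each agonist. The slices had been cultured for 18 h with 0.8% DMSO as control, with 100 µM WY-14643, with 50 µM GW-501516 or with 100 µM rosiglitazone. In each group the counts assigned to genes had a median of 3341990 in the control slices (range 3081981 to 4026365) and 9797785 with the PPARα agonist (4880750 to 10227330). They had a median of 5309887 with the PPARδ agonist (5250061 to 8215399) and 3814770 with the PPARγ agonist (3675309 to 6143418). RN18S1, the 18S ribosomal RNA, took 11.9 to 63.8% of these counts (median 34.8%), and the mitochondrially encoded genes took 3.72 to 14.9%. The highest RN18S1 share was in the PPARδ agonist library of cow 2, where 9993 genes were detected, against up to 17461 in the other libraries. QuantSeq libraries were sequenced at a university core facility, and the authors trimmed the reads with Trimmomatic 0.39 and mapped them with STAR 2.7.1 to the bovine assembly ARS-UCD1.2. The deposited values are whole read counts per gene for 28786 gene names, with no normalization applied. The 19824 genes with a count over 4 in at least 1 of the 12 libraries were tested with edgeR's quasi-likelihood F test after TMM normalization, and the 4 groups shared 1 estimate of the spread. Genes with a Benjamini-Hochberg adjusted p under 0.2, the cut-off that the paper used downstream, are called changed. Values per gene are given as CPM (TMM-normalized, mean ± SD, n = 3 cows) and as log2 fold changes against the control slices. Log2 ratios of a gene or list in a single cow were taken after 1 CPM was added, which shrinks them where counts are few. 30 gene lists of pathways and cell types, fixed before the data were examined, were tested against all other genes with limma's camera at an adjusted p under 0.05. None of the 36 list calls against control held when the correlation between genes was estimated from the data instead of preset at 0.01, and that p is given beside each list. The column labels of 3 libraries, the PPARα agonist libraries of cows 1 and 3 and the PPARδ agonist library of cow 1, carry an extra mark whose meaning is not given in the sources used here. Their RN18S1 shares were 14.1, 11.9 and 16.4%. Without them the PPARα agonist group holds cow 2 alone and the PPARδ agonist group cows 2 and 3.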

Gene expression profiling was performed through RNA sequencing for PCLS from postpartum animals (+10 DIM), which were treated with isotype-specific agonists for PPARα (WY-14643), PPARδ (GW-501516) and PPARγ (rosiglitazone). Complete dataset is available in Supplementary File 1.

Principal component analysis revealed considerable separation with minimal overlap between the treatment groups, suggesting moderate differences in the gene expression landscape (Supplementary Figure S1). 

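In the 12 libraries, the PPARδ agonist library of cow 2 lay apart from all others along the first component (28.1% of the variance, score -271), and the control library of cow 1 along the second (15.0%, score -175). The other control libraries lay below the agonist libraries of cows 1 and 3 on the second component, beside the PPARα agonist library of cow 2. Agonist libraries of different groups lay between each other. The agonist accounted for 29.5% of the variance between libraries and the cow for 23.1% (PERMANOVA on log2 CPM of the 19824 genes). Relabelling the treatments within each cow gave a median of 25.3%, and a share of at least 29.5% in 3.47% of the 13824 relabellings (exact permutation test, one-sided, p = 0.0347). Over the 500 most variable genes the share was 30.0% (exact permutation test, p = 0.104), and with a prior count of 0.5 in the log2 CPM it was 28.7% (p = 0.0625 from the same test). Without cow 1 or cow 3 the agonist share was 39.8 or 42.5% and did not pass the exact permutation test (p = 0.333 and 0.375), and without cow 2 it was 51.0% (p = 0.0417). With cow 4 included the agonist share was 11.8% (exact permutation test, p = 0.0270, median of 10.4% on relabelling), against 58.2% for the cow.

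**Figure D1:**
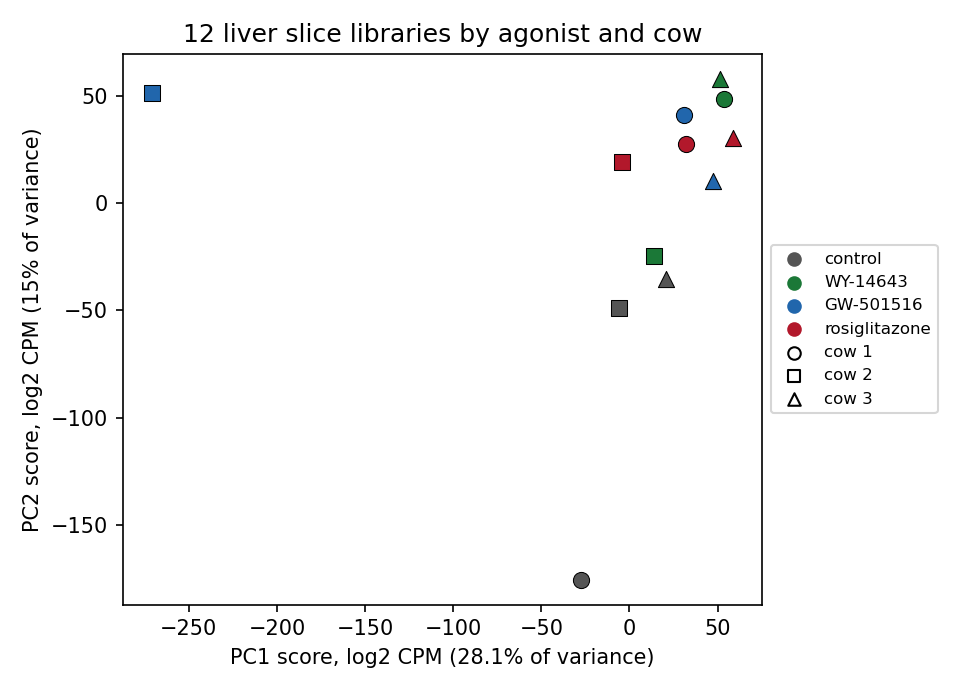
Scores of the 12 libraries on the first 2 principal components of log2 CPM, by agonist (color) and cow (shape). The PPARδ agonist library of cow 2 sits at -271 on the first component and the control library of cow 1 at -175 on the second.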

Analysis through DESeq2 (Table 1) revealed a total of 140, 173, and 222 DEG with a cut-off of FDR-adjusted *p*-values = 0.1 by the PPARα, PPARδ, and PPARγ agonist, respectively. 

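Among the genes with the largest changes, PROX1, a transcription factor of hepatocytes, fell by 2.48 on the log2 scale with the PPARα agonist (standard error 0.42, adjusted p = 0.0112, edgeR), from 1029.7 ± 594 CPM to 184 ± 98.6 CPM (SD, n = 3). Its log2 fold change with the PPARδ agonist was -1.85 (standard error 0.42, adjusted p = 0.0731). SLAMF7, a receptor of immune cells, was 136 ± 26.7 CPM with the PPARδ agonist and 494 ± 121 CPM in the control slices, a log2 fold change of -1.86 (standard error 0.39, adjusted p = 0.0464) from edgeR. With the PPARγ agonist EPHB3, an ephrin receptor, reached 101 ± 42.0 CPM from 11.7 ± 10.7 CPM (log2 fold change 3.09, standard error 0.61, adjusted p = 0.0116, edgeR), and CCL5, a chemokine that attracts T cells, fell from 34.6 ± 20.8 to 5.58 ± 1.93 CPM. At an adjusted p under 0.1 edgeR called 41 genes for the PPARα agonist (35 higher, 6 lower), 21 for the PPARδ agonist (19 higher, 2 lower) and 71 for the PPARγ agonist (42 higher, 29 lower). At the same threshold DESeq2 called 142 (81 higher, 61 lower), 179 (130 higher, 49 lower) and 227 (99 higher, 128 lower). With the cow as a block edgeR called 395 for the PPARγ agonist (218 higher, 177 lower). PROX1 with the PPARα and PPARδ agonists did not pass without the control library of cow 1 (adjusted p = 0.414 and 0.740). SLAMF7 did not pass without the control library of cow 1 (adjusted p = 0.429) or cow 2 (0.204). EPHB3 and CCL5 did not pass without the control library of cow 1 (adjusted p = 0.226 and 0.471). CCL5 did not pass without the PPARγ agonist library of cow 1 (0.291).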

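The genes that rose most with the PPARα agonist among those called included the amino acid transporter gene SLC38A4 (log2 fold change 4.82, adjusted p = 0.144, edgeR), the growth factor receptor gene FGFRL1 (4.89, adjusted p = 0.0557) and S100A8, a calcium-binding protein of neutrophils (5.60, adjusted p = 0.0255). The log2 ratio of S100A8 to the cow's own control was 6.47 in cow 2, 0.84 in cow 1 and 2.87 in cow 3. SERPINB2, an inhibitor of plasminogen activation, had 1234 counts with this agonist and 2 in the control slices, a ratio of 209 (95% counting interval 57.8 to 1728). Such an interval pools the libraries of a group and leaves out the spread between cows. The log2 ratios of SERPINB2 were 7.24 in cow 2 and 0.11 in each of cows 1 and 3. Genes lower with the PPARα agonist included CD5L, a secreted protein of macrophages (-3.21, adjusted p = 0.140), DNMT3A, a DNA methyltransferase (-2.32, adjusted p = 0.0305), NEFH, ARC, WDR60, SYNE1, PARD6B and RN7SL1, with log2 fold changes from -2.71 to -2.08 for the last 6. With the PPARδ agonist, LOC107132272 had 979 counts against 1 in the control slices, a ratio of 585 (95% counting interval 105 to 23137), with 286, 684 and 9 counts in cows 1, 2 and 3; the library of cow 2 is the one in which RN18S1 held 63.8% of the counts. LOC112445523 was at least 75.3-fold higher, with 91, 282 and 5 counts against 0. RASGEF1A, ADA (adenosine deaminase), SCIN and SMARCA1 fell with the PPARδ agonist by 3.60, 3.56, 3.49 and 1.89 on the log2 scale (adjusted p = 0.152, 0.169, 0.163 and 0.160, edgeR). With the PPARγ agonist LRRC1 rose (4.81, adjusted p = 0.0569, edgeR), and ADA (-3.69, adjusted p = 0.0953), PKIB (-2.79, adjusted p = 0.0953), RASGRP3 (-2.70, adjusted p = 0.179) and PLAC8 (-2.66, adjusted p = 0.181) fell. edgeR called 106 genes for the PPARα agonist (84 higher, 22 lower), 61 for the PPARδ agonist (50 higher, 11 lower) and 125 for the PPARγ agonist (65 higher, 60 lower) at an adjusted p under 0.2. DESeq2 on the same counts called 326 (197 higher, 129 lower), 532 (350 higher, 182 lower) and 380 (177 higher, 203 lower). With the cow as a block edgeR called 532 (366 higher, 166 lower), 402 (276 higher, 126 lower) and 567 (314 higher, 253 lower). Without the control library of cow 1, the shallowest, edgeR called 0, 7 and 13 genes, and 0, 6 and 10 of the 59, 44 and 66 called genes that are named here and at the other statements kept their call. At an unadjusted p under 0.05 it gave 1562, 1551 and 1347 genes with all 12 libraries and 961, 1127 and 938 without that library, a setting in which DESeq2 was not run. No fit without a single library was run with the cow as a block. Calls that ended without a library, here and at the other statements, are therefore those of the test without a term for the cow. SLC38A4, FGFRL1, S100A8 and DNMT3A did not pass without the control library of cow 1 (adjusted p = 0.814, 0.546, 0.414 and 0.546). SLC38A4 and FGFRL1 did not pass without the control library of cow 2 (0.367 and 0.314). SLC38A4 did not pass without the control library of cow 3 (0.288) or the PPARα agonist library of cow 3 (0.249). S100A8 did not pass without the PPARα agonist library of cow 2 (0.725). CD5L, NEFH, ARC, WDR60, SYNE1, PARD6B and RN7SL1 did not pass without the control library of cow 1 (adjusted p = 0.910, 0.591, 0.910, 0.591, 0.477, 0.487 and 0.910). CD5L, PARD6B and RN7SL1 did not pass without the control library of cow 3 (0.201, 0.616 and 0.236). ARC and WDR60 did not pass without the PPARα agonist library of cow 3 (0.202 and 0.332). WDR60 and RN7SL1 did not pass without the control library of cow 2 (0.354 and 0.207). RASGEF1A, ADA, SCIN and SMARCA1 did not pass without the control library of cow 1 (adjusted p = 0.586, 0.818, 0.361 and 0.429) or cow 2 (0.564, 0.305, 0.769 and 0.566). LRRC1, ADA, PKIB, RASGRP3 and PLAC8 did not pass without the control library of cow 1 (adjusted p = 0.330, 0.823, 0.460, 0.588 and 0.817). LRRC1, PKIB and RASGRP3 did not pass without the control library of cow 2 (0.263, 0.285 and 0.631). LRRC1, ADA, PKIB and PLAC8 did not pass without the PPARγ agonist library of cow 2 (0.204, 0.256, 0.258 and 0.369). ADA, PKIB, RASGRP3 and PLAC8 did not pass without the PPARγ agonist library of cow 1 (0.436, 0.268, 0.836 and 0.291) or cow 3 (0.290, 0.418, 0.394 and 0.288). PLAC8 did not pass without the control library of cow 3 (0.263).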

A more liberal cutoff of FDR-adjusted *p*-values = 0.2 indicated 308, 501, and 379 DEG by the PPARα, PPARδ, and PPARγ agonist, respectively. The latter statistical results were used for downstream analyses.

**Table 1:** List of differentially expressed genes in PCLS for the three comparisons of interest.

**vs. CTR**	**FDR-Adj**	**DEG up**	**DEG down**	**DEG total**
PPARα agonist	0.1	59	81	140
PPARδ agonist	0.1	47	126	173
PPARγ agonist	0.1	127	95	222
PPARα agonist	0.2	191	117	308
PPARδ agonist	0.2	334	167	501
PPARγ agonist	0.2	174	205	379

#### Dynamic Impact Approach

The Dynamic Impact Approach (**DIA**) analysis (Figure 4) revealed a large impact of both the PPARα and PPARδ agonists on KEGG categories related to metabolism, chiefly carbohydrate and lipid metabolism, all of which had a pattern toward activation of the pathways. 

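With the PPARδ agonist, the 45 measured PPAR target genes were higher as a group, with a median log2 fold change of 0.36 (adjusted p = 0.00400 from camera; adjusted p = 0.541 with an estimated correlation). Of these, PLIN2, which coats lipid droplets, passed the test over all genes, none was lower, and 44 did not pass; 9 were higher when adjusted over the list alone. The same list had a median of 0.14 with the PPARα agonist (adjusted p = 0.348 from camera), where 1 gene, HADHB, was higher, none was lower, and 7 were higher when adjusted over the list alone. Genes of cholesterol synthesis rose with the PPARα agonist (22 genes, median 0.67, adjusted p = 0.00249 from camera; adjusted p = 0.663 with an estimated correlation); MSMO1, a sterol methyl oxidase, was higher (2.01, adjusted p = 0.131, edgeR), 21 did not pass, and 3 were higher when adjusted over the list alone. With the PPARδ agonist that list had a median of 0.13 (adjusted p = 0.441 from camera), lower than with the PPARα agonist (median difference -0.65, adjusted p = 0.0226; adjusted p = 0.657 with an estimated correlation). Fatty acid and triacylglycerol synthesis (35 genes) had a median of 0.54 with the PPARα agonist and 0.27 with the PPARδ agonist (adjusted p = 0.143 and 0.160 from camera). SCD, the stearoyl-CoA desaturase, had log2 fold changes of 1.82 and 1.96 (adjusted p = 0.355 and 0.321, edgeR; 0.0320 and 0.00863 with the cow as a block). In carbohydrate metabolism, the 41 genes of glycolysis and gluconeogenesis had medians of 0.37 and -0.14 and did not pass the list test (adjusted p = 0.628 and 0.686 from camera). The PPAR target list with the PPARδ agonist did not pass without the marked library of cow 1 (adjusted p = 0.201 from camera), and cholesterol synthesis with the PPARα agonist did not pass without the PPARα agonist library of cow 3 (0.319), without the 3 marked libraries (0.596) or without cow 3 (0.257). The PPAR target list also did not pass without cow 1 (0.426). Both agonists are discussed in the paper as activators of metabolic pathways, on the basis of the Dynamic Impact Approach (Figure 4). MSMO1 did not pass without the control library of cow 1 (adjusted p = 0.838), cow 2 (0.354) or the PPARα agonist library of cow 3 (0.676).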

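With the PPARγ agonist, PPAR target genes and genes that make fatty acids and triacylglycerol were higher as groups. The 45 PPAR target genes had a median log2 fold change of 0.51 (adjusted p = 0.000412 from camera; adjusted p = 0.449 with an estimated correlation): PLIN2, ACSL1, HADHB and CREB3L3 rose, none fell and 41 did not pass the test (9 higher and 1 lower when adjusted over the list alone). The 35 genes of fatty acid and triacylglycerol synthesis had a median of 0.55 (adjusted p = 0.00249 from camera; adjusted p = 0.398 with an estimated correlation), with 1 gene higher, none lower and 5 higher when adjusted over the list alone. CIDEB, which enlarges lipid droplets and loads VLDL, had a log2 fold change of 3.00 (standard error 0.99, adjusted p = 0.374) in edgeR (0.00531 with the cow as a block). Cholesterol synthesis had a median of 0.58 (adjusted p = 0.0151 from camera; adjusted p = 0.663 with an estimated correlation); none of its 22 genes passed, and 1 was higher when adjusted over the list alone. Its call ended with all 4 cows (0.230), with all 4 cows and the block (0.301) or without cow 2 (0.589). PKM, the pyruvate kinase of tissues other than the hepatocyte, had a log2 fold change of -1.53 (adjusted p = 0.328, edgeR; 0.000861 with the cow as a block), and the glycolysis list a median of -0.01 (adjusted p = 0.192 from camera). Compared directly, PPAR target genes were higher with the PPARγ than with the PPARα agonist (median difference 0.32, adjusted p = 0.00651 from camera; adjusted p = 0.467 with an estimated correlation). The PPARγ and PPARδ agonists did not differ past the test (adjusted p = 0.610), nor did the synthesis list between the PPARγ agonist and either of the others (adjusted p = 0.141 and 0.158). The synthesis list did not pass without the PPARγ agonist library of cow 2 (adjusted p = 0.0807 from camera), nor did cholesterol synthesis without that library (0.572) or the control library of cow 2 (0.0505).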

Of note, though the impact of the PPARγ agonist on metabolism was lower than the other two PPAR agonists, a strong effect on lipid metabolism was maintained, also with a positive trend. Additionally, samples treated with the PPARγ agonist displayed a strong inhibitory effect on KEGG subcategories related to “Signaling Molecules and Interaction” and under the “Immune System” subcategory of pathways, while the other two PPAR agonists did not.

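The MHC class II list (adjusted p = 4.66e-11 from camera; adjusted p = 0.169 with an estimated correlation) and the cytokine list (adjusted p = 1.88e-11 from camera; adjusted p = 0.169 with an estimated correlation) were lower with the PPARγ agonist than in the control slices. The 18 genes of MHC class II and its processing had a median log2 fold change of -2.13 with the PPARγ agonist, -0.76 with the PPARδ agonist and -0.13 with the PPARα agonist. The 75 cytokines, chemokines and their receptors had medians of -1.18, -0.44 and 0.27, in the same order, and the 40 interferon-stimulated genes had medians of -1.08, -0.16 and 0.33. The MHC class II list was also lower than in the control slices with the PPARδ agonist (adjusted p = 0.00121 from camera; adjusted p = 0.518 with an estimated correlation), as were the cytokine list (adjusted p = 0.0285 from camera; adjusted p = 0.663 with an estimated correlation) and the macrophage markers. The cytokine list did not pass with the cow as a block (adjusted p = 0.0562), without the control library of cow 2 (0.0611) or without the PPARδ agonist library of cow 2 (0.167) or cow 3 (0.168), nor with DESeq2 (0.0731), with filterByExpr (0.0664), with DESeq2 and the block (0.109), with all 4 cows (0.0657), with all 4 cows and the block (0.139), without cow 2 (0.140) or without cow 3 (0.205), and the MHC class II list did not pass without cow 3 (0.0574). The cytokine and MHC class II lists did not pass with the PPARα agonist (adjusted p = 0.592 and 0.533 from camera). The neutrophil chemoattractants CXCL8 (2.36, adjusted p = 0.0144, edgeR), CXCL2 (3.25, adjusted p = 0.0239) and CXCL5 (2.83, adjusted p = 0.0986) and the inflammatory cytokine IL1B (2.79, adjusted p = 0.0998) rose with it, and the log2 fold change of CXCL5 was -0.47 without the PPARα agonist library of cow 2. In the direct tests, the PPARγ agonist lay below the PPARα agonist for the cytokine list (median difference -1.37, adjusted p = 5.70e-17 from camera) and the MHC class II list (-1.69, adjusted p = 4.06e-12). It lay below the PPARδ agonist for both (-0.68, adjusted p = 1.85e-06; -0.78, adjusted p = 0.000392). None of these differences held with an estimated correlation (adjusted p = 0.113, 0.113, 0.356 and 0.458). Some markers of cells other than immune cells moved with these lists: endothelial markers (median -1.35, adjusted p = 1.20e-10 from camera; adjusted p = 0.123 with an estimated correlation) and stellate cell and fibroblast markers (-1.02, adjusted p = 1.12e-07 from camera; adjusted p = 0.377 with an estimated correlation) were lower with the PPARγ agonist, and hepatocyte markers were higher (0.84, adjusted p = 1.64e-05 from camera; adjusted p = 0.663 with an estimated correlation), a call that ended without the control library of cow 2 (0.0555). Bile duct markers did not pass (median 0.61, adjusted p = 0.576 from camera), with a bootstrap interval of -1.06 to 0.90 that leaves their direction open. At the level of genes, edgeR called 67 genes different between the PPARγ and PPARα agonists and 15 between the PPARγ and PPARδ agonists at an adjusted p under 0.2 (DESeq2 called 133 and 73). CXCL8, CXCL2, CXCL5 and IL1B did not pass without the control library of cow 1 (adjusted p = 0.242, 0.414, 0.546 and 0.414). CXCL5 and IL1B did not pass without the control library of cow 2 (0.343 and 0.414), cow 3 (0.331 and 0.322) or the PPARα agonist library of cow 2 (0.715 and 0.885).

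**Figure D2:**
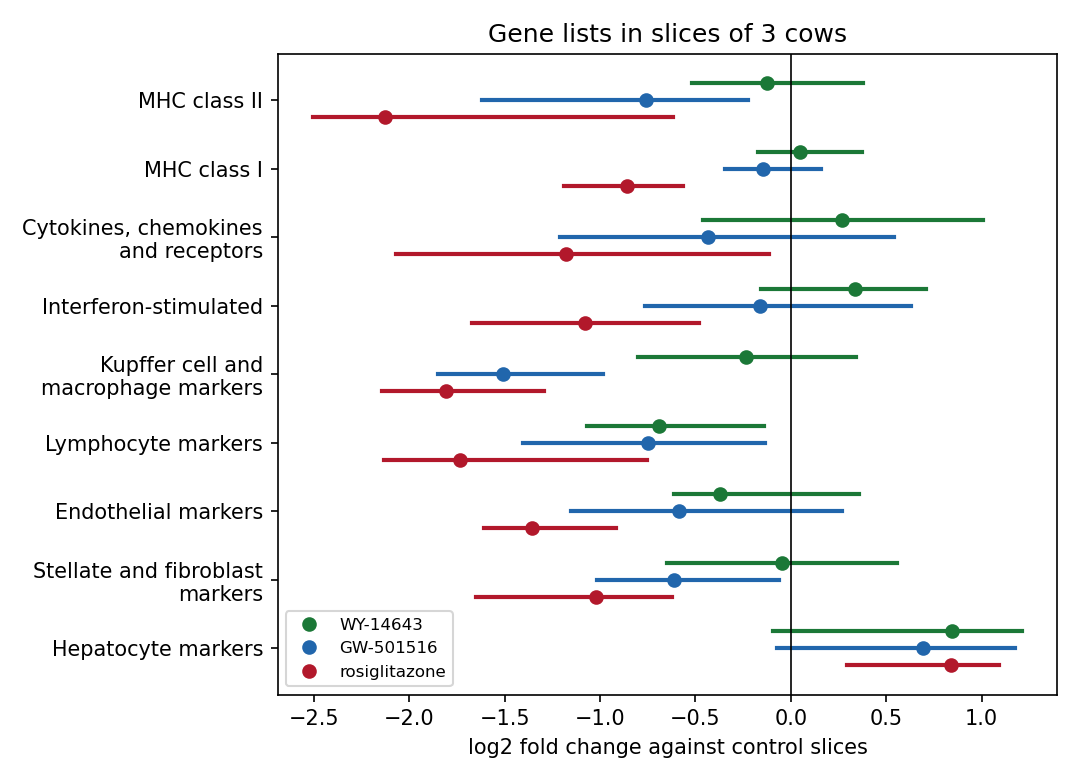
Median log2 fold change against the control slices (points) and range from the first to the third quartile (lines) of the members of 9 gene lists, by agonist. With the PPARγ agonist the MHC class II list sits at -2.13 and the Kupffer cell and macrophage markers at -1.81, and hepatocyte markers sit above 0 for each agonist.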

**Figure 4:**
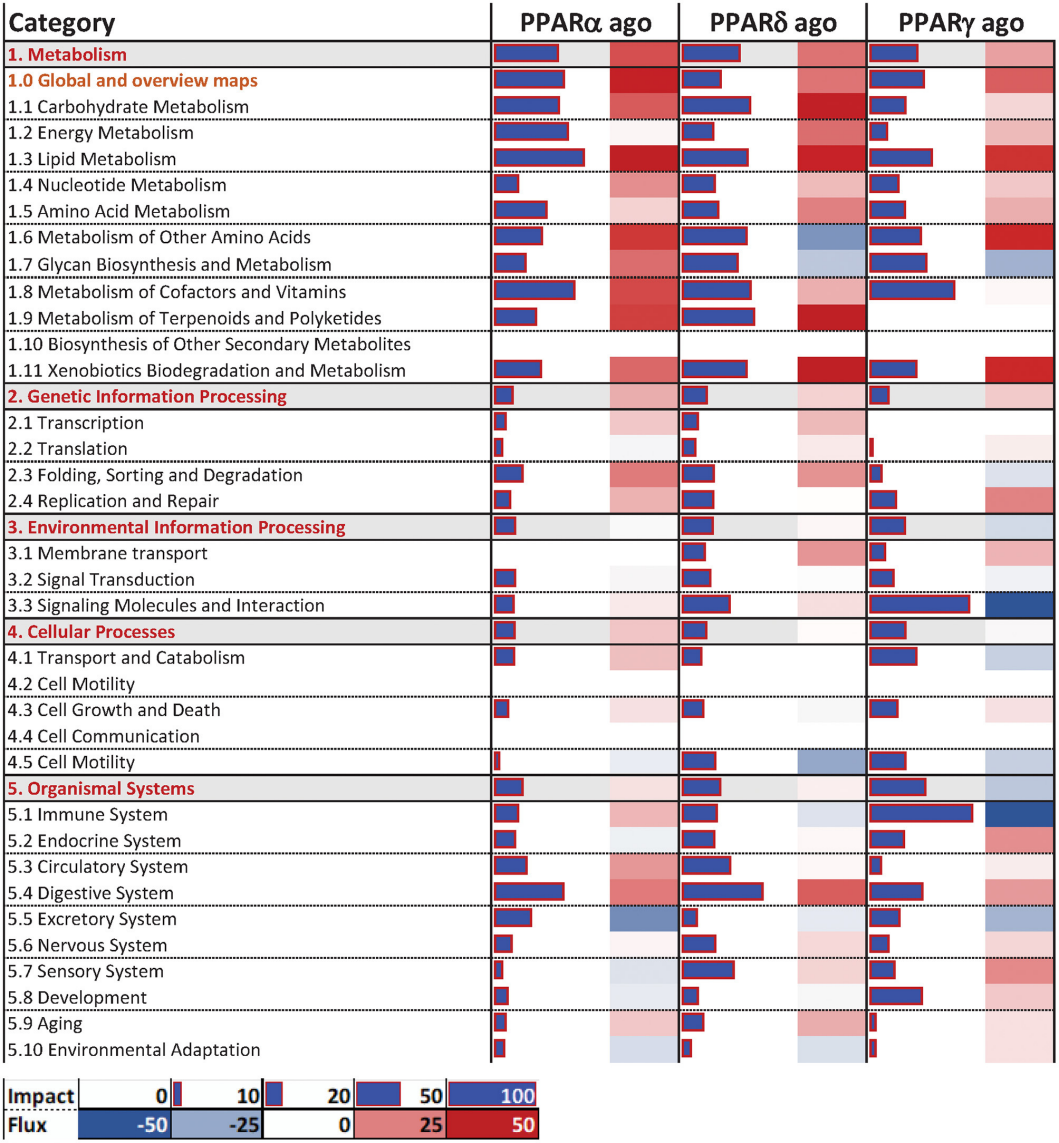
Main categories and subcategories of KEGG pathways induced *via* the use of isotype-specific PPAR agonists in PCLS, as summarized by the Dynamic Impact Approach. Blue bars refer to the impact in terms of overrepresented genes in the pathways, while the shaded cell denotes the flux, i.e., the overall effect on the pathway, with red denoting activation and green denoting inhibition.

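Among genes that handle glucuronate and ascorbate, RGN, which makes the ascorbate precursor in the liver, had a log2 fold change of -1.41 (standard error 0.43, adjusted p = 0.279) with the PPARα agonist in edgeR (0.0330 with the cow as a block), and XYLB, the xylulokinase, of -1.71 (adjusted p = 0.283). DCXR, the xylulose reductase, had log2 fold changes of 2.06, 1.18 and 1.54 with the PPARα, PPARδ and PPARγ agonists (adjusted p = 0.548, 0.669 and 0.744). Of the 21 measured genes of glucuronate and ascorbate metabolism, none passed edgeR's test over all genes with any agonist. Adjusted over the list alone, 1 was higher (DCXR) and 2 were lower (RGN and XYLB) with the PPARα agonist and none with the others. The medians were 0.12, 0.26 and 0.32 for the PPARα, PPARδ and PPARγ agonists; camera gave adjusted p = 0.630, 0.724 and 0.576.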

In terms of individual pathways within the KEGG subcategories (Figure 5), for the “Carbohydrate Metabolism” subcategory, all three groups had a modest positive impact on “Pentose and glucuronate interconversions”, as well as “Glyoxylate and dicarboxylate metabolism”, and “Ascorbate and aldarate metabolism”. In the “Lipid Metabolism” subcategory, PPAR agonists had comparable positive impacts on “Metabolism of linoleic acid”, as well as “Fatty acid degradation” and the “Metabolism of ether lipids” (although to a lesser degree). Additionally, only the PPARα and PPARδ agonists induced the pathway “Synthesis and degradation of ketone bodies”. 

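Linoleic and arachidonic acid metabolism rose with every agonist: its 30 measured genes had median log2 fold changes of 1.15, 1.00 and 0.91 with the PPARα, PPARδ and PPARγ agonists (adjusted p = 0.00834, 0.00291 and 0.00257 from camera; adjusted p = 0.518, 0.434 and 0.434 with an estimated correlation). CYP3A4, a cytochrome P450 that oxidizes drugs and fatty acids, rose by 2.05, 1.93 and 1.87 on the log2 scale (adjusted p = 0.0251, 0.0464 and 0.0359, edgeR), and PLA2G12A, a secreted phospholipase A2, by 3.53, 2.79 and 2.66 (adjusted p = 0.0305, 0.162 and 0.129). These 2 genes passed with each agonist, none was lower and 28 did not pass; adjusted over the list alone, 4 were higher with the PPARα agonist, 9 higher and 2 lower with the PPARδ agonist, and 8 higher and 1 lower with the PPARγ agonist. Counted at their bounds where a group had few counts, the medians were 0.90 and 0.81 with the PPARα and PPARδ agonists. CYP2C18 was higher with the cow as a block with each agonist (adjusted p = 0.00109, 0.00839 and 1.26e-05, edgeR) and did not pass without it (0.282, 0.588 and 0.260). Mitochondrial fatty acid oxidation (24 genes) had medians of 0.21, 0.07 and 0.21 and peroxisomal fatty acid oxidation (21 genes) of -0.09, 0.09 and 0.04, and neither passed with any agonist (adjusted p = 0.762, 0.510 and 0.181 for the mitochondrial and 0.503, 0.634 and 0.499 for the peroxisomal list, camera). Within the mitochondrial list, 1, 0 and 2 genes rose and none fell with the 3 agonists, and 4, 2 and 5 were higher when adjusted over the list alone, with 1 lower for the PPARγ agonist. CPT2, the inner carnitine palmitoyltransferase, had log2 fold changes of 2.28, 1.80 and 1.88 (adjusted p = 0.464, 0.624 and 0.695, edgeR). The agonists did not differ in linoleic acid metabolism past the test (adjusted p = 0.938 for PPARγ against PPARα, 0.949 for PPARγ against PPARδ and 0.802 for PPARδ against PPARα, camera). The list call with the PPARα agonist ended without the control library of cow 2 (0.0822), the PPARα agonist library of cow 3 (0.0852) or the 3 marked libraries, where its direction was lower (0.413). It also ended without cow 1 (0.0652), without cow 3 (0.0824) or with the mark as a covariate (0.620, camera). The list call with the PPARδ agonist ended with the mark as a covariate (0.0535, camera) and with the block without the 3 marked libraries. CYP3A4 and PLA2G12A with the PPARα agonist, CYP3A4 and PLA2G12A with the PPARδ agonist and CYP3A4 and PLA2G12A with the PPARγ agonist did not pass without the control library of cow 1 (adjusted p = 0.414, 0.414, 0.429, 0.627, 0.330 and 0.553). PLA2G12A with each agonist did not pass without the control library of cow 2 (0.200, 0.509 and 0.431). CYP3A4 with the PPARγ agonist did not pass without the PPARγ agonist library of cow 2 (0.272). PLA2G12A with the PPARγ agonist did not pass without the PPARγ agonist library of cow 3 (0.339).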

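ACAT2, the cytosolic acetoacetyl-CoA thiolase, rose with the PPARα agonist (2.45, standard error 0.64, adjusted p = 0.135, edgeR) and had log2 fold changes of 2.17 (standard error 0.64, adjusted p = 0.271) with the PPARδ agonist (0.113 with the cow as a block) and 1.56 (standard error 0.63, adjusted p = 0.610) with the PPARγ agonist. The 10 genes of ketone body metabolism had medians of 0.46, 0.45 and 0.23 with the PPARα, PPARδ and PPARγ agonists and did not pass the list test (adjusted p = 0.576, 0.161 and 0.499 from camera). With genes of few counts at their bound the last 2 medians were 0.25 and 0.49. Of these 10, ACAT2 alone passed the test over all genes with the PPARα agonist, none passed with the other two, and 1 was higher with each agonist when adjusted over the list alone, ACAT2 in every case. No pair of agonists differed on this list past the test (adjusted p = 0.973 for PPARγ against PPARα, 0.354 for PPARγ against PPARδ and 0.363 for PPARδ against PPARα, camera). The call of ACAT2 with the PPARα agonist ended on leaving out the control library of cow 1 (adjusted p = 0.838) or cow 3 (0.336), or the PPARα agonist library of cow 3 (0.604).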

In the “Signaling Molecules and Interaction” and “Immune System” subcategories of KEGG pathways, the most consistent and noticeable effect was brought forth by the PPARγ agonist, moderately or strongly inhibiting signaling-related pathways such as “Cytokine-cytokine receptor interaction” and “Cell adhesion molecules”. Additionally, signaling of several immune-related receptors like the toll-like receptor (TLR), tumor necrosis factor (TNF), and RIG-I-like receptor and NOD-like receptor was inhibited. 

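The T cell attractant CCL5 fell with the PPARγ agonist (-2.62, standard error 0.60, adjusted p = 0.0501, edgeR), as did CCL8, which attracts monocytes (-4.50, adjusted p = 0.181), and IL7R, the interleukin 7 receptor of lymphocytes (-1.94, adjusted p = 0.138). Of the 75 cytokines, chemokines and receptors, 4 were lower, none was higher and 71 did not pass; 19 were lower and 2 higher when adjusted over the list alone. The whole list was lower (adjusted p = 1.88e-11 from camera; adjusted p = 0.169 with an estimated correlation). Among the 47 cell adhesion molecules, PTPRC, the CD45 phosphatase of leukocytes (-1.73, adjusted p = 0.0953), fell, and the neuronal adhesion molecule NRCAM (2.83, adjusted p = 0.00872) and the tight junction gene CLDN14 (3.92, adjusted p = 0.147) rose. In all, 4 adhesion genes were lower, 2 were higher and 41 did not pass (18 lower and 3 higher when adjusted over the list alone), with a median of -0.77 (adjusted p = 1.64e-05 from camera; adjusted p = 0.169 with an estimated correlation). Adhesion genes lay below their level with the PPARα agonist (median difference -1.05, adjusted p = 3.71e-07 from camera; 0.113 with an estimated correlation) and with the PPARδ agonist (-0.48, adjusted p = 0.00240; 0.352). This list had medians of 0.18 with the PPARα agonist and -0.22 with the PPARδ agonist and did not pass against the control slices (adjusted p = 0.907 and 0.161, camera). CCL8 and IL7R did not pass without the control library of cow 1 (adjusted p = 0.536 and 0.339), cow 2 (0.244 and 0.828), the PPARγ agonist library of cow 1 (0.469 and 0.554) or cow 3 (0.528 and 0.394). CCL8 did not pass without the control library of cow 3 (0.306), the PPARα agonist library of cow 2 (0.216) or the PPARγ agonist library of cow 2 (0.352). PTPRC, NRCAM and CLDN14 did not pass without the control library of cow 1 (adjusted p = 0.544, 0.226 and 0.579). PTPRC and CLDN14 did not pass without the control library of cow 2 (0.314 and 0.508), the PPARγ agonist library of cow 1 (0.577 and 0.339) or cow 3 (0.313 and 0.219). CLDN14 did not pass without the PPARγ agonist library of cow 2 (0.354). CCL5 did not pass without the control library of cow 1 (adjusted p = 0.471) or the PPARγ agonist library of cow 1 (0.291).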

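Transcription of LBP, which hands bacterial lipopolysaccharide to TLR4, rose with the PPARγ agonist (2.62, standard error 0.45, adjusted p = 0.00392, edgeR), and CYBA, a subunit of the phagocyte oxidase, fell (-2.01, adjusted p = 0.181). The 38 genes of toll-like and NOD-like receptor signaling had a median of -0.48 and were lower as a list (adjusted p = 0.00732 from camera; adjusted p = 0.596 with an estimated correlation); 1 was higher, 2 were lower and 35 did not pass, with 3 higher and 11 lower when adjusted over the list alone. The list call ended with all 4 cows (0.143), with all 4 cows and the block (0.152) or without cow 3 (0.112). Of the interferon-stimulated genes, MX1, which blocks viral replication, had a log2 fold change of -2.16 (adjusted p = 0.103) and EPSTI1, an interferon-induced gene of macrophages, of -1.61 (adjusted p = 0.112). ISG20, an antiviral exonuclease, rose (2.53, adjusted p = 0.0288), and 37 of the 40 genes did not pass; 2 were higher and 17 lower when adjusted over the list alone. The list was lower as a whole (adjusted p = 1.08e-11 from camera; adjusted p = 0.189 with an estimated correlation). The receptor signaling list with the PPARδ agonist had a median of -0.10 and with the PPARα agonist of 0.28 (adjusted p = 0.194 and 0.583, camera), and the interferon-stimulated genes did not pass either (adjusted p = 0.160 and 0.499). Tested directly, the interferon-stimulated genes were lower with the PPARγ than with the PPARα agonist (median difference -1.19, adjusted p = 3.34e-18; 0.113 with an estimated correlation) and the PPARδ agonist (-0.69, adjusted p = 1.56e-08; 0.352). Receptor signaling was lower than with the PPARα agonist (-0.70, adjusted p = 0.000104; 0.356) and did not differ past the test from the PPARδ agonist (adjusted p = 0.158, camera). Receptor signaling did not pass without the PPARγ agonist library of cow 3 (adjusted p = 0.0748, camera). CYBA, MX1, EPSTI1 and ISG20 did not pass without the control library of cow 1 (adjusted p = 0.586, 0.817, 0.521 and 0.359). CYBA, MX1 and EPSTI1 did not pass without the PPARγ agonist library of cow 1 (0.729, 0.339 and 0.703) or cow 3 (0.409, 0.365 and 0.477). CYBA and EPSTI1 did not pass without the control library of cow 2 (0.509 and 0.348).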

Further, the PPARγ agonist inhibited the “Antigen processing and presentation” and “Chemokine signaling” pathways.

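All 20 measured genes of MHC class I and its processing lay lower with the PPARγ agonist, with a median log2 fold change of -0.86 (adjusted p = 4.66e-11 from camera; adjusted p = 0.0857 with an estimated correlation). The class I heavy chain genes LOC783680 (-1.24, adjusted p = 0.181, edgeR) and JSP.1 (-1.23, adjusted p = 0.187) passed the test over all genes and 18 did not; 11 were lower when adjusted over the list alone. PSMB9, a subunit of the immunoproteasome that cuts peptides for class I, differed between the PPARγ and PPARδ agonists (-2.06, standard error 0.48, adjusted p = 0.166, edgeR). The class I list had a median with the PPARδ agonist of -0.15 and with the PPARα agonist of 0.05, and neither passed (adjusted p = 0.324 and 0.831, camera). The list was lower with the PPARγ agonist than with the PPARα agonist (median difference -1.06, adjusted p = 3.85e-12; 0.0551 with an estimated correlation) and the PPARδ agonist (-0.79, adjusted p = 1.58e-08; 0.110). Between the PPARγ and PPARα agonists, the chemokine genes CCL5 (-3.37, standard error 0.61, adjusted p = 0.0149, edgeR) and CXCL8 (-1.81, standard error 0.44, adjusted p = 0.0986) differed as well. LOC783680 and JSP.1 did not pass without the control library of cow 1 (adjusted p = 0.921 and 0.455), cow 2 (0.215 and 0.426), cow 3 (0.263 and 0.482), the PPARγ agonist library of cow 1 (0.528 and 0.947) or cow 3 (0.265 and 0.288). LOC783680 did not pass without the PPARγ agonist library of cow 2 (0.424). PSMB9 lost the difference without the control library of cow 1 (adjusted p = 0.211), cow 2 (0.200), cow 3 (0.212), the PPARδ agonist library of cow 1 (0.349), the PPARγ agonist library of cow 1 (1), cow 2 (0.450) or cow 3 (0.853). CXCL8 lost the difference without the PPARγ agonist library of cow 1 (adjusted p = 0.308) or cow 2 (0.315).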

**Figure 5:**
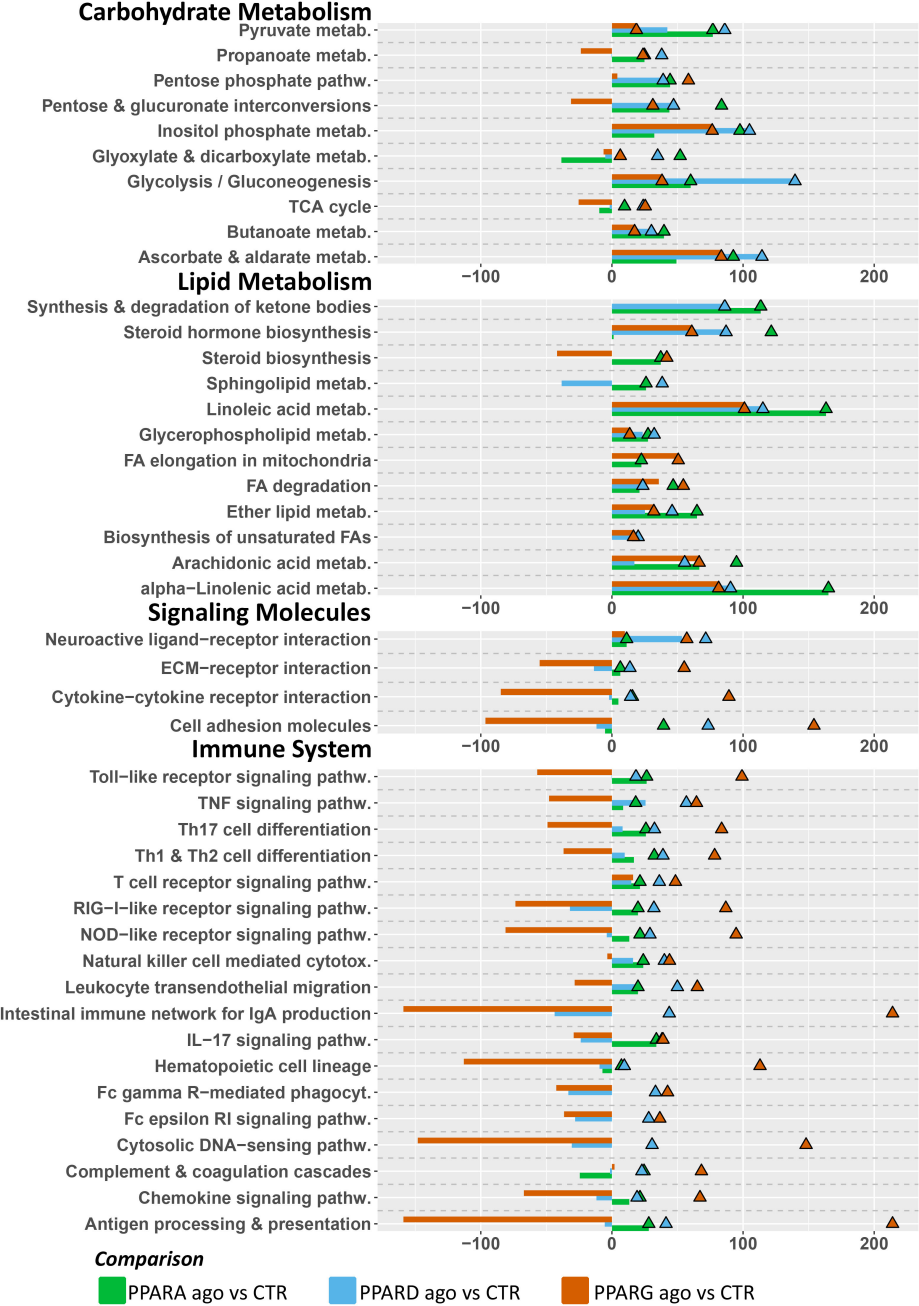
Main KEGG pathways highlighted by DIA, divided by subcategory. Triangles (color-coded) represent the impact in terms of overrepresented genes in the pathways, whereas bars (also color-coded) refer to the overall flux of the pathway, with negative numbers indicating inhibition of the pathway, and positive numbers indicating induction of the pathway.

#### DAVID

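Genes of lymphocytes were lower in slices given the PPARγ agonist: the 26 lymphocyte markers had a median log2 fold change of -1.73 (adjusted p = 1.23e-06 from camera; adjusted p = 0.169 with an estimated correlation). Of these, 2 passed the test over all genes, none was higher, and 8 were lower and 1 higher when adjusted over the list alone. The list lay lower than with the PPARα agonist (median difference -1.08, adjusted p = 0.000229; 0.322 with an estimated correlation) and the PPARδ agonist (-0.74, adjusted p = 0.00692; 0.458). These markers were also lower with the PPARδ agonist than in the control slices (median -0.75, adjusted p = 0.0222 from camera; adjusted p = 0.541 with an estimated correlation), a call that ended without the control library of cow 1 (adjusted p = 0.197) or the PPARδ agonist library of cow 2 (0.118) or cow 3 (0.107), and with DESeq2 (0.0526), with DESeq2 and the block (0.0508), without cow 1 (0.0832) or without cow 3 (0.157). Their median with the PPARα agonist was -0.69 (adjusted p = 0.0794, camera). Markers of neutrophils and other blood cells (16 genes) had medians of 0.16, -0.56 and 3.37 with the PPARγ, PPARδ and PPARα agonists and did not pass as a list (adjusted p = 0.483, 0.0715 and 0.161, camera). At their bounds the last 2 medians were -1.09 and 2.76. S100A9 (3.65, adjusted p = 0.120, edgeR) and S100A12 (3.57, adjusted p = 0.135), calcium-binding proteins of neutrophils, and MMP9, a collagenase they secrete (3.59, adjusted p = 0.182), rose with the PPARα agonist; without the PPARα agonist library of cow 2 the log2 fold changes of S100A12 and MMP9 were -0.52 and -1.29. MMP9 did not pass with the cow as a block (adjusted p = 0.395). S100A9, S100A12 and MMP9 did not pass without the control library of cow 1 (adjusted p = 0.816, 0.886 and 0.910) or the PPARα agonist library of cow 2 (0.960, 0.872 and 0.861). S100A9 and MMP9 did not pass without the control library of cow 2 (0.414 and 0.446). S100A12 and MMP9 did not pass without the control library of cow 3 (0.412 and 0.251).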

The analysis of enriched Gene Ontology (GO) terms by DAVID confirmed results from the DIA (Figure 6; Supplementary Figures S2–S7), where samples treated with a PPARγ agonist present an enrichment of the terms “T cell activation,” “response to cytokine,” “chemokine activity,” “immune response”, “inflammatory response,” and “immune system process” within the cohort of downregulated genes. Further, upregulated genes in response to the PPARδ agonist were overrepresented in the “TAG homeostasis” GO term.

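Lipid droplet and triacylglycerol genes with the PPARδ agonist included GPAT3, which starts glycerolipid synthesis (log2 fold change 1.37, standard error 0.52, adjusted p = 0.512, edgeR; 0.0791 with the cow as a block), and APOB, the protein of VLDL (-1.34, standard error 0.50, adjusted p = 0.510; 0.00333 with the cow as a block). Within the 35 genes of fatty acid and triacylglycerol synthesis, 1 was higher with the PPARδ agonist, none was lower and 34 did not pass; adjusted over the list alone SCD, GPAT3, LPIN1 and PLIN2 were higher and APOB was lower. CYP4A11, a fatty acid hydroxylase and PPARα target, had a log2 fold change of 1.84 (adjusted p = 0.427) in edgeR (0.0155 with the cow as a block), and VNN1, a pantetheinase, of 1.13 (adjusted p = 0.614). PDK4, which spares glucose by inhibiting pyruvate dehydrogenase, had log2 fold changes of 0.96 (adjusted p = 0.582) with the PPARδ agonist (0.296 with the cow as a block) and -0.52 (adjusted p = 0.724) with the PPARα agonist.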

**Figure 6:**
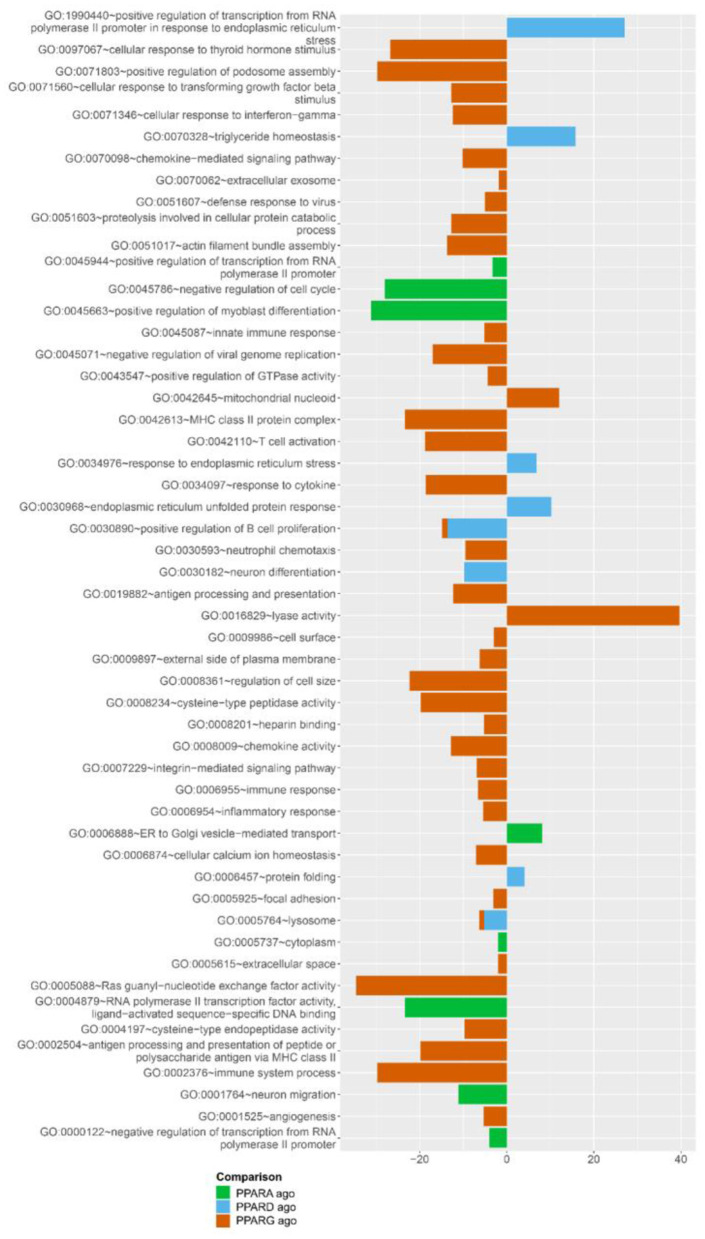
Overrepresented gene ontology (GO) terms with a *p*-value <0.01, according to DAVID, by the three PPAR agonists. Pathways associated with positive numbers are overrepresented in the subset of genes significantly upregulated by the treatment, whereas pathways represented by a negative number are overrepresented in the genes significantly downregulated by the treatment. Absolute numbers correspond to fold enrichment of the pathway.

### Predicted PPAR Targets

Combining the database in PPARgene with our DEGs, and sub-setting the database to include only values with prediction score > 0.6, reveals a total of 91 predicted targets that were differentially expressed in the three contrasts in our experiment (Figure 7); namely, 12 predicted targets were differentially expressed by the PPARα agonist alone (five were up-regulated), 27 by the PPARδ agonist alone (17 up-regulated), and 27 by the PPARγ agonist alone (eight were up-regulated). 

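Among predicted targets, the metalloproteinase inhibitor gene TIMP1 was lower with the PPARγ than with the PPARα agonist (-3.16, standard error 0.53, adjusted p = 0.0126, edgeR) and the scavenger receptor gene OLR1 was lower with the PPARγ than with the PPARδ agonist (-3.13, standard error 0.59, adjusted p = 0.0624). Of the 91 genes drawn in Figure 7, 43 of 123 pairs of gene and agonist passed edgeR's test at an adjusted p under 0.2, 80 passed with the cow as a block and 116 passed with DESeq2. Of the 122 pairs whose direction the picture gives and whose gene was tested, 121 had a log2 fold change in that direction. An unadjusted p under 0.05 from edgeR was found for 119 of the pairs. The paper drew these genes from its own DESeq2 calls on the same libraries, so this agreement is no independent check. The genes drawn for the PPARα agonist alone held 12 genes, of which the picture shows 6 as higher; 10 passed with DESeq2 in the drawn direction and 3 with edgeR. The set drawn for the PPARδ agonist alone held 27 genes (17 higher), of which 25 passed with DESeq2 and 2 with edgeR, and that of the PPARγ agonist alone 27 genes (9 higher), with 27 and 10. OLR1 lost the difference without the PPARδ agonist library of cow 1 (adjusted p = 0.405).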

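Among the predicted targets drawn for more than 1 agonist, 7 of 7 genes drawn for all agonists passed DESeq2's test with each agonist in the drawn direction, and 3 of 7 did so in edgeR. For the PPARα and PPARδ agonists it was 3 and 0 of 3 genes, for the PPARα and PPARγ agonists 6 and 3 of 6, and for the PPARδ and PPARγ agonists 8 and 3 of 9. With the PPARα agonist 12 of 28 drawn genes passed in edgeR, 21 with the cow as a block and 26 with DESeq2; with the PPARδ agonist these were 11, 24 and 43 of 46, and with the PPARγ agonist 20, 35 and 47 of 49. DESeq2 called more genes than edgeR from the same counts. In counts simulated for the PPARγ agonist against the control, 200 of 19737 genes were changed. There, 58.3% of DESeq2's calls and 17.2% of edgeR's were genes that had not been changed. The counts were drawn with edgeR's own estimates of the spread and without an effect of the cow. These shares therefore cannot be carried over to the paper's calls.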

Further, three genes were differentially expressed by both the PPARα and PPARδ agonists (all up-regulated), six by both the PPARα and PPARγ agonists (five up-regulated), nine by both the PPARδ and PPARγ agonists (four up-regulated), and seven by all three agonists (six up-regulated).

**Figure 7:**
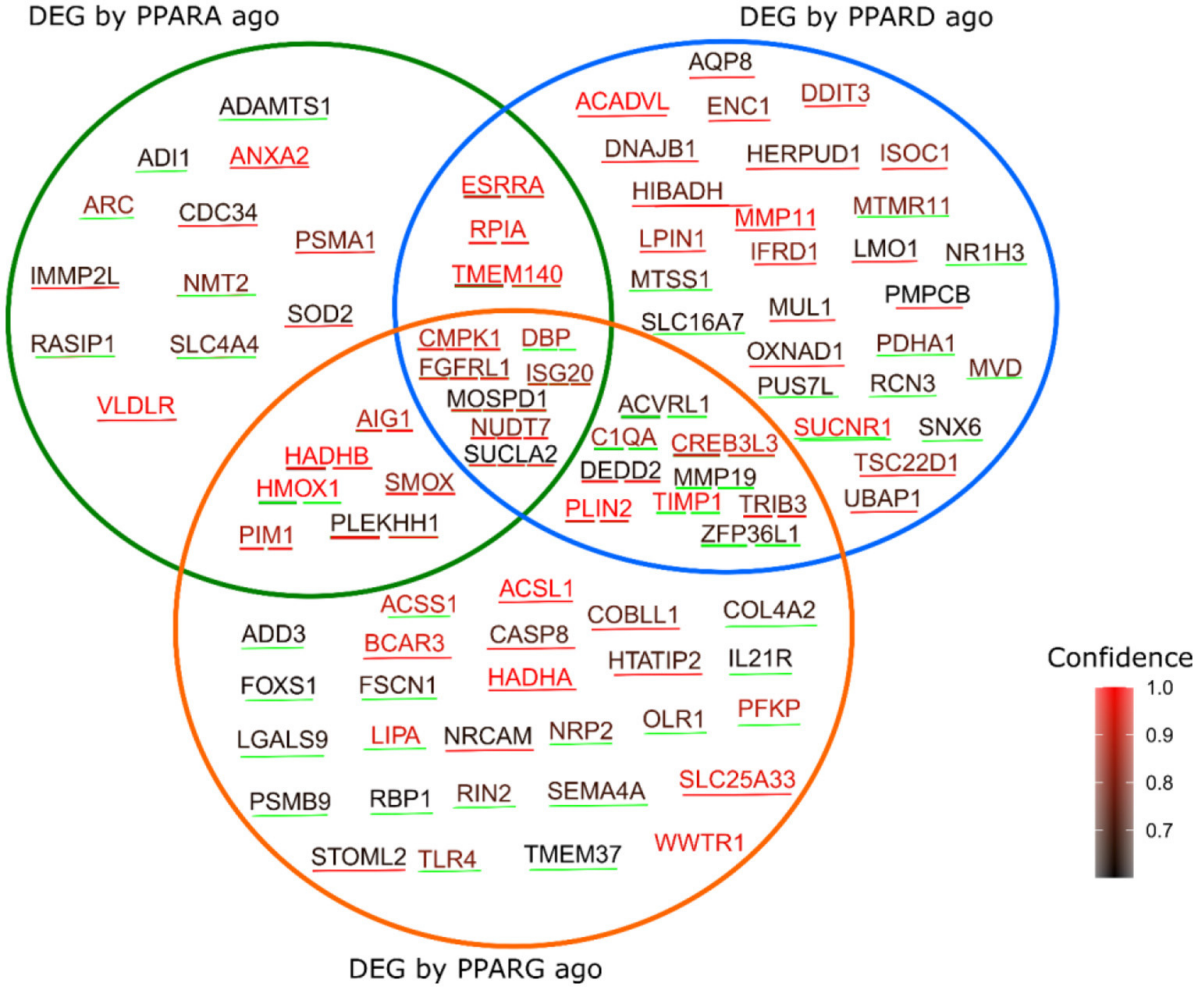
Genes predicted as PPAR target by the PPARgene algorithm, which were also differentially expressed by the three treatments in the current study. The color of the words corresponds to the degree of confidence of the prediction, while the color of the underlining line indicates the direction of the differential expression, with red indicating upregulation in response to the treatment, and green indicating downregulation.

## Discussion

### Synthetic PPAR Agonists and Antagonists Modulate Very Few Putative PPAR Targets and in the Postpartum Only

A reliable indicator of PPAR activation is the expression of canonical PPAR target genes in response to a putative ligand. Our results indicate a minor modulation of putative PPAR targets in response to PPAR agonists and antagonists in bovine liver PCLS both when cultivated in culture medium or in homologous blood serum. Although we observed minor effects, any effect on the transcription of putative PPAR targets was mostly detectable in post-partum PCLS samples. Prior studies in bovine, which highlight that modulation of PPAR target through supplementation of saturated fatty acids elicits a response primarily in the postpartum, are in line with our results: cows supplemented with saturated fatty acids, proven to be a PPAR ligand in bovine cells (17), displayed an increase in hepatic expression of putative PPAR targets (e.g., *PLIN2, FABP1, ACOX1*) between −14 and +7 days relative to parturition (16). The same design revealed similar outcomes in the adipose tissue, where canonical PPARγ targets were found to be upregulated slightly in the prepartum, but the greatest impact was found in the postpartum in response to either saturated fat or fish oil (rich in unsaturated fatty acids) (41).

Our present data appear to contrast with our prior study, where data indicated a stronger PPAR activation in cultured bovine cells when treated with pre-partum rather than post-partum blood serum (17). Among all genes measured, the *PDK4*, a well-established PPARδ target (42) was consistently affected by the use of synthetic PPARδ agonist or antagonist in the present study confirming results from our prior study using bovine immortalized cells (17, 43). Those data indicated a key role of PPARδ in bovine liver but also confirm that PDK4 is a reliable marker of PPARδ activation in bovine.

The minor effect on the transcription of the RT-qPCR measured putative PPAR target genes in the PCLS treated with the various PPAR agonists may indicate poor response of the liver to PPAR agonist. This is a possibility, considering the poor response observed in prior studies using *in vivo* supplementation of C16:0 on liver transcriptome (16, 44, 45) or the lack of response on P450 enzyme activity to the PPARα agonist Wy-14643 in goats (46). This possibility would be a major obstacle for any nutrigenomic interventions to improve liver performance in dairy cows *via* activation of PPAR, as previously advocated (13).

The genes selected for the RT-qPCR are only putative PPAR targets in bovine, since studies to identify true PPAR isotype specific target genes are still lacking [although the problem has been pointed out for almost a decade (13)]. Thus, it is possible that the relatively minor effect observed through RT-qPCR may be due to an inaccurate choice of target genes on our part. For this reason, we analyzed gene expression at a whole-transcriptome level to assess if there was any response of PCLS to PPAR agonists and, if so, determine PPAR targets in bovine liver.

### Activation of PPAR Does Not Affect TAG in Bovine PCLS

The relatively minor changes in terms of canonical PPAR targets were apparently in line with the minor effect on the amount of TAG in the PCLS. The level of TAG in liver of cows are the combined result of re-esterification of circulating NEFA in TAG that are accumulated as lipid droplets and then released with the VLDL. The synthetic media used in our experiment was supplemented with 10% FBS, containing an overall low amount of free fatty acids (**FA**); thus, the addition of NEFA and C16:0 should have increased accumulation of TAG, if no increase in oxidation was present. On the other hand, the activation of PPARα and PPARδ should have increased oxidation of fatty acids and, perhaps, even increase VLDL secretion (13); thus, we were expecting a decrease in TAG with those treatments.

The role of PPAR in the regulation of hepatic TAG is unclear as prior studies on the topic have revealed. In mice fed a diet deficient in methionine and choline (simulating conditions experienced during non-alcoholic steatohepatitis), administration of the PPARδ agonist GW501516 and the pan-agonist bezafibrate markedly reduced hepatic TAG and lipid droplet size in hepatocytes (47); on the other hand, the same PPARδ agonist failed to reduce liver TAG in mice consuming a “Western type” high-fat diet, though circulating plasma TAG were significantly lower (48). Finally, in mice chronically exposed to carbon tetrachloride (causing fibrosis in the liver), treatment with GW501516 caused a net increase in liver TAG, which was not observed in the PPARδ-knockout population, indicating that activation of PPARδ is required for TAG accumulation under those conditions (49). It is unclear why we observed a tendency for higher TAG accumulation in PCLS treated with PPARδ in our experiment, but we cannot exclude that activation of PPARδ could increase TAG accumulation *in vivo*.

For the PPARα (WY-14643) and PPARγ (rosiglitazone) agonists, the situation is remarkably similar: though most studies report a reduction of plasma TAG (postprandial) when administering PPARα and PPARγ agonist (50–52), conflicting reports exist on the impact on hepatic TAG. In mice fed a high-fat diet, both rosiglitazone and WY-14643, as well as ragaglitazar (dual PPARα/PPARγ agonist) significantly decreased both TAG accumulation and TAG production rates in the liver, with the dual agonist achieving TAG concentrations equal to the control group fed a normal diet (53). In addition, mice exposed to a methionine- and choline-deficient diet (similar to the scenario discussed for the PPARδ agonist above), had a sharp reduction in hepatic TAG after treatment with WY-14643 (54). On the other hand, WY-14643 effected a sharp increase in TAG in primary mouse hepatocytes (55), and induced expression of *HILPDA* in mouse PCLS, the overexpression of which caused a marked decrease in hepatic TAG secretion, and a consequent increase in TAG content within the liver (56). In the present experiment with bovine PCLS, the same transcript was not affected by WY-14643 (Supplementary File 1). Similarly, treatment of genetically diabetic mice with rosiglitazone increased hepatic TAG (57, 58). 

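HILPDA, a lipid droplet protein that inhibits triacylglycerol lipase, was 10.5 ± 5.25 CPM with the PPARα agonist and 4.15 ± 6.57 CPM in the control slices (mean ± SD, n = 3). Its log2 fold change was 1.32 (standard error 1.06, adjusted p = 0.736) in edgeR, and DESeq2 gave an adjusted p of 0.746. In cow 4 its log2 ratio to the control slices was 0.91.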

Other studies have noted that liver-specific expression levels of PPARγ determine the outcome of administering the agonist, as mice with low hepatic *Pparg* expression saw a reduction in TAG accumulation, while mice with high hepatic *Pparg* expression displayed a consistent increase in hepatic TAG (59).

The available evidence seems to suggest that in certain pathophysiological conditions and drastic metabolic alterations, the activation of PPAR (regardless of isotype) can contribute to the clearance of TAG, whereas in metabolically stable animals the outcome is the opposite. It is worth considering that in the studies cited above the agonists were administered for at least 12 days (in the shortest trial) and up to 9 weeks (in the longest); though PCLS are technically viable up to 96 h (28), we noticed significant RNA degradation (RIN < 6) after 24 h of incubation (data not shown). As such, a combination of different metabolic conditions between the animals in our study and those in the cited studies, combined with a markedly shorter incubation time with the agonists, might explain the lack of significant differences in our results.

### Activation of All PPAR Isotypes Induce Pathways Related to Lipid Metabolism

Based on the findings revealed by the DIA analysis, activation of any of the three PPAR isotypes leads to a strong activation of lipid metabolism. 

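Of the genes called, 20 were higher with every agonist and 1, SLAMF7, was lower with every agonist (edgeR, adjusted p under 0.2). Among the 20 were ANGPTL8, which controls lipoprotein lipase (log2 fold changes 2.92, 3.13 and 3.34 with the PPARα, PPARδ and PPARγ agonists; adjusted p = 0.0484, 0.0288 and 0.00885), and AZGP1, a lipid-mobilizing protein (1.92, 2.16 and 1.98; adjusted p = 0.150, 0.122 and 0.114). IGFBP1, which binds insulin-like growth factors and rises when insulin is low (2.74, 2.49 and 2.88; adjusted p = 0.0139, 0.0288 and 0.00470), and GLDC, the glycine decarboxylase (2.38, 2.15 and 2.52; adjusted p = 0.0769, 0.163 and 0.0399), were also shared. Without the 3 marked libraries the log2 fold changes with the PPARα agonist were 1.44 (adjusted p = 0.659) for ANGPTL8, -0.0017 (adjusted p = 1) for AZGP1, 0.56 (adjusted p = 1) for IGFBP1 and -0.47 (adjusted p = 1) for GLDC. Between pairs of agonists, 22 genes rose with both the PPARα and PPARδ agonists, 30 with the PPARα and PPARγ agonists and 26 with the PPARδ and PPARγ agonists. Over all genes the log2 fold changes of the agonists correlated at r = 0.642 (PPARα and PPARδ), 0.665 (PPARα and PPARγ) and 0.653 (PPARδ and PPARγ). The agonists are compared with the same 3 control libraries, which makes fold changes correlate without any shared response. In 100 draws of all 12 libraries with no gene changed, the correlations were 0.538, 0.536 and 0.524 on average and at most 0.557, 0.555 and 0.537. The covariances were 3.10, 3.15 and 3.23, against 1.72, 1.73 and 1.73 on average in the draws. The draws held no effect of the cow and no library that lay apart as the control library of cow 1 did. They therefore cannot part a shared response from the shared controls. DESeq2 called 62 genes higher and 3 lower with every agonist, and edgeR with the cow as a block 81 and 12. Without the control library of cow 1 no gene was called with every agonist, although the median log2 fold changes of the 20 genes were 2.31, 2.53 and 2.67 with the PPARα, PPARδ and PPARγ agonists (2.54, 2.90 and 2.67 with it) and their median standard errors 0.649, 0.663 and 0.668 (0.557, 0.582 and 0.566 with it). Without the 3 marked libraries 4 genes were higher and 4 lower with every agonist, and the median of the 20 with the PPARα agonist was 0.678. ANGPTL8 and AZGP1 with the PPARα agonist, ANGPTL8 and AZGP1 with the PPARδ agonist and AZGP1 with the PPARγ agonist did not pass without the control library of cow 1 (adjusted p = 0.469, 0.814, 0.25, 0.586 and 0.548). AZGP1 with the PPARα agonist did not pass without the control library of cow 3 (0.231) or the PPARα agonist library of cow 1 (0.556). AZGP1 with each agonist did not pass without the control library of cow 2 (0.495, 0.465 and 0.457). AZGP1 with the PPARγ agonist did not pass without the PPARγ agonist library of cow 1 (0.518). IGFBP1 and GLDC with the PPARα agonist, IGFBP1 and GLDC with the PPARδ agonist and GLDC with the PPARγ agonist did not pass without the control library of cow 1 (adjusted p = 0.414, 0.591, 0.429, 0.721 and 0.330). GLDC with the PPARα agonist and IGFBP1 and GLDC with the PPARδ agonist did not pass without the control library of cow 2 (0.337, 0.248 and 0.491). GLDC with the PPARα agonist did not pass without the PPARα agonist library of cow 3 (0.249). GLDC with the PPARδ agonist did not pass without the control library of cow 3 (0.222) or the PPARδ agonist library of cow 1 (0.244).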

The apparent activation of lipid metabolism aligns with the findings of previous investigations. Treatment of liver slices of dairy calves with the PPARα agonist clofibrate led to a significant increase in expression of genes associated with lipid metabolism (60), while an *in vitro* investigation in goat mammary epithelial cells found that activation of PPARδ with the synthetic agonist GW0742 resulted in increased expression of genes associated with fatty acid activation and lipid transport (61). Interestingly, both these studies found significant upregulation of *ACSL1*, the long-chain member of the acyl-coenzyme A synthetase family. 

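Counts of PPARG, the receptor of rosiglitazone, ranged from 0 to 48 across the 12 libraries, at 5.17 ± 5.65 CPM in the control slices (mean ± SD, n = 3), 2.97 ± 1.42 with the PPARα agonist, 3.07 ± 2.66 with the PPARδ agonist and 1.23 ± 0.347 with the PPARγ agonist. Its log2 fold change with the PPARγ agonist was -2.05 (standard error 1.56, adjusted p = 0.766) in edgeR. DGAT2, which makes triacylglycerol from diacylglycerol, had a log2 fold change of 2.51 (standard error 1.06, adjusted p = 0.641) with the PPARγ agonist, FADS2, the fatty acid desaturase of the n-3 and n-6 series, of 2.08 (adjusted p = 0.583), and SCD of 1.57 (adjusted p = 0.567) in edgeR (0.0299 for SCD with the cow as a block). Adjusted over the lists alone, DGAT2, FADS2 and SCD were higher with this agonist, and of the PPAR target genes CD36, a fatty acid transporter, was lower (-0.83, adjusted p = 0.726, edgeR over all genes).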

Although *PPARG* is typically more abundant in the adipose tissue than in the liver of dairy cattle, we did find a significant upregulation of genes associated with lipid metabolism when the PPARγ agonist rosiglitazone was used as well. Prior work examining PPARγ activity in the liver of ruminants is limited, but activation of PPARγ in the liver of non-ruminants seems to produce a similar upregulation of genes associated with lipid accumulation as is seen in the adipose tissue (62).

### Activation of PPARγ Modulates Pathways Associated With the Immune Response in Liver

Activation of PPARγ resulted in a general inhibition of pathways associated with the immune system. 

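The fall with the PPARγ agonist was seen in each of cows 1, 2 and 3 for 5 lists of immune genes. MHC class II genes had median log2 ratios to the cow's own control of -1.62, -1.17 and -1.41, and macrophage markers of -2.16, -1.14 and -1.35. MHC class I genes had medians of -1.07, -0.62 and -0.95 in these cows, cytokines and their receptors of -0.56, -0.70 and -0.63, and interferon-stimulated genes of -0.93, -0.57 and -1.19. In cow 4 the last 3 medians were -0.21, -0.04 and -0.16. Ratios of single cows were taken after 1 CPM was added and are not on the scale of edgeR's log2 fold changes. No single library ended the call of any of these 5 lists with the PPARγ agonist, but none held with an estimated correlation (adjusted p = 0.169, 0.133, 0.0857, 0.169 and 0.189). Other immune lists were less even across cows. Lymphocyte markers had a median of -0.06 in cow 2, and toll-like and NOD-like receptor signaling had one of -0.04 in 1 of cows 1 to 3. Endothelial markers (median -1.35, adjusted p = 1.20e-10 from camera; adjusted p = 0.123 with an estimated correlation) and stellate cell and fibroblast markers (-1.02, adjusted p = 1.12e-07 from camera; adjusted p = 0.377 with an estimated correlation) were lower too. The paper proposes that activation of PPARγ lowers inflammation and immune activation in the liver.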

PPARγ has a well-investigated role in modulating the immune response and inflammation (63), with activation of PPARγ limiting the expression of pro-inflammatory cytokines like TNFα (64). Activation of PPARγ in the liver could also impact biliary duct maintenance by regulating intracellular TLR signaling (65).

The inhibition of the immune system revealed by the DIA and DAVID when the liver slices were treated with the PPARγ agonist seems to be driven by several pathways, with the stronger effect observed in the IgA production and antigen processing and presentation. 

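CD74, the invariant chain of MHC class II, was 34.2 ± 14.3 CPM with the PPARγ agonist and 177 ± 57.2 CPM in the control slices (mean ± SD, n = 3), a log2 fold change of -2.36 (standard error 0.43, adjusted p = 0.00470) in edgeR, and BOLA-DRA, the class II alpha chain, fell as well (-2.52, standard error 0.48, adjusted p = 0.00885). As a list the 18 class II genes were lower (adjusted p = 4.66e-11 from camera; adjusted p = 0.169 with an estimated correlation). CTSS, a cathepsin that trims the invariant chain, had a log2 fold change with the PPARδ agonist of -1.53 (adjusted p = 0.245) in edgeR (0.000975 with the cow as a block), and 1 class II gene was higher and 6 were lower when adjusted over the list alone. JCHAIN, which joins IgA into dimers, had a log2 fold change of -1.73 (standard error 0.92, adjusted p = 0.744) with the PPARγ agonist. Measured against the other agonists, BOLA-DRA was lower with the PPARγ agonist than with the PPARα (-2.57, standard error 0.48, adjusted p = 0.0149, edgeR) and the PPARδ agonist (-2.19, standard error 0.48, adjusted p = 0.0840). BOLA-DRA did not pass without the control library of cow 1 (adjusted p = 0.226). Its difference from the PPARδ agonist did not pass without the PPARδ agonist library of cow 1 (adjusted p = 0.561), the PPARγ agonist library of cow 1 (0.545), cow 2 (0.334) or cow 3 (0.320).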

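Of the genes of MHC class II and its processing, the beta chain BOLA-DRB3 (-2.54, adjusted p = 0.0300, edgeR), CTSS (-2.26, standard error 0.44, adjusted p = 0.0116) and CTSB, a lysosomal cathepsin (-1.16, adjusted p = 0.142), were lower with the PPARγ agonist. CTSV, another lysosomal cathepsin, rose with the PPARγ agonist (2.38, adjusted p = 0.0569) and with the PPARα agonist (3.26, adjusted p = 0.0112). Of the 18 class II genes, 5 were lower, 1 was higher and 12 did not pass; adjusted over the list alone 10 were lower and 2 higher. CTSS was also lower with the PPARγ than with the PPARα agonist (-1.83, standard error 0.44, adjusted p = 0.0986, edgeR). BOLA-DRB3, CTSB and CTSV did not pass without the control library of cow 1 (adjusted p = 0.330, 0.4 and 0.5). CTSB did not pass without the control library of cow 2 (0.565), cow 3 (0.237), the PPARγ agonist library of cow 1 (0.855) or cow 3 (0.394). CTSV with the PPARα agonist did not pass without the control library of cow 1 (adjusted p = 0.414). CTSS lost the difference without the control library of cow 1 (adjusted p = 0.242), the PPARα agonist library of cow 2 (0.774), the PPARγ agonist library of cow 1 (0.662) or cow 3 (0.270).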

The inhibition of those pathways is mainly driven by the downregulation in transcription coding for major histocompatibility complex-associated proteins involved in the antigen processing and presentation. This effect is likely from the immune cells present in the liver, including Kupfer dendritic cells, Kupffer cells and monocyte-derived myeloid cells that are the most important when considering the antigen processing and presentation in the liver (66). 

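Among macrophage markers, the complement gene C1QA was 167 ± 95.9 CPM in the control slices (mean ± SD, n = 3), the pore-forming protein gene MPEG1 102 ± 59.7 CPM and CD5L 80.4 ± 79.5 CPM. C1QA fell to 41.3 ± 7.52 CPM with the PPARγ agonist (-2.01, adjusted p = 0.0569, edgeR) and 45.3 ± 25.7 CPM with the PPARδ agonist (-1.87, adjusted p = 0.152), MPEG1 fell with the PPARγ agonist (-2.46, adjusted p = 0.0684), and CD5L fell with the PPARδ agonist (-3.20, adjusted p = 0.182). The 23 Kupffer cell and macrophage markers had a median log2 fold change of -1.81 with the PPARγ agonist (adjusted p = 4.74e-18 from camera; adjusted p = 0.133 with an estimated correlation), -1.51 with the PPARδ agonist (adjusted p = 4.66e-11 from camera; adjusted p = 0.169 with an estimated correlation) and -0.24 with the PPARα agonist (adjusted p = 0.0227 from camera; adjusted p = 0.663 with an estimated correlation). Among them 6 were lower with the PPARγ agonist, none was higher and 17 did not pass (21 lower when adjusted over the list alone); with the PPARδ agonist 2 were lower, none was higher and 21 did not pass (18 lower and 1 higher over the list alone). CD5L alone was lower with the PPARα agonist, and 22 markers did not pass. The list was lower with the PPARγ than with the PPARα agonist (median difference -1.68, adjusted p = 9.00e-12; 0.159 with an estimated correlation) and the PPARδ agonist (-0.36, adjusted p = 0.0403; 0.657), and lower with the PPARδ than with the PPARα agonist (-1.09, adjusted p = 1.34e-05; 0.371). The list call with the PPARα agonist ended without the control library of cow 1 (adjusted p = 0.197, camera) or the PPARα agonist library of cow 3 (0.464) and with DESeq2 (0.120), without cow 1 (0.0853) or without cow 3 (0.190), and without the 3 marked libraries its direction was higher (0.853). C1QA with the PPARδ and PPARγ agonists did not pass without the control library of cow 1 (adjusted p = 0.771 and 0.692). C1QA with the PPARδ agonist did not pass without the PPARδ agonist library of cow 3 (0.210). C1QA with the PPARγ agonist did not pass without the PPARγ agonist library of cow 1 (0.322). MPEG1 did not pass without the control library of cow 1 (adjusted p = 0.226), cow 2 (0.509), the PPARγ agonist library of cow 1 (0.333) or cow 3 (0.282). CD5L with the PPARα and PPARδ agonists did not pass without the control library of cow 1 (adjusted p = 0.910 and 0.818) or cow 3 (0.201 and 0.246).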

Our tissue culture model likely included all those cells, as indicated by the relatively high RNSA abundance of Kupffer cells markers (Supplementary File 1).

Our results indicate a potential role of activation of PPARγ in reducing inflammation and immune activation in the liver. This can have important practical implications for transition dairy cows, due to the known negative effect of the liver's response to inflammation on performance and liver function in dairy cows (67).

### *In silico* Analysis and Gene Expression Patterns Identifies Novel Putative PPAR Targets in Dairy Cattle

#### Confirmed PPAR Targets

##### Most of Confirmed PPAR Targets Are Involved in Lipid Metabolism

The comparison between PPAR targets predicted by PPARgene and DEG in response to PPAR agonists in this study revealed significant overlap. Some of the identified targets across treatment groups are well-documented PPAR targets: *ACADVL*, involved in the oxidation of very long chain FA, is a known target of PPARδ in monogastrics (68) as well as in cattle (13, 69), and its expression was found to be responsive to NEFA and modulated by metabolic changes in the peripartum (10, 70). In our RNAseq data, *ACADVL* was upregulated in response to the PPARδ agonist. This was not confirmed by the RTqPCR data (see the limitation session). Similarly, perilipin 2 (*PLIN2*), upregulated by both the PPARδ and PPARγ agonists, is a known PPAR target in monogastrics (71), though it is of note that while in monogastrics *PLIN2* is identified as a target of PPARα, studies in goats found its expression to be responsive to rosiglitazone, the same PPARγ agonist used in this study (72). 

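ACADVL, the very long chain acyl-CoA dehydrogenase, was 208 ± 48.1 CPM with the PPARδ agonist and 83.9 ± 36.0 CPM in the control slices (mean ± SD, n = 3), a log2 fold change of 1.31 (standard error 0.42, adjusted p = 0.347) in edgeR (0.0114 with the cow as a block; 0.198 in DESeq2). It was 171 ± 103 CPM with the PPARα and 205 ± 24.4 CPM with the PPARγ agonist, with log2 fold changes of 1.03 (adjusted p = 0.530) and 1.29 (adjusted p = 0.341) (0.180 and 0.00978 with the cow as a block). ACADVL passed without the PPARα agonist library of cow 1 (adjusted p = 0.180), cow 2 (0.0602), cow 3 (0.146) or the PPARδ agonist library of cow 3 (0.193). ACADVL with the PPARα agonist passed without the PPARα agonist library of cow 2 (adjusted p = 0.0215). ACADVL with the PPARγ agonist passed without the control library of cow 3 (adjusted p = 0.188), the PPARα agonist library of cow 1 (0.165), cow 2 (0.0485), cow 3 (0.132), the PPARδ agonist library of cow 1 (0.162) or cow 2 (0.109).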

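PLIN2 rose with the PPARδ agonist (1.32, standard error 0.31, adjusted p = 0.114, edgeR) and the PPARγ agonist (1.33, standard error 0.31, adjusted p = 0.0569). Its level was 668 ± 164 CPM in the control slices, 1666 ± 86.8 CPM with the PPARδ agonist and 1682 ± 219 CPM with the PPARγ agonist (mean ± SD, n = 3). Its log2 fold change with the PPARα agonist was 0.54 (adjusted p = 0.648). PLIN2 with the PPARδ and PPARγ agonists did not pass without the control library of cow 1 (adjusted p = 0.663 and 0.497). PLIN2 with the PPARδ agonist did not pass without the control library of cow 2 (0.301). PLIN2 with the PPARγ agonist did not pass without the PPARγ agonist library of cow 2 (0.204).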

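The gene of the VLDL receptor, VLDLR, through which cells take up triacylglycerol-rich particles, was 57.2 ± 10.2 CPM with the PPARα agonist and 19.3 ± 7.43 CPM in the control slices (mean ± SD, n = 3). The log2 fold change was 1.57 (standard error 0.53, adjusted p = 0.364) in edgeR; the adjusted p was 0.111 with the cow as a block and 0.202 in DESeq2. VLDLR passed without the PPARδ agonist library of cow 2 (adjusted p = 0.0620). In cow 4 the log2 ratio was 0.54.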

*VLDLR*, the gene encoding the VLDL receptor, was upregulated by the PPARα agonist, and substantial evidence exists indicating it as a target gene of PPARδ (73) and PPARα (74), through which it contributes to lowering serum TAG in mice. Transcription of *LPIN1* was upregulated by the PPARδ agonist in PCLS in our study, the same transcript was previously identified as a PPAR target in bovine cells (13) and several monogastric species (75).

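LPIN1, a phosphatidate phosphatase of triacylglycerol synthesis, was 36.2 ± 38.4 CPM with the PPARδ agonist and 6.04 ± 3.57 CPM in the control slices (mean ± SD, n = 3). Its log2 fold change was 2.56 (standard error 0.75, adjusted p = 0.261) in edgeR; the adjusted p was 0.105 with the cow as a block and 0.0649 in DESeq2. LPIN1 passed without the PPARα agonist library of cow 1 (adjusted p = 0.161), cow 2 (0.0915), cow 3 (0.128), the PPARδ agonist library of cow 1 (0.116) or cow 3 (0.101). The log2 ratio in cow 4 was 1.14.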

Most of the genes identified as putative targets have a role in the metabolism of lipids and fatty acids, inflammation, the immune response, and the antioxidant system. 

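Of the acyl-CoA synthetase genes, ACSL1, which activates long-chain fatty acids, rose with the PPARγ agonist from 85.1 ± 16.4 to 311 ± 78.9 CPM (mean ± SD, n = 3; log2 fold change 1.87, standard error 0.44, adjusted p = 0.0569, edgeR), and ACSS1, which activates acetate in mitochondria, was 2.10 ± 0.537 CPM against 12.0 ± 3.45 CPM in the control slices (-2.51, standard error 1.05, adjusted p = 0.632), which did not pass. The adjusted p of ACSS1 was 0.0784 in DESeq2. ACSL1 had log2 fold changes of 1.28 (adjusted p = 0.423) with the PPARδ agonist and 1.48 (adjusted p = 0.227) with the PPARα agonist (0.0403 and 0.0209 with the cow as a block). ACSL1 did not pass without the control library of cow 1 (adjusted p = 0.471).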

Of the ones related to lipid and fatty acid metabolism, *ACSS1* and *ACSL1*, encoding acyl-CoA synthetase 2 and acyl-CoA synthetase long-chain, respectively, were differentially expressed in response to the PPARγ agonist rosiglitazone in our study, and are known PPAR targets in monogastrics (76, 77). *ACSL1* in particular was shown to regulate plasma TAG amount through the PPARγ pathway in humans (77); however, these results do not seem to be replicated in prior bovine studies, at least as it pertains to mammary epithelial cells, as the expression of *ACSL1* was not altered by rosiglitazone or several fatty acids (78). Whether modulation of *ACSL1* can be possible and relevant beyond the liver in bovine remains to be determined. 

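OLR1, the receptor of oxidized LDL, fell with the PPARγ agonist from 86.1 ± 61.5 to 15.2 ± 4.69 CPM (mean ± SD, n = 3; log2 fold change -2.49, standard error 0.57, adjusted p = 0.0568, edgeR), and LIPA, the lysosomal acid lipase, from 98.6 ± 29.4 to 26.6 ± 14.6 CPM (-1.88, standard error 0.48, adjusted p = 0.0953). HTATIP2, an oxidoreductase, was 25.2 ± 6.15 CPM with the PPARγ agonist and 6.87 ± 3.29 CPM in the control slices (1.86, standard error 0.76, adjusted p = 0.616; 0.196 in DESeq2). OLR1 and LIPA did not pass without the control library of cow 1 (adjusted p = 0.698 and 0.330). LIPA did not pass without the control library of cow 2 (0.481), the PPARγ agonist library of cow 1 (0.648) or cow 3 (0.339). HTATIP2 passed without the PPARδ agonist library of cow 2 (adjusted p = 0.119).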

Within the same category, *HTATIP2* was upregulated, and *LIPA* and *OLR1* were downregulated in PCLS treated with a PPARγ agonist. *HTATIP2*, which encodes an oxidoreductase, was previously shown to form a complex with acyl-CoA synthase 4 (79), and its overexpression in mouse hepatocytes altered fatty acid metabolism by reducing oxidation rates, and increased esterification as either TAG or cholesteryl esters (80). Additionally, *HTATIP2* expression increased in the liver of ciprofibrate-treated *Cynomolgus* monkeys (81); though ciprofibrate (and fibrates in general) are regarded as PPARα agonists, which would suggest that *HTATIP2* is a PPARα target in monogastric, some evidence exists for the role of ciprofibrate in activating PPARγ at larger doses (82).

*LIPA*, encoding a lysosomal lipase, was previously found to be downregulated in PPARγ-knockout mouse prostate epithelial cells (83), and by overexpression of PPARγΔ5, a recently-discovered isoform of PPARγ, in HEK293 cells (84). Interestingly, mutations in the *LIPA* gene can lead to defects in the storage of cholesteryl esters, which would suggest a plausible link between *LIPA* and *HTATIP2*. Finally, *OLR1*, a receptor for oxidized LDL, was found to be upregulated by rosiglitazone and downregulated in response to the PPARγ antagonist PD068235 in 3T3-L1 mouse adipocytes (85), and its expression was highly correlated with that of PPARγ in porcine adipose tissue (86). An upregulation of the oxidized LDL receptor can lead to increased uptake of oxidized LDL, as well as the accumulation of TAG (86). 

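COBLL1, an actin-binding protein linked to body fat, rose with the PPARγ agonist from 74.6 ± 30.4 to 257 ± 46.2 CPM (mean ± SD, n = 3; log2 fold change 1.78, standard error 0.44, adjusted p = 0.0739, edgeR). CREB3L3, a liver transcription factor that lowers plasma triacylglycerol, rose from 36.0 ± 19.1 to 118 ± 36.0 CPM with the PPARγ agonist (1.70, standard error 0.47, adjusted p = 0.153). CREB3L3 with the PPARδ agonist was 112 ± 20.3 CPM (1.63, standard error 0.47, adjusted p = 0.254; 0.00459 with the cow as a block and 0.121 in DESeq2). COBLL1 and CREB3L3 did not pass without the control library of cow 1 (adjusted p = 0.569 and 0.768) or cow 2 (0.244 and 0.532). CREB3L3 did not pass without the PPARγ agonist library of cow 1 (0.268) or cow 2 (0.512). CREB3L3 with the PPARδ agonist passed without the control library of cow 3 (adjusted p = 0.153), the PPARα agonist library of cow 1 (0.0938), cow 2 (0.0308), cow 3 (0.0702), the PPARδ agonist library of cow 1 (0.135) or cow 2 (0.131).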

Downregulation of *OLR1* and *LIPA* suggest that, in the bovine liver, PPARγ agonists may lead to decreased accumulation of TAG; this is further substantiated by the upregulation of *COBLL1* in response to the PPARγ agonist, and of *CREB3L3* by both the PPARγ and PPARδ agonist. In human SGBS preadipocytes, knockout of *COBLL1* increased TAG accumulation by ~30% (87), while *CREB3L3* ablation in mice led to a dramatic increase (~4-fold) in circulating TAG and a consequent increase in hepatic TAG, along with increased ketogenesis (88), though existing evidence in monogastrics highlights a major interaction with PPARα (89), not PPARδ or PPARγ. Our results seem in partial disagreement with these findings, as the amount of TAG in post-partum slices was not significantly different between treatment groups. As mentioned earlier in the discussion, a plausible explanation could be the limited incubation time (~18 h) of the PCLS, suggesting that a longer timeframe may be needed to witness biologically relevant effects.

Among the putative targets, evidence emerges for a role of PPAR agonists in the regulation of FA oxidation through novel mechanisms. *HADHA* and *HADHB*, encoding the subunits of the mitochondrial trifunctional protein MTP, were upregulated by the PPARγ agonist (*HADHA*) and by the PPARα and PPARγ agonist (*HADHB*). 

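HADHB, the beta subunit of the trifunctional protein, rose from 41.2 ± 27.8 to 171 ± 27.4 CPM with the PPARγ agonist (mean ± SD, n = 3; log2 fold change 2.04, standard error 0.49, adjusted p = 0.0651, edgeR) and to 148 ± 91.9 CPM with the PPARα agonist (1.84, standard error 0.49, adjusted p = 0.140). HADHA, the alpha subunit, was 179.8 ± 28.3 CPM with the PPARγ agonist and 76.5 ± 28.4 CPM in the control slices (1.23, standard error 0.40, adjusted p = 0.341; 0.0436 with the cow as a block and 0.0953 in DESeq2). Without the 3 marked libraries the log2 fold change of HADHB with the PPARα agonist was 0.55 (adjusted p = 1). HADHB with the PPARα agonist did not pass without the control library of cow 1 (adjusted p = 0.901), cow 2 (0.286) or the PPARα agonist library of cow 3 (0.604). HADHB with the PPARγ agonist did not pass without the control library of cow 1 (adjusted p = 0.497). HADHA passed without the PPARα agonist library of cow 2 (adjusted p = 0.113), the PPARδ agonist library of cow 1 (0.195) or cow 2 (0.105).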

MTP is an enzyme associated with the inner mitochondrial membrane, and it catalyzes the final steps of the beta oxidation of long-chain FA in the mitochondria (90). Bezafibrate, a PPARα agonist, upregulated both *HADHA* and *HADHB* in human skin fibroblasts (90), while the PPARα/PPARγ dual agonist LY465608 increased expression of *HADHB* in both rat and dog hepatocytes, simultaneously increasing FA oxidation as measured by acyl-CoA and carnitine palmitoyl transferase I activity (91). Additionally, *NUDT7*, upregulated by all of three PPAR agonists in our study, is known to regulate peroxisomal FA oxidation by modulating coenzyme A degradation (92), and its expression is responsive to PPARα agonist WY-14643 in mouse liver (93). 

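NUDT7, a peroxisomal coenzyme A diphosphatase, had 1 count in the 3 control libraries together, against 172 with the PPARα, 76 with the PPARδ and 87 with the PPARγ agonist. Scaled to library size, the ratios were 58.3 (95% counting interval 10.3 to 2315), 45.4 (7.91 to 1818) and 62.8 (11.0 to 2510). In edgeR's test the adjusted p was 0.364, 0.510 and 0.374, with the cow as a block 0.154, 0.402 and 0.104, and in DESeq2 0.0732, 0.120 and 0.0395. In cow 4 its log2 ratios to the control slices were 1.26, 1.91 and 3.47. NUDT7 with the PPARα agonist passed without the PPARα agonist library of cow 2 (adjusted p = 0.159). NUDT7 with each agonist passed without the PPARδ agonist library of cow 2 (0.0515, 0.113 and 0.0476).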

Limited evidence exists for the role of *HADHA/B* and *NUD7* in bovines, most of which is in regards to unrelated production parameters such as meat color (94).

##### Few PPAR Targets Are Coding for Proteins Involved in Antioxidant Response

Two of the putative targets suggest a possible role of PPAR isotypes in regulating the antioxidant response: *SOD2*, encoding mitochondrial manganese superoxide dismutase, is directly regulated by PPARα, and downregulated in PPARα-/– mice (95), and accordingly our results found it upregulated in response to the PPARα agonist. On the other hand, *HMOX1* (hemoxygenase-1) was downregulated by both the PPARα and PPARγ agonists. 

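SOD2 rose with the PPARα agonist from 63.2 ± 18.2 to 311 ± 326 CPM (mean ± SD, n = 3), a log2 fold change of 2.30 (standard error 0.54, adjusted p = 0.0838) in edgeR. It lay lower with the PPARγ agonist than with the PPARα agonist (-2.51, standard error 0.55, adjusted p = 0.0494), as it did with the PPARδ agonist (-2.20, standard error 0.54, adjusted p = 0.163). The metallothionein genes MT2A (2.15, adjusted p = 0.135) and MT1E (1.96, adjusted p = 0.140), which bind zinc and quench radicals, also rose with the PPARα agonist, and PRDX1, a peroxiredoxin, fell with the PPARγ agonist (-1.50, adjusted p = 0.0569). The 31 genes of the antioxidant response had medians of 0.25, 0.06 and -0.21 with the PPARα, PPARδ and PPARγ agonists and did not pass as a list (adjusted p = 0.576, 0.576 and 0.0568, camera); with the PPARα agonist 3 were higher, 1 was lower and 27 did not pass (6 higher and 1 lower over the list alone). None passed with the PPARδ agonist, and with the PPARγ agonist 2 were lower and 29 did not pass. SOD2, MT2A and MT1E did not pass without the control library of cow 1 (adjusted p = 0.591, 0.745 and 0.487) or cow 2 (0.245, 0.506 and 0.522). SOD2 did not pass without the PPARα agonist library of cow 2 (0.407). SOD2 and MT1E did not pass without the control library of cow 3 (0.275 and 0.326). MT1E did not pass without the PPARα agonist library of cow 1 (0.888). PRDX1 did not pass without the control library of cow 1 (adjusted p = 0.588) or the PPARγ agonist library of cow 1 (0.333). SOD2 lost the difference from the PPARγ agonist without the PPARα agonist library of cow 2 (adjusted p = 0.592). The difference of SOD2 between the PPARδ and PPARα agonists did not pass without the control library of cow 1 (adjusted p = 0.285), cow 3 (0.236), the PPARα agonist library of cow 2 (0.824), the PPARδ agonist library of cow 2 (0.313) or cow 3 (0.294).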

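HMOX1, which breaks down heme, was 897 ± 457 CPM in the control slices, 215 ± 195 CPM with the PPARα agonist and 232 ± 42.0 CPM with the PPARγ agonist (mean ± SD, n = 3). Its log2 fold changes were -2.07 (standard error 0.44, adjusted p = 0.0484) and -1.95 (standard error 0.44, adjusted p = 0.0501) in edgeR. The log2 fold change with the PPARδ agonist was -1.21 (standard error 0.43, adjusted p = 0.477) (0.0432 with the cow as a block), and without the 3 marked libraries that of the PPARα agonist was -0.9996 (adjusted p = 1). HMOX1 with the PPARα and PPARγ agonists did not pass without the control library of cow 1 (adjusted p = 0.612 and 0.672). HMOX1 with the PPARδ agonist passed without the PPARα agonist library of cow 1 (adjusted p = 0.180), cow 2 (0.0701) or cow 3 (0.118).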

Studies in rat liver identified a response of *HMOX1* to pioglitazone (PPARγ agonist) (96); this may be a product of indirect regulation, as PPARγ agonist rosiglitazone is known to activate the AMP kinase pathway, of which *HMOX1* is a target (97). To our knowledge, a link between PPAR isotypes and *HMOX1*/*SOD2* has not been elucidated in bovines.

##### PPAR Targets and Insulin Signaling-Related Functions

*DBP*, downregulated by all three PPAR agonists, and *TRIB3*, upregulated by both the PPARδ and PPARγ agonists, are involved in regulating insulin sensitivity. 

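DBP, a transcription factor of the circadian clock, fell with the PPARα agonist from 39.2 ± 16.1 to 6.32 ± 2.98 CPM (mean ± SD, n = 3; log2 fold change -2.64, standard error 0.71, adjusted p = 0.155, edgeR). It was 12.3 ± 9.04 CPM with the PPARδ agonist (-1.68, standard error 0.69, adjusted p = 0.560; 0.191 in DESeq2) and 10.2 ± 1.38 CPM with the PPARγ agonist (-1.95, standard error 0.70, adjusted p = 0.455; 0.0994 in DESeq2). TRIB3, an inhibitor of insulin signaling through AKT, rose with the PPARδ agonist from 43.5 ± 20.2 to 276 ± 88.5 CPM (2.66, standard error 0.43, adjusted p = 0.00115, edgeR), and no single library ended this call. Its level with the PPARγ agonist was 117 ± 15.1 CPM (1.43, standard error 0.42, adjusted p = 0.215; 0.00672 with the cow as a block and 0.122 in DESeq2), and it was higher with the PPARδ than with the PPARα agonist (1.66, standard error 0.42, adjusted p = 0.176). The 19 genes of the circadian clock had medians of 0.26, 0.12 and 0.44 with the PPARα, PPARδ and PPARγ agonists (adjusted p = 0.867, 0.576 and 0.146, camera). Of these, DBP was lower with the PPARα agonist and NFIL3, a repressor of the clock, higher with the PPARδ agonist (1.59, adjusted p = 0.122). DBP with the PPARα agonist did not pass without the control library of cow 1 (adjusted p = 0.884), cow 2 (0.314), cow 3 (0.215), the PPARα agonist library of cow 1 (0.593) or cow 3 (0.453). DBP with the PPARδ and PPARγ agonists passed without the PPARδ agonist library of cow 2 (adjusted p = 0.0820 and 0.0707). TRIB3 passed without the control library of cow 3 (adjusted p = 0.105), the PPARα agonist library of cow 1 (0.104), cow 2 (0.0299), cow 3 (0.0815), the PPARδ agonist library of cow 1 (0.107), cow 2 (0.0597) or cow 3 (0.183). NFIL3 did not pass without the control library of cow 1 (adjusted p = 0.25), cow 2 (0.565) or cow 3 (0.247). TRIB3 lost the difference without the control library of cow 1 (adjusted p = 0.233), cow 3 (0.212), the PPARα agonist library of cow 2 (0.212) or the PPARδ agonist library of cow 2 (0.310).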

Acetylation of histone 3 lysine 9 at the promoter region of *DBP*, and its consequent upregulation, plays a role in regulation of glucose homeostasis and is related to PPARγ in mice (98) and humans with type 2 diabetes (99), while *TRIB3* affects response to insulin by inhibiting Akt phosphorylation (100), and its activity is directly related to that of PPARγ (101). The differential expression of *TRIB3* observed in response to the PPARδ agonist may be a feature unique to the bovine liver: though a possible link between *TRIB3* expression and PPARα has been established (102), no evidence of an interaction with PPARδ has been elucidated.

##### Confirmed Targets Repressed by PPARγ Are Involved in Inflammation and Immune Regulation

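Immune genes that fell with the PPARγ agonist included LGALS9, a galectin that restrains T cells, from 111 ± 36.1 to 28.6 ± 17.1 CPM (mean ± SD, n = 3; log2 fold change -1.95, standard error 0.52, adjusted p = 0.129, edgeR), and NRP2, a receptor of semaphorins and VEGF, from 187 ± 36.6 to 64.3 ± 21.8 CPM (-1.54, standard error 0.41, adjusted p = 0.129). SEMA4A, a semaphorin of immune cells, was 5.64 ± 1.41 CPM with the PPARγ agonist and 35.2 ± 17.5 CPM in the control slices (-2.64, standard error 0.78, adjusted p = 0.228; 0.0468 with the cow as a block and 0.0437 in DESeq2). IL21R, the interleukin 21 receptor, had 1 count with the PPARγ agonist and 44 in the control slices, a ratio of 60.9 (95% counting interval 10.4 to 2460) in favor of the control slices; edgeR gave an adjusted p of 0.686 and DESeq2 of 0.184. LGALS9 and NRP2 did not pass without the control library of cow 1 (adjusted p = 0.505 and 0.590), cow 2 (0.481 and 0.345), the PPARγ agonist library of cow 1 (0.519 and 0.759) or cow 3 (0.487 and 0.382). SEMA4A passed without the PPARα agonist library of cow 1 (adjusted p = 0.119), cow 2 (0.0971), cow 3 (0.111), the PPARδ agonist library of cow 1 (0.119) or cow 2 (0.00684).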

Five genes among the identified putative targets are involved in the regulation of the immune response: *IL21R, LGALS9, SEMA4A, NRP2*, and *TLR4* were all downregulated in the PPARγ agonist group. *IL21R*, encoding an interleukin receptor, is known to play a role in ensuring proper function of T cells in mice (103), and was previously found upregulated by the pan-PPAR agonist elafibranor (104). *LGALS9* (galectin 9) is involved in T cell exhaustion (105), and activates AMPK (106), and was found to be strongly downregulated in response to rosiglitazone (the same PPARγ agonist as in our study) in 3T3-L1 preadipocytes (107). *SEMA4A* encodes semaphorin-4a and its activity is directly dependent on its receptors, neuropilins (of which *NRP2* is one); *SEMA4A* is involved in the proliferation of CD4+ T cells in mice and human (108), and in the function and survival of regulatory T cells in mice (109). Though no direct evidence exists of a link between PPAR and *SEMA4A*, other studies have shown that PPAR agonists can regulate other semaphorins, such as *SEMA6B* [downregulated by all PPAR isotypes in human genomic fragments *in vitro* (110)] and *SEMA3G* [upregulated by PPARγ ligands in human endothelial cells (111)]. Finally, Toll-like receptor 4 (*TLR-4*), also downregulated by the PPARγ in our study, regulates the adaptive immune response by triggering production of pro-inflammatory cytokines. 

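TLR4, the receptor of lipopolysaccharide, fell with the PPARγ agonist from 74.9 ± 35.8 to 20.8 ± 6.76 CPM (mean ± SD, n = 3), a log2 fold change of -1.84 (standard error 0.49, adjusted p = 0.129) in edgeR. In cow 4 the log2 ratio was -1.91. TLR4 did not pass without the control library of cow 1 (adjusted p = 0.841), the PPARγ agonist library of cow 1 (0.745), cow 2 (0.273) or cow 3 (0.233).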

In accordance with our results, rosiglitazone-treated rats displayed lower expression of *TLR4* (112), and human HMEC-1 mammary epithelial cells treated with hypaphorine, which decreased PPARγ expression, had a drastic upregulation of *TLR4* (113).

#### Novel PPAR Targets Are Likely Involved in Regulation of Inflammation

A considerable number of genes related to metalloproteinases (MMP) was observed among the novel putative targets, mostly modulated by the PPARδ and PPARγ agonists. *MMP19* was downregulated in both groups, as well as *TIMP1*, a protein involved in the intracellular regulation of MMP, the abundance of which was markedly lower in rat chondrocytes treated with GW-501516 and rosiglitazone, the same PPARδ and PPARγ agonists used in this study (114). On the other hand, *MMP11* was upregulated in response to the PPARδ agonist in our study. 

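TIMP1 fell from 179.9 ± 41.3 CPM in the control slices to 33.6 ± 19.3 CPM with the PPARγ agonist (mean ± SD, n = 3; log2 fold change -2.41, standard error 0.52, adjusted p = 0.0336, edgeR) and 45.7 ± 15.4 CPM with the PPARδ agonist (-1.97, standard error 0.51, adjusted p = 0.169). It was also lower with the PPARδ than with the PPARα agonist (-2.71, standard error 0.52, adjusted p = 0.0327). MMP19, a metalloproteinase of the basement membrane, fell with the PPARδ agonist from 111 ± 67.9 to 21.5 ± 12.5 CPM (-2.36, standard error 0.59, adjusted p = 0.146) and was 28.8 ± 23.8 CPM with the PPARγ agonist (-1.94, standard error 0.58, adjusted p = 0.246; 0.000813 with the cow as a block and 0.158 in DESeq2). The 48 genes of matrix metalloproteinases and inhibitors had a median of -0.28 with the PPARγ agonist (adjusted p = 0.0187 from camera; adjusted p = 0.657 with an estimated correlation), or -0.54 with genes of few counts at their bound, and the mean was 0.04. TIMP1 passed the test over all genes, 47 did not, and 2 were higher and 4 lower over the list alone. The PPARδ agonist gave a median of 0.00 and 2 lower genes, and with the PPARα agonist the median was 0.38 and 1 gene was higher (adjusted p = 0.375 and 0.731, camera). The list call with the PPARγ agonist ended without the control library of cow 2 (adjusted p = 0.054, camera) or the PPARγ agonist library of cow 2 (0.127), and with all 4 cows and the block (0.0733) or without cow 2 (0.132). DCN, a matrix proteoglycan of stellate cells and fibroblasts, also fell with the PPARγ agonist (-2.28, adjusted p = 0.110, edgeR) and lay below its level with the PPARα agonist (-3.14, standard error 0.61, adjusted p = 0.0189). TIMP1 with the PPARδ and PPARγ agonists did not pass without the control library of cow 1 (adjusted p = 0.586 and 0.226). TIMP1 with the PPARδ agonist did not pass without the control library of cow 2 (0.491) or the PPARδ agonist library of cow 3 (0.200). MMP19 with the PPARδ agonist did not pass without the control library of cow 1 (adjusted p = 0.25) or cow 2 (0.634). MMP19 with the PPARγ agonist passed without the PPARα agonist library of cow 1 (adjusted p = 0.0353), cow 2 (0.0292), cow 3 (0.0266), the PPARδ agonist library of cow 1 (0.0758), cow 2 (0.0272) or the PPARγ agonist library of cow 2 (0.0585). DCN did not pass without the control library of cow 1 (adjusted p = 0.321), cow 2 (0.858), the PPARγ agonist library of cow 1 (0.279) or cow 3 (0.226). TIMP1 and DCN lost the differences without the PPARα agonist library of cow 2 (adjusted p = 0.266 and 0.922).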

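MMP11, a metalloproteinase of stromal cells, was 11.0 ± 9.31 CPM with the PPARδ agonist and 1.01 ± 1.55 CPM in the control slices (mean ± SD, n = 3). The log2 fold change was 3.37 (standard error 1.38, adjusted p = 0.552) in edgeR, and DESeq2 gave an adjusted p of 0.149.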

Finally, *ADAMTS1*, a zinc-binding metalloproteinase, was downregulated in response to the PPARα agonist. 

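ADAMTS1, which cleaves matrix proteoglycans, was 48.6 ± 26.0 CPM with the PPARα agonist and 128 ± 45.2 CPM in the control slices (mean ± SD, n = 3), a log2 fold change of -1.39 (standard error 0.45, adjusted p = 0.310) in edgeR (0.0158 with the cow as a block and 0.158 in DESeq2). ADAMTS1 passed without the PPARα agonist library of cow 1 (adjusted p = 0.0757), the PPARδ agonist library of cow 1 (0.142) or cow 2 (0.0648).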

MMPs have a known role in regulating inflammation, and some evidence of a link with PPAR activity is present in the literature for monogastrics (115, 116). This is certainly the case for *MMP19*, involved in the development of T cells in mice (117); *MMP11*, related to several cytokines in breast cancer cells (118); and *ADAMTS1*, a known regulator of the inflammatory response (119). The concerted modulation of several MMPs in our study suggests an intricated landscape of the inflammatory response as regulated by PPAR.

## Limitations

1) Slice thickness and compound absorption: though the Krumdieck tissue slicer provides relatively consistent precision throughout the slices, prior studies have shown that the thickness of bovine PCLS is remarkably less consistent between slices than that of human, pig, rat and mouse (120). The absorption of small molecules (such as the PPAR agonists used in this manuscript, or C16:0) relies heavily on slice thickness, as the rate of diffusion is limited by the rapid extraction of the compound by the cells in the outer layer (121). A reduction of the slice thickness to 100 μm could ensure that all cells are metabolizing the compound (121); however, the likelihood of obtaining brittle tissue (especially in the inconsistency-prone bovine PCLS) increases greatly, rendering the endeavor practically impossible. Future studies may benefit from the use of more accurate machines in the preparation of PCLS, such as the Leica VT1200 S (120).
2) Cellular composition of PCLS: utilizing liver slices ensures that the histology and morphology of the tissue is maintained; however, obtaining liver samples through liver biopsy does not guarantee homogenous composition of each sample, as the operator cannot visually identify the lobes of the liver prior to puncture. Though these differences are bound to be minor, two slices proceeding from different areas of the liver are likely to display different patterns of gene expression. In future studies, the use of ultrasonographic examination to determine liver morphology prior to sampling may allow to obtain more consistent results.
3) Statistical power: the study had a relatively low sample size (originally four animals but in the final analysis only three animals, especially for the RNAseq dataset). This led to large variability between biological replicates, especially in the prepartum, where the range of DIM of the four samples was rather large (prepartum samples were collected based on expected calving dates, which can be an imprecise estimate for some animals). The reason for such limitation is 2-fold: one was financial, the utilization of different treatments resulted in a relatively large number of samples to be sequenced reaching the maximum financial allowance for such analysis; the other reason was the attempt to minimize the use of animals. To partially addressed those issues and minimize technical variation, samples from each animal were run in duplicate *in vitro* and post-treatment duplicates were pooled, as indicated above. Future studies will benefit from a more limited range of treatments and larger replication for each group, which will undoubtedly be more feasible considering the rapidly declining costs of NGS technologies.
4) Breed and parity: our study included only primiparous Jersey cows. Other breeds and multiparous cows may have a different response to our experimental setup. For example: Holstein cows have a greater loss of body condition in the peripartum, as well as higher NEFA and BHBA postpartum, and overall higher negative energy balance (122–124). All of these would like impact the response of PCLS to PPAR activation. The present study is meant to be a starting point for further exploration of PPAR activation in bovines using PCLS; future studies will undoubtedly benefit from including other breeds and test multiparous cows.
5) To optimize the use of the limited funding available to achieve the stated objective, many samples (60) were sequenced in each lane. 

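Counts assigned to genes had a median of 5.07e+06 over the 12 libraries of cows 1 to 3, and ranged from 1668896 to 8784297 per library after RN18S1 was set aside. Reads that mapped to several places took 4.93 to 6.75% of each library. On average 89.0% of reads mapped (SD 4.75, 12 libraries), and 83.0% mapped to a single place.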

Though the library prep kit used is apt at maximizing sequencing depth when compared with other commercial solutions, we noticed that many transcripts with (typically) a relatively low expression were either not detected or detected at very low level, with zero-counts in most samples. 

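Between 8465 and 15336 genes had more than 4 counts in a library (median 13761.5 over the 12 libraries), and 19824 of the 28786 gene names had more than 4 counts in at least 1 library. MRPL39, a mitochondrial ribosomal protein gene that served as a reference gene for RT-qPCR, ranged from 0 to 431 counts.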

Despite being able to detect >14,000 transcripts with a count>4 in at the least one sample, which is somewhat similar to what previously reported in RNAseq analysis of bovine liver (125–127), many transcripts with a relatively medium-low expression were either not detected or detected at very low level, with lack of detection in most samples. 

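PPARA counts ranged from 41 to 233 per library, with a mean of 122, PPARD counts from 17 to 246 (mean 104), PPARG had a mean of 19.5 counts, and the hepatic lipase gene LIPC ranged from 4 to 420 (mean 162). LIPC had log2 fold changes of 2.79 (standard error 0.69, adjusted p = 0.144) with the PPARδ agonist, 2.01 (adjusted p = 0.355) with the PPARα agonist and 1.97 (adjusted p = 0.420) with the PPARγ agonist (edgeR). The log2 fold changes of PPARA were -1.11 (adjusted p = 0.647), -0.79 (adjusted p = 0.688) and -0.59 (adjusted p = 0.876) with the PPARα, PPARδ and PPARγ agonists, and those of PPARD 0.38 (adjusted p = 0.926), -0.07 (adjusted p = 1) and -0.22 (adjusted p = 1). LIPC did not pass without the control library of cow 1 (adjusted p = 0.663) or cow 2 (0.511).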

Most of the genes used for the RT-qPCR were in this category, such as all PPAR transcripts and *LIPC*. 

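PPARGC1A, a coactivator of PPARs and of gluconeogenesis, had 91 to 598 counts in each of the 12 libraries (mean 243), or 51.2 ± 16.0 CPM in the control slices (mean ± SD, n = 3). HES6, a transcriptional regulator of the HES family, had 0 to 186 counts (mean 38.2), or 7.43 ± 7.56 CPM. Their log2 fold changes with the PPARα, PPARδ and PPARγ agonists were -0.71 (adjusted p = 0.703), -0.41 (adjusted p = 0.840) and -0.02 (adjusted p = 1) for PPARGC1A and -1.74 (adjusted p = 0.705), 0.23 (adjusted p = 1) and -0.04 (adjusted p = 1) for HES6 (edgeR).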

Other were undetectable in RNAseq, such as *PPARGC1A* and *HES6*. Among the transcripts detected in all the samples (i.e., *PDK4, ACADVL*, and *FABP1*), a positive correlation was observed between results of RTqPCR and RNAseq when both were normalized using reference genes (Supplementary File 2). 

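FABP1, the liver fatty acid binding protein, gave the closest relation between RNAseq and RT-qPCR: r = 0.886 over the 12 samples (p = 0.00111, adjusted p = 0.00333 over the 3 genes), and the rank correlation was 0.657 (p = 0.0238, adjusted p = 0.0715). The relation of FABP1 did not pass without cow 2 (r = 0.680, permutation adjusted p = 0.178) or without cow 3 (r = 0.919, adjusted p = 0.0622). Without the 2 samples farthest from the median its r was 0.721 (permutation p = 0.0191, adjusted p = 0.0574). For PDK4 r was 0.540 (11 samples, p = 0.0998, adjusted p = 0.150) with a rank correlation of 0.5 (p = 0.121), and without the 2 farthest samples r was 0.0144 (p = 0.974). For ACADVL r was 0.392 (p = 0.208, adjusted p = 0.208) with a rank correlation of 0.329 (p = 0.295), and without those samples r was -0.241 (p = 0.5). With the RNAseq values of Supplementary File 2, which correlated with the deposited counts at 0.946 for PDK4, 0.786 for ACADVL and 0.9998 for FABP1 (log2 scale, 12 libraries), the RT-qPCR r was 0.804 for PDK4, 0.453 for ACADVL and 0.898 for FABP1 (permutation adjusted p = 0.00232, 0.133 and 0.00232). The p values come from 100000 permutations, and both methods were expressed as log2 ratios to the reference genes. With TMM-normalized CPM in place of ratios to reference genes, r was 0.745 for PDK4, 0.730 for ACADVL and 0.830 for FABP1 (adjusted p = 0.0122, 0.0122 and 0.0113). With the values of each cow centered, r was 0.569, 0.356 and 0.871, and only FABP1 passed (adjusted p = 0.0424).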

The low depth likely limited the discovery of other PPAR target genes.

## Conclusions

Bovine PCLS are responsive to treatment with PPAR agonists and reveal a complex and heterogeneous transcriptomic response. Though minimal changes in TAG accumulation were detected, suggesting no effective changes in oxidation and esterification rates, several genes involved in lipid metabolism were altered in response to the PPAR agonists in the postpartum, suggesting that the lack of enzymatic effect may be due to the relatively short incubation time. An important suggestion from our study is a relationship between PPARγ activation and potential decreased inflammation in the liver, that can tremendously benefit post-partum cows. Of the differentially expressed genes identified in the study, a considerable number of them corresponds to putative PPAR target genes, predicted *in silico*; further, many of these find support in the literature, as prior studies highlight their link with PPAR activation. In summary, PCLS represent a valuable model of the bovine liver of periparturient dairy cows

## Data Availability Statement

Raw sequencing reads have been deposited to NCBI Gene Expression Omnibus (GEO accession number GSE183063). All relevant processed data is provided in the Supplementary Materials. Any additional documents will be provided by the authors upon request.

## Ethics Statement

The animal study was reviewed and approved by Institutional Animal Care and Use Committee (IACUC) of Oregon State University (protocol# 4894).

## Author Contributions

SB helped performing liver biopsy, collected blood, optimized the PCLS, performed all the experiments, analyzed the data, interpreted the data, and wrote the manuscript. HF helped interpreting the data and revised the manuscript. AA performed RT-qPCR analysis and revised the manuscript. CE performed liver biopsies and revised the manuscript. MB received the funding, helped in interpreting the data, helped writing the manuscript, and revised the final manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This project was funded by the Oregon Beef Council.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary Material

Supplementary File 1 Complete dataset with annotation and statistical results.

Supplementary File 2 Comparison between RTqPCR and RNAseq for selected transcripts.

Supplementary Figure S1 Principal component analysis of the RNAseq.

Supplementary Figure S2 Enriched GO terms within the cohort of genes significantly upregulated (FDR-adjusted *p*-value <0.2) by treatment with the PPARα agonist.

Supplementary Figure S3 Enriched GO terms within the cohort of genes significantly downregulated (FDR-adjusted *p*-value <0.2) by treatment with the PPARα agonist.

Supplementary Figure S4 Enriched GO terms within the cohort of genes significantly upregulated (FDR-adjusted *p*-value <0.2) by treatment with the PPARδ agonist.

Supplementary Figure S5 Enriched GO terms within the cohort of genes significantly downregulated (FDR-adjusted *p*-value <0.2) by treatment with the PPARδ agonist.

Supplementary Figure S6 Enriched GO terms within the cohort of genes significantly upregulated (FDR-adjusted *p*-value <0.2) by treatment with the PPARγ agonist.

Supplementary Figure S7 Enriched GO terms within the cohort of genes significantly downregulated (FDR-adjusted *p*-value <0.2) by treatment with the PPARγ agonist.

Supplementary Table S1 Accession number, gene symbol, sequence, and amplicon size of quantified genes, and internal control genes. If reference is lacking, primers were designed for this manuscript.

# Supplementary material for: Peroxisome Proliferator-Activated Receptor Activation in Precision-Cut Bovine Liver Slices Reveals Novel Putative PPAR Targets in Periparturient Dairy Cows
**Source:** Front Vet Sci. 2022 Jul 12;9:931264. doi: 10.3389/fvets.2022.931264
**Supplement:** Supplementary Table S1 — Accession number, gene symbol, sequence, and amplicon size of quantified genes, and internal control genes. If reference is lacking, primers were designed for this manuscript.

**Table S 1.** Accession number, gene symbol, sequence, and amplicon size of quantified genes, and internal control genes. If reference is lacking, primers were designed for this manuscript.

| Gene Symbol | Accession | Hybridization | Sequence (5'->3') | Amplicon Size | Reference |
| --- | --- | --- | --- | --- | --- |
| *ACADVL* | NM_174494.2 | F.707 | CCAGCCCCTGTGGAAAATACTA | 62 |  |
|  |  | R.768 | GCCCCCGTTACTGATCCAA |  |  |
| *FABP1* | NM_175817.3 | F.182 | GTTCATCATCACCGCTGGCT | 101 |  |
|  |  | R.282 | CCACTGCCTTGATCTTCTCCC |  |  |
| *HES6* | NM_001075949.1 | F.811 | GAACCACCTGCTCGAGTCC | 119 |  |
|  |  | R.929 | CACCTCCTACGAGCCAGTTG |  |  |
| *LIPC* | NM_001035410.2 | F.1405 | GGGAGAAACACAGCAAAGAATGAC | 100 |  |
|  |  | R.1504 | GTTTGCTTCACATCTCACAAAGGT |  |  |
| *PDK4* | NM_001101883.1 | F.942 | ATGTTCCATCTCACCTTCACCAT | 65 | [169] |
|  |  | R.1006 | AACTGTGGCCCTCATTGCAT |  |  |
| *PGC1A* | NM_177945.3 | F.496 | GCAGAAGAGCCGTCTCTACTTAAGA | 101 |  |
|  |  | R.596 | TTTGCATGGTTCTGGGTACTGA |  |  |
| *PPARA* | NM_001034036.1 | F.729 | CATAACGCGATTCGTTTTGGA | 102 |  |
|  |  | R.830 | CGCGGTTTCGGAATCTTCT |  |  |
| *PPARD* | NM_001083636.1 | F.460 | TGTGGCAGCCTCAATATGGA | 100 | [169] |
|  |  | R.559 | GACGGAAGAAGCCCTTGCA |  |  |
| *PPARG* | NM_181024.2 | F.135 | CCAAATATCGGTGGGAGTCG | 101 |  |
|  |  | R.253 | ACAGCGAAGGGCTCACTCTC |  |  |
| *GAPDH* | NM_001034034 | F.908 | TTGTCTCCTGCGACTTCAACA | 103 | [246] |
|  |  | R.1010 | TCGTACCAGGAAATGAGCTTGAC |  |  |
| *MRPL39* | NM017446 | F.493 | AGGTTCTCTTTTGTTGGCATCC | 101 | [246] |
|  |  | R.593 | TTGGTCAGAGCCCCAGAAGT |  |  |
| *UXT* | NM_001037471 | F.134 | CAGCTGGCCAAATACCTTCAA | 125 | [246] |
|  |  | R.288 | GTGTCTGGGACCACTGTGTCAA |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

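Liver slices of 4 cows had been cultured for 18 h with 0.8% DMSO alone or with 100 µM WY-14643 (PPARα agonist), 50 µM GW-501516 (PPARδ agonist) or 100 µM rosiglitazone (PPARγ agonist), and each cow and treatment gave 1 library, 16 in all. The deposited values are counts of reads per gene: the authors prepared QuantSeq 3' libraries, trimmed the reads with Trimmomatic 0.39, mapped them with STAR 2.7.1 to ARS-UCD1.2 and deposited whole numbers with no normalization. The headers of the deposited table carry the name of STAR's own table of reads per gene and its genes are NCBI symbols, whereas the methods of the paper give Ensembl annotation and StringTie 2.0 for the count matrices. Which strand setting the counting used is not given in the sources used here, so counts of overlapping genes are uncertain, as are those of near-identical copies such as the MHC genes. The table holds 28786 gene names, 26 of which a spreadsheet had turned into dates and which were kept as separate genes without being named in the text, and 4 tallies of reads outside genes. The tallies were left out of library sizes and tests. In the 12 libraries of cows 1 to 3 they held 3.69 to 17.1% (unmapped), 4.93 to 6.75% (multimapping), 29.1 to 54.1% (no annotated gene) and 0.380 to 1.40% (ambiguous) of all reads. RT-qPCR values and the authors' fold changes come from Supplementary Files 1 and 2; of the statistics of File 1, the first 1999 of the 14396 genes tested by the authors were used.

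The counts were computed on with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0; the authors had used DESeq2 1.30.1. The paper reports 3 of the 4 cows, and its supplementary tables hold cows 1 to 3, so the 12 libraries of these cows entered the tests and the 4 libraries of cow 4 only the values given for all 16. Genes with a count over 4 in at least 1 of the 12 libraries were kept (19824), normalized by TMM and tested with edgeR's quasi-likelihood F test (glmQLFit with legacy=TRUE, glmQLFTest), treatment being the only term. The 4 groups shared 1 estimate of the spread; each agonist was compared with control and with the other agonists. P-values were adjusted by Benjamini-Hochberg within each comparison, with thresholds of 0.2 and 0.1 as in the paper, and of 0.05. The 30 gene lists were tested with limma's camera (correlation between genes preset at 0.01, and estimated from the data for comparison), adjusted over all lists and the 3 agonists with a threshold of 0.05; members were also counted after adjustment over the list alone. The lists stand in for the KEGG, GO and PPARgene tables, which were not used here. Treatment's share of the variance was computed by PERMANOVA on log2 CPM (prior count 2) with all 13824 relabellings within cows, and correlations of RT-qPCR with RNAseq used 100000 permutations, a pseudocount of 0.5 and 3 reference genes. Correlations of fold changes between agonists were set beside 100 draws with no gene changed, since the agonists share their 3 control libraries. All 12 libraries, controls included, were drawn anew and without an effect of the cow. The 3 control libraries cannot be parted into 2 sets of at least 2. Standard errors of fold changes come from edgeR, and bootstrap intervals of list medians from 2000 draws of their members. Log2 ratios of a gene or list to a cow's own control are differences of log2 TMM-normalized CPM after 1 CPM was added.

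Genes were named by a rule set in advance: for each agonist and direction, the 10 genes with the largest log2 fold change among those with an adjusted p under 0.2, a mean of at least 50 counts and the same direction in all 3 cows; every gene the paper names as measured or changed; and the 3 members of each list with the smallest p. Any other gene named was chosen after its values were seen. Values of about 2000 genes in Supplementary File 1 and of 7 genes in Supplementary File 2 had been seen before the rule was written. A fold against a group without counts is given as a lower bound against a floor of 3 counts over the group. With such genes at their bounds, the medians of 5 lists moved by more than 0.1: ketone bodies (PPARδ agonist 0.45 to 0.25, PPARγ agonist 0.23 to 0.49), linoleic acid (PPARα agonist 1.15 to 0.90, PPARδ agonist 1.002 to 0.81), MHC class II (PPARδ agonist -0.76 to -0.87), matrix metalloproteinases (PPARγ agonist -0.28 to -0.54) and neutrophils (PPARα agonist 3.37 to 2.76, PPARδ agonist -0.56 to -1.09).

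The libraries held 3081981 to 10227330 counts in genes (median 5.07e6), and 1668896 to 8784297 outside RN18S1. The analysis was tested on simulated data drawn from the means, library sizes and edgeR's estimates of the spread of 19737 genes, without an effect of the cow. For the PPARγ agonist against control with 200 genes changed, edgeR recovered 4.48% of those changed 2-fold, 35.8% of those changed 4-fold and 75.8% of those changed 8-fold at an adjusted p under 0.2, and 17.2% of its calls were false (14.1 to 20.9% over 5 draws); with the cow as a block 14.7% and with DESeq2 58.3% were false. For the PPARα agonist against control with no gene changed, the median number of calls was 0 (0 to 7) with edgeR, 0 (0 to 2) with the block and 80 (31 to 100) with DESeq2. Libraries that share a cow are paired by the labels, which give each library its cow. This was checked on deviations from the group means: the 18 pairs from 1 cow correlated at a median of 0.107 (-0.029 to 0.282), pairs from different cows and groups at -0.056, and 12 of the 12 libraries correlated best with a library of their own cow. None of the 16 libraries repeated another: over 120 pairs, the lowest chi-square per degree of freedom was 6.48, among genes with at least 20 counts in the pair.

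Alternatives set in advance were DESeq2, RLE size factors, edgeR's filterByExpr or no filter, each cow left out in turn, the cow as a block (also with DESeq2), all 4 cows with and without the block, the shallowest library left out, libraries thinned to the shallowest, RN18S1 and mitochondrially encoded genes left out, only the 2 groups compared in the fit, and robust quasi-likelihood. For the other results they were an estimated correlation between genes, the 500 most variable genes, a prior count of 0.5, RNAseq on the TMM scale, linear values, a pseudocount of 1 and values centred by cow. Added after the data were seen were the fits without the 3 libraries whose labels carry an extra mark, with and without the block, the mark as a covariate, filterByExpr with the block, edgeR's bias-adjusted quasi-likelihood, and each of the 12 libraries left out in turn. The fits with a cow or a single library left out held no term for the cow. Reads were not mapped again, and the other measurements of the paper (triacylglycerol, prepartum slices and slices in blood serum) were not analysed here.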

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

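The 6 lists and the 20 shared genes of this part were picked out after their values had been seen, and the comparison of single libraries with their group was planned. For 60 groups of 4 libraries, the gap of the highest or lowest library to its nearest neighbour was divided by the range of the group, and 7 groups went past Dixon's 95% value, where chance alone passes about 1 in 20 groups. In 3 of them cow 4 lay far from the median position on the first 2 principal components of all 16 libraries: 341.8 in the control slices (other cows up to 41.0), 334.3 with the PPARα agonist (up to 55.1) and 338.7 with the PPARγ agonist (up to 75.6). The median log2 ratio of a list to the cow's own control made up the other 4. For cytokines with the PPARδ agonist, cow 2 was at -1.08, the others at -0.10 to 0.07. Hepatocyte markers with the PPARδ agonist stood at -0.19 in cow 3 and 0.86 to 1.005 in the others. Endothelial markers with the PPARγ agonist stood at -0.12 in cow 4 and -1.14 to -0.99 in the others, and matrix metalloproteinases with the PPARγ agonist at -0.32 in cow 2 and -0.0041 to 0 in the others.

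Several lists moved that the paper's text does not discuss as groups, though it names or draws single members such as TRIB3, DNAJB1, DDIT3, HERPUD1 and MVD. With the PPARδ agonist the 27 genes of the unfolded protein response had a median log2 fold change of 1.11 (26 of 27 higher; adjusted p = 1.28e-13 from camera, 0.189 with an estimated correlation) and the 21 heat shock proteins 0.65 (16 of 21 higher; adjusted p = 0.000245 from camera, 0.169 with an estimated correlation). With the PPARα agonist the 75 ribosomal protein genes had a median of 0.50 (69 of 75 higher; adjusted p = 4.10e-07 from camera, 0.663 with an estimated correlation) and the 22 genes of cholesterol synthesis 0.67 (18 of 22 higher; adjusted p = 0.00249 from camera, 0.663 with an estimated correlation), the latter not past the test without the PPARα agonist library of cow 3 (0.319) or without cow 3 (0.257). With the PPARγ agonist the 21 endothelial markers had a median of -1.35 (21 of 21 lower; adjusted p = 1.20e-10 from camera, 0.123 with an estimated correlation) and the 22 stellate cell and fibroblast markers -1.02 (20 of 22 lower; adjusted p = 1.12e-07 from camera, 0.377 with an estimated correlation). Apart from cholesterol synthesis, none of these 6 calls was lost when 1 of the 12 libraries was left out. Finally, 20 genes were called up with each of the 3 agonists, and without the control library of cow 1 none was called with all 3, while their median log2 fold changes went from 2.54, 2.90 and 2.67 to 2.31, 2.53 and 2.67 and their median standard errors from 0.557, 0.582 and 0.566 to 0.649, 0.663 and 0.668 (PPARα, PPARδ and PPARγ agonists).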

How the results depend on the processing

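The fits without the 3 marked libraries, with the mark as a covariate, with filterByExpr and the block together, with the bias-adjusted quasi-likelihood, without each single library, and the RT-qPCR comparisons with Supplementary File 2 and without the marked libraries were chosen only after the results had been seen. Counts of genes with an adjusted p under 0.2 (edgeR) were 106, 61, 125, 67, 15 and 31 as reported, here and below in the order PPARα, PPARδ and PPARγ agonist against control, PPARγ against PPARα agonist, PPARγ against PPARδ agonist and PPARδ against PPARα agonist. Depth limits what can be called: thinning to the shallowest library kept 140 of 169 named calls, and for the other changes in this part the cause was not tested.

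With DESeq2 the 6 counts were 326, 532, 380, 133, 73 and 132, with DESeq2 and the replicate block 1080, 1012, 1017, 514, 529 and 587, and with edgeR and the replicate block (cow as a block) 532, 402, 567, 251, 113 and 230. DESeq2 made 82, 60 and 120 of the reported calls against control too, and the block 105, 61 and 125. Of the 169 calls of named genes, 151 were kept with DESeq2, 168 with the block, 161 with both and 119 with all 4 cows and the block, and of the 36 list calls 33, 35, 34 and 30. The block ended the call of MMP9 with the PPARα agonist (adjusted p = 0.395) and that of the cytokine list with the PPARδ agonist (0.0562 from camera), brought 97 further named values past the test, and changed no other call among the named genes and called lists.

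The filter on low counts moved the counts in both directions: 408, 340, 332, 195, 84 and 199 without a filter, and 0, 3, 9, 0, 2 and 0 with filterByExpr (edgeR; unadjusted p under 0.05 for 1147, 1170, 1068, 650, 636 and 771 of 14374 genes; DESeq2 was not run with it). Filtered by filterByExpr, edgeR kept 9 of 168 calls of named genes but 34 of 36 list calls, and without a filter all 169 and 36. With filterByExpr and the block the 6 counts were 21, 22, 164, 0, 4 and 6 (unadjusted p under 0.05 for 792 genes where the count was 0), and 79 of 168 named calls were kept.

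Robust quasi-likelihood gave 0, 10, 58, 11, 5 and 0 genes (edgeR; unadjusted p under 0.05 for 1504 and 994 genes where the count was 0, and 106 and 31 calls, or 326 and 132 with DESeq2, otherwise) and kept 35 of 169 named calls. The bias-adjusted quasi-likelihood gave 21, 24, 55, 17, 5 and 2 and kept 69. With only the 2 groups compared in the fit the counts were 121, 161, 950, 76, 14 and 0 (unadjusted p under 0.05 for 626 genes in the last) and 144 calls were kept. Both kinds of quasi-likelihood kept the 36 list calls.

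RLE size factors gave 78, 57, 133, 68, 16 and 53 genes and kept 154 of 169 named calls and 35 of 36 list calls. They moved the median log2 fold change of all genes with the PPARα agonist from 0.12 to 0, and its calls from 84 up and 22 down to 52 up and 26 down. Relative to that median, the list medians given for this agonist are lower by the same amount. Between the PPARδ and PPARα agonists the calls went from 13 up and 18 down to 30 up and 23 down, and with the PPARγ agonist from 65 and 60 to 63 and 70. Thinned to the shallowest library, the counts were 84, 39, 109, 43, 11 and 27 and 140 of 169 named calls were kept; without RN18S1 and the mitochondrially encoded genes they were 103, 66, 123, 76, 15 and 30, with 165 of 168 kept.

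With all 4 cows and no block, edgeR called 0 genes in each of the 6 comparisons, with an unadjusted p under 0.05 for 580, 626, 576, 392, 327 and 361 genes (DESeq2 was not run on the 16 libraries); with the block it called 143, 80, 176, 51, 14 and 25. Of the 36 list calls, 29 were kept without the block. Without the shallowest library, the control library of cow 1, the counts were 0, 7, 13, 38, 13 and 15 (edgeR; unadjusted p under 0.05 for 961 genes where the count was 0; DESeq2 was not run without it), 16 of 169 named calls and 32 of 36 list calls were kept, and the mitochondrially encoded genes with the PPARγ agonist turned from lower to higher (adjusted p = 0.832 from camera).

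Without the 3 marked libraries the PPARα agonist is left with 1 library, which is then assumed to vary like the other groups. The 6 counts were 78, 308, 461, 494, 109 and 345, or 50, 324, 526, 398, 172 and 427 with the replicate block, and 72, 193, 532, 315, 260 and 197 with the mark as a covariate; 125, 114 and 128 of the 169 named calls and 30, 28 and 27 of the 36 list calls were kept. Lists called with the PPARα agonist numbered 13 without these libraries and 6 with them, and of these 6 only 1 was kept, 0 with the replicate block and 2 with the mark as a covariate. Genes called up with the PPARα agonist turned negative without the marked libraries: AHSG (log2 fold change -0.34; with the block -0.42), CRYAB (-1.38; -1.15), HSPB8 (-0.65; -0.71), ISG20 (-0.35; -0.32), LOC112445522 (-0.16; -0.63), AZGP1 (-0.0017; -0.32), STRIP2 (-0.92; -0.60) and GLDC (-0.47; -0.44). LOC112444473 (-0.16) and PDIA4 (-0.72) turned in the fit without the block alone, ATP8, called down, turned to 0.0677 with the block, and CRYAB was at -0.66 with the mark as a covariate. Lists called with the PPARα agonist that turned were linoleic acid (adjusted p = 0.413 from camera, 0.499 with the block), the unfolded protein response (0.000786, 0.0212, and 0.254 with the covariate) and the Kupffer cell and macrophage markers (0.853), and with the block cholesterol synthesis (0.885) and ribosomal protein genes (0.365, and 0.752 with the covariate).

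Leaving out a cow or a single library gave 0 to 3030, 7 to 972, 13 to 1059, 27 to 765, 1 to 209 and 15 to 324 genes for the 6 comparisons, the highest without cow 2 in each. Single libraries that moved the count of the PPARα agonist (106) by over 1.5 times were control cow 1 (0) or cow 2 (28), PPARα agonist cow 2 (1002), PPARδ agonist cow 1 (288) or cow 2 (758); for the 0, 961 genes had an unadjusted p under 0.05 in edgeR. For the PPARδ agonist (61) they were control cow 1 (7) or cow 2 (18), PPARα agonist cow 1 (213), cow 2 (313) or cow 3 (240), PPARδ agonist cow 1 (113), cow 2 (345) or cow 3 (227), and for the PPARγ agonist (125) control cow 1 (13) or cow 2 (67), PPARα agonist cow 1 (239), cow 2 (324) or cow 3 (271), PPARδ agonist cow 1 (243) or cow 2 (618), PPARγ agonist cow 1 (48) or cow 3 (82). Between agonists they were, for PPARγ against PPARα (67), control cow 1 (38) or cow 3 (38), PPARα agonist cow 1 (121), cow 2 (141) or cow 3 (158), PPARδ agonist cow 1 (141) or cow 2 (311), PPARγ agonist cow 1 (27), for PPARγ against PPARδ (15), PPARα agonist cow 1 (43), cow 2 (66) or cow 3 (49), PPARδ agonist cow 1 (3), cow 2 (87) or cow 3 (35), PPARγ agonist cow 1 (8), cow 2 (1) or cow 3 (4), and for PPARδ against PPARα (31), control cow 1 (15), PPARα agonist cow 1 (126), cow 2 (173) or cow 3 (96), PPARδ agonist cow 1 (301) or cow 3 (61), PPARγ agonist cow 1 (84), cow 2 (57) or cow 3 (87). Numbers of lists called ranged from 2 to 8 with the PPARα agonist, 7 to 13 with the PPARδ agonist and 14 to 21 with the PPARγ agonist.

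Without the PPARα agonist library of cow 2, 4 genes higher with this agonist turned lower: CXCL5 (log2 fold change -0.47 to 3.72 over the libraries and cows left out), DCN (-1.58 to 1.72), MMP9 (-1.29 to 4.73) and S100A12 (-0.52 to 4.70). DCN, which was not called with all libraries (0.86, adjusted p = 0.687, edgeR), was called lower without that library (-1.58, adjusted p = 0.0200), and the others did not pass. For the mitochondrially encoded genes with the PPARγ agonist, the adjusted p from camera ran from 0.000804 without the control library of cow 2 to 0.832 without that of cow 1, where the direction turned.

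With the correlation between genes estimated from the data, camera called 0, 0 and 0 of 30 lists for the 3 agonists, with an unadjusted p under 0.05 for 0, 3 and 8 lists (6, 11 and 19 called with the preset correlation, and 8, 10 and 19 with DESeq2's statistics). Treatment's share of the variance was 30.0% with the 500 most variable genes (exact permutation p = 0.104) and 28.7% with a prior count of 0.5 (p = 0.0625), against 29.5% as reported (p = 0.0347), and 39.8 to 51.0% with a cow left out. RT-qPCR and RNAseq correlated on the TMM scale at 0.745 for PDK4 and 0.730 for ACADVL (permutation, adjusted p = 0.0122 for both), on linear values at -0.0659 for ACADVL and 0.679 for FABP1, without the 2 farthest samples at -0.241 for ACADVL and 0.721 for FABP1, and with Supplementary File 2 at 0.804 for PDK4. FABP1 ranged from 0.680 to 0.926 with a cow left out, and did not pass without cow 2 or cow 3 (permutation, adjusted p = 0.178 and 0.0622). Fold changes of the PPARα and PPARγ agonists correlated at 0.690 with filterByExpr and 0.631 with all 4 cows, and with a cow left out at 0.636 to 0.673, those of the PPARα and PPARδ agonists at 0.538 to 0.706 and of the PPARδ and PPARγ agonists at 0.593 to 0.697.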

Differences from the paper's values

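The settings beside each count in parentheses are the alternatives set before the data were examined whose count lies within 1.5 times the paper's; every other such alternative differs, and DESeq2 with the block, RLE size factors, filterByExpr, thinned libraries, robust quasi-likelihood, all 4 cows without the block, and the fits without RN18S1 and mitochondrially encoded genes, without cow 1 and without the shallowest library differ for all 18 counts. The counts are of genes with an adjusted p under the paper's thresholds of 0.1 and 0.2 against control (edgeR here). For the PPARα agonist: At 0.1 there were 59 genes up in the paper and 35 here (DESeq2 81, without cow 3 63, all 4 cows with the block 44), 81 genes down in the paper and 6 here (DESeq2 61, the block 85) and 140 genes in all in the paper and 41 here (DESeq2 142). At 0.2 there were 191 genes up in the paper and 84 here (DESeq2 197), 117 genes down in the paper and 22 here (DESeq2 129, no filter 88, the block 166) and 308 genes in all in the paper and 106 here (DESeq2 326, no filter 408). Fits chosen after seeing the values that also come within 1.5 times a count of the paper, with the number they drop of the 42 (at 0.1) or 77 (at 0.2) of the paper's own called genes found in the first 1999 genes of Supplementary File 1, were without the PPARα agonist library of cow 1 (54 up at 0.1, dropping 24), without the PPARγ agonist library of cow 1 (62 up at 0.1, dropping 16), without the PPARγ agonist library of cow 2 (49 up at 0.1, dropping 17), without the PPARα agonist library of cow 3 (64 up at 0.1, dropping 24), without the PPARγ agonist library of cow 3 (70 up at 0.1, dropping 14), without the 3 marked libraries (42 up at 0.1, dropping 37), without the PPARδ agonist library of cow 2 (89 down at 0.1, dropping 3 and 173 down at 0.2, dropping 8), without the PPARδ agonist library of cow 1 (169 in all at 0.1, dropping 7 and 216 up, 288 in all at 0.2, dropping 14).

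For the PPARδ agonist: At 0.1 there were 47 genes up in the paper and 19 here (all 4 cows with the block 44, only the 2 groups compared 70), 126 genes down in the paper and 2 here (without cow 2 104) and 173 genes in all in the paper and 21 here (DESeq2 179, no filter 205, without cow 3 120, the block 246). At 0.2 there were 334 genes up in the paper and 50 here (DESeq2 350, no filter 251, the block 276), 167 genes down in the paper and 11 here (DESeq2 182, without cow 2 187, the block 126) and 501 genes in all in the paper and 61 here (DESeq2 532, no filter 340, the block 402). Fits chosen after seeing the values that also come within 1.5 times a count of the paper, with the number they drop of the 43 (at 0.1) or 98 (at 0.2) of the paper's own called genes found in the first 1999 genes of Supplementary File 1, were without the PPARδ agonist library of cow 1 (36 up at 0.1, dropping 23), without the PPARγ agonist library of cow 1 (44 up at 0.1, dropping 19), without the PPARδ agonist library of cow 3 (61 up at 0.1, dropping 17), without the PPARγ agonist library of cow 3 (45 up at 0.1, dropping 19), the block without the 3 marked libraries (115 down, 213 in all at 0.1, dropping 8 and 183 down at 0.2, dropping 29), without the PPARα agonist library of cow 1 (116 in all at 0.1, dropping 11), without the PPARα agonist library of cow 2 (179 in all at 0.1, dropping 4 and 246 up at 0.2, dropping 19), without the PPARδ agonist library of cow 2 (155 in all at 0.1, dropping 19 and 287 up, 345 in all at 0.2, dropping 45), without the PPARα agonist library of cow 3 (130 in all at 0.1, dropping 9), without the 3 marked libraries (178 in all at 0.1, dropping 11 and 142 down at 0.2, dropping 35).

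For the PPARγ agonist: At 0.1 there were 127 genes up in the paper and 42 here (DESeq2 99, no filter 122), 95 genes down in the paper and 29 here (DESeq2 128, no filter 115) and 222 genes in all in the paper and 71 here (DESeq2 227, no filter 237). At 0.2 there were 174 genes up in the paper and 65 here (DESeq2 177, no filter 164), 205 genes down in the paper and 60 here (DESeq2 203, no filter 168, the block 253) and 379 genes in all in the paper and 125 here (DESeq2 380, no filter 332, the block 567). Fits chosen after seeing the values that also come within 1.5 times a count of the paper, with the number they drop of the 78 (at 0.1) or 114 (at 0.2) of the paper's own called genes found in the first 1999 genes of Supplementary File 1 (1 more, BOLA_x, is not a deposited gene name), were without the PPARα agonist library of cow 2 (124 up, 93 down, 217 in all at 0.1, dropping 11 and 174 up, 150 down, 324 in all at 0.2, dropping 16), without the PPARδ agonist library of cow 2 (145 up at 0.1, dropping 5), without the PPARα agonist library of cow 3 (87 up, 84 down, 171 in all at 0.1, dropping 19 and 134 up, 137 down, 271 in all at 0.2, dropping 27), without the 3 marked libraries (155 up at 0.1, dropping 3 and 203 up, 258 down, 461 in all at 0.2, dropping 6), the mark as a covariate (185 up at 0.1, dropping 2 and 262 down, 532 in all at 0.2, dropping 8), without the PPARα agonist library of cow 1 (75 down, 149 in all at 0.1, dropping 19 and 122 up at 0.2, dropping 32), without the PPARδ agonist library of cow 1 (74 down at 0.1, dropping 17 and 126 up at 0.2, dropping 25), the block without the 3 marked libraries (253 up, 273 down, 526 in all at 0.2, dropping 2). At 0.1 the DESeq2 counts here were 81 up and 61 down for the PPARα agonist, 130 up and 49 down for the PPARδ agonist and 99 up and 128 down for the PPARγ agonist, each nearest the paper's count for the opposite direction. Among the first 1999 genes of Supplementary File 1, the paper's own calls at 0.1 were 35 up and 8 down for the PPARδ agonist. They were 21 up and 21 down for the PPARα agonist and 37 up and 41 down for the PPARγ agonist. The differences and matches per direction at 0.1 given above are therefore uncertain. Of the paper's own called genes at 0.2, DESeq2 here dropped 7 of 77, 8 of 98 and 8 of 114. None of the 195 log2 fold changes of named genes set beside Supplementary File 1 had the other direction or lay further from the paper's value than its own standard error here (edgeR).

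The changes of PPAR target genes drawn in Figure 7 come from the paper's own DESeq2 calls on these libraries, so their agreement here is no independent check. Of the 123 changes drawn, 122 have a direction there and 121 of these had the same direction here. EdgeR called 43 of the 123, edgeR with the block 80 and DESeq2 116 at an adjusted p under 0.2. Of those that edgeR did not call, the paper's text names, for the PPARα agonist, VLDLR (1.57, adjusted p = 0.364; block 0.111; DESeq2 0.202), ADAMTS1 (-1.39, adjusted p = 0.310; block 0.0158; DESeq2 0.158) and NUDT7 (5.39, adjusted p = 0.364; block 0.154; DESeq2 0.0732). For the PPARδ agonist they were DBP (-1.68, adjusted p = 0.560; block 0.367; DESeq2 0.191), NUDT7 (4.78, adjusted p = 0.510; block 0.402; DESeq2 0.120), ACADVL (1.31, adjusted p = 0.347; block 0.0114; DESeq2 0.198), LPIN1 (2.56, adjusted p = 0.261; block 0.105; DESeq2 0.0649), CREB3L3 (1.63, adjusted p = 0.254; block 0.00459; DESeq2 0.121) and MMP11 (3.37, adjusted p = 0.552; block 0.363; DESeq2 0.149). For the PPARγ agonist they were HADHA (1.23, adjusted p = 0.341; block 0.0436; DESeq2 0.0953), DBP (-1.95, adjusted p = 0.455; block 0.204; DESeq2 0.0994), NUDT7 (5.59, adjusted p = 0.374; block 0.104; DESeq2 0.0395), TRIB3 (1.43, adjusted p = 0.215; block 0.00672; DESeq2 0.122), MMP19 (-1.94, adjusted p = 0.246; block 0.000813; DESeq2 0.158), ACSS1 (-2.51, adjusted p = 0.632; block 0.467; DESeq2 0.0784), HTATIP2 (1.86, adjusted p = 0.616; block 0.483; DESeq2 0.196), IL21R (-5.28, adjusted p = 0.686; block 0.622; DESeq2 0.184) and SEMA4A (-2.64, adjusted p = 0.228; block 0.0468; DESeq2 0.0437). DESeq2 called each of these named genes but VLDLR, which DESeq2 with the block called (0.127). EdgeR called, without cow 2, VLDLR, ADAMTS1, NUDT7 (PPARα), DBP (PPARδ), NUDT7 (PPARδ), ACADVL, CREB3L3, MMP11, HADHA, DBP (PPARγ), NUDT7 (PPARγ), TRIB3, MMP19, HTATIP2 and SEMA4A, without cow 3 ACADVL, CREB3L3 and TRIB3, with no filter ADAMTS1, ACADVL, LPIN1, CREB3L3, TRIB3, MMP19 and SEMA4A, with RLE size factors MMP19 and SEMA4A, with all 4 cows and the block NUDT7 (PPARγ), TRIB3 and MMP19, without RN18S1 and mitochondrially encoded genes TRIB3, and with only the 2 groups compared CREB3L3, HADHA, DBP (PPARγ), NUDT7 (PPARγ), TRIB3, MMP19, HTATIP2 and SEMA4A. Of the fits chosen after seeing the values, that without the 3 marked libraries called ADAMTS1, ACADVL, LPIN1, CREB3L3, HADHA, DBP (PPARγ), TRIB3, MMP19 and SEMA4A, the same with the block ACADVL, LPIN1, CREB3L3, HADHA, TRIB3, MMP19 and SEMA4A, the mark as a covariate ADAMTS1, LPIN1, CREB3L3, HADHA, NUDT7 (PPARγ), TRIB3, MMP19 and SEMA4A, filterByExpr with the block ADAMTS1, HADHA and MMP19, the bias-adjusted quasi-likelihood SEMA4A, and at least 1 fit without a single library all but MMP11, ACSS1 and IL21R; at 0.2 these dropped, of the paper's own called genes of the 3 agonists, 71, 35 and 6 without the marked libraries, 65, 46 and 8 with the covariate, 60, 80 and 36 with filterByExpr and the block, and 65, 84 and 82 with the bias-adjusted fit.

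The paper lists PPARGC1A and HES6 as not detectable by sequencing; PPARGC1A had 91 to 598 counts in each of the 12 libraries and HES6 0 to 186. The paper states that the agonists other than that of PPARγ left immune pathways without such a decrease; here the PPARδ agonist lowered the macrophage markers, the MHC class II list (-0.76, adjusted p = 0.00121 from camera) and the cytokine list (-0.44, adjusted p = 0.0285), none with an estimated correlation. The cytokine call ended with DESeq2 (0.0731), with filterByExpr (0.0664), with the cow as a block (0.0562), with DESeq2 and the block (0.109), with all 4 cows (0.0657), with all 4 cows and the block (0.139), without cow 2 (0.140) or without cow 3 (0.205) and without the control library of cow 2 (0.0611) or the PPARδ agonist library of cow 2 (0.167) or cow 3 (0.168), and the MHC class II call without cow 3 (0.0574). The PPARα agonist lowered neither the MHC class II nor the cytokine list (adjusted p = 0.533 and 0.592). From the Dynamic Impact Approach on KEGG pathways, the paper reports activation of carbohydrate metabolism and fatty acid degradation, and of ketone bodies with the PPARα and PPARδ agonists only. The lists here are an unlike measure. None covers glyoxylate and dicarboxylate metabolism, and glycolysis is not among the pathways that the paper's results name. The 5 lists of glycolysis, glucuronate, ketone bodies and mitochondrial and peroxisomal fatty acid oxidation did not pass camera's test with any agonist. The lowest adjusted p was 0.161 (ketone bodies with the PPARδ agonist) and the highest 0.762 (mitochondrial fatty acid oxidation with the PPARα agonist). The paper's text gives fewer target genes higher with the PPARα agonist alone and with the PPARγ agonist alone than its Figure 7 draws, which are 6 of 12 and 9 of 27, read by eye.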

Other observations

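The tests on the PPARα agonist slices of cow 2, the tests of the mark by agonist, and the reading of thinned MHC class II genes by the bound of the cause alone were chosen only after the result was seen, and the bounds of the tests of the other 2 patterns were written after values per library of the top genes had been seen. Genes of protein folding in the endoplasmic reticulum were measured as a list. The median log2 fold change of the 27 genes of the unfolded protein response was 0.65 with the PPARα agonist (adjusted p = 0.0187 from camera; 0.725 with an estimated correlation; 2 called up, 0 down and 25 not past the test; adjusted over the list alone, 11 up and 0 down), 1.11 with the PPARδ agonist (adjusted p = 1.28e-13 from camera; 0.189 with an estimated correlation; 3 called up, 0 down and 24 not past the test; adjusted over the list alone, 23 up and 0 down) and 0.76 with the PPARγ agonist (adjusted p = 5.35e-06 from camera; 0.518 with an estimated correlation; 1 called up, 0 down and 26 not past the test; adjusted over the list alone, 15 up and 0 down). DNAJB9 rose with each agonist (2.38, 2.19 and 1.83; adjusted p = 0.0493, 0.103 and 0.159, edgeR), HYOU1 rose with the PPARδ agonist (1.70, adjusted p = 0.122) and PDIA4 with the PPARα agonist (2.24, adjusted p = 0.141; -0.72 without the 3 marked libraries). DNAJB9 and PDIA4 with the PPARα agonist, DNAJB9 and HYOU1 with the PPARδ agonist and DNAJB9 with the PPARγ agonist did not pass without the control library of cow 1 (adjusted p = 0.555, 0.591, 0.586, 0.586 and 0.692) or cow 2 (0.302, 0.519, 0.405, 0.542 and 0.503). PDIA4 with the PPARα agonist did not pass without the control library of cow 3 (0.234) or the PPARα agonist library of cow 1 (0.39). DNAJB9 with the PPARδ agonist did not pass without the PPARδ agonist library of cow 1 (0.334). DNAJB9 with the PPARγ agonist did not pass without the PPARγ agonist library of cow 1 (0.781). The PPARδ agonist lay above the PPARα agonist for this list (median difference 0.51, adjusted p = 8.02e-08 from camera; 0.356 with an estimated correlation) and above the PPARγ agonist (adjusted p = 0.000173; 0.519), so neither difference held with an estimated correlation, and the PPARγ and PPARα agonists did not differ past the test (adjusted p = 0.0540). With the PPARα agonist the list did not pass without the control library of cow 2 (adjusted p = 0.377) or the PPARα agonist library of cow 1 (0.353) or cow 3 (0.372), nor with RLE size factors (0.0527), with all 4 cows (0.0864), without cow 1 (0.148) or without cow 3 (0.366), and without the marked libraries, where the library of cow 2 alone is left, its direction was lower. Heat shock proteins had medians of 0.02 with the PPARα agonist (adjusted p = 0.988 from camera; 0.992 with an estimated correlation; 3 called up, 0 down and 18 not past the test; adjusted over the list alone, 5 up and 1 down), 0.65 with the PPARδ agonist (adjusted p = 0.000245 from camera; 0.169 with an estimated correlation; 2 called up, 0 down and 19 not past the test; adjusted over the list alone, 9 up and 0 down) and 0.34 with the PPARγ agonist (adjusted p = 0.0200 from camera; 0.449 with an estimated correlation; 1 called up, 0 down and 20 not past the test; adjusted over the list alone, 5 up and 0 down). DNAJB1 (1.67, adjusted p = 0.122) and HSPA1A (2.07, adjusted p = 0.175) rose with the PPARδ agonist, HSPB8 with the PPARγ (2.78, adjusted p = 0.00491) and PPARα agonists (2.01, adjusted p = 0.0998; -0.65 without the 3 marked libraries), and HSPE1 (1.47, adjusted p = 0.166) and CRYAB (1.76, adjusted p = 0.175; -1.38 without the 3 marked libraries and -0.66 with the mark as a covariate) with the PPARα agonist. DNAJB1 and HSPA1A with the PPARδ agonist, HSPB8 with the PPARγ agonist and HSPB8, HSPE1 and CRYAB with the PPARα agonist did not pass without the control library of cow 1 (adjusted p = 0.25, 0.586, 0.226, 0.838, 0.886 and 0.814). DNAJB1 and HSPA1A with the PPARδ agonist and HSPB8, HSPE1 and CRYAB with the PPARα agonist did not pass without the control library of cow 2 (0.542, 0.604, 0.410, 0.381 and 0.528). DNAJB1 and HSPA1A with the PPARδ agonist and HSPE1 and CRYAB with the PPARα agonist did not pass without the control library of cow 3 (0.304, 0.391, 0.361 and 0.323). HSPA1A with the PPARδ agonist did not pass without the PPARδ agonist library of cow 1 (0.628). HSPE1 with the PPARα agonist did not pass without the PPARα agonist library of cow 1 (0.39). HSPE1 and CRYAB with the PPARα agonist did not pass without the PPARα agonist library of cow 3 (0.251 and 0.238). For the PPARγ agonist this list did not pass without the control library of cow 2 (adjusted p = 0.0609) or cow 3 (0.19), or the PPARγ agonist library of cow 2 (0.139), nor with all 4 cows (0.0787), without cow 2 (0.0809) or without cow 3 (0.135), and the PPARδ and PPARγ agonists lay above the PPARα agonist (adjusted p = 7.19e-05 and 0.00832 from camera), but not with an estimated correlation (0.130 and 0.356).

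Ribosomal protein genes had medians of 0.50 with the PPARα agonist (adjusted p = 4.10e-07 from camera; 0.663 with an estimated correlation; 0 called up, 0 down and 75 not past the test; adjusted over the list alone, 21 up and 0 down), 0.43 with the PPARδ agonist (adjusted p = 1.11e-07 from camera; 0.663 with an estimated correlation; 0 called up, 0 down and 75 not past the test; adjusted over the list alone, 0 up and 0 down) and 0.26 with the PPARγ agonist (adjusted p = 0.112 from camera; 0.869 with an estimated correlation; 0 called up, 0 down and 75 not past the test; adjusted over the list alone, 0 up and 0 down); with the PPARα agonist the list did not pass without the marked libraries (adjusted p = 0.759), and with the PPARδ agonist it did not pass without cow 1 (0.106). Mitochondrially encoded genes had medians of -0.27 with the PPARα agonist (adjusted p = 0.0267 from camera; 0.729 with an estimated correlation; 0 called up, 1 down and 12 not past the test; adjusted over the list alone, 0 up and 1 down), 0.08 with the PPARδ agonist (adjusted p = 0.375 from camera; 0.869 with an estimated correlation; 0 called up, 0 down and 13 not past the test; adjusted over the list alone, 1 up and 0 down) and -0.29 with the PPARγ agonist (adjusted p = 0.0498 from camera; 0.760 with an estimated correlation; 0 called up, 0 down and 13 not past the test; adjusted over the list alone, 0 up and 0 down); the call with the PPARα agonist was lost without the control library of cow 1 (adjusted p = 0.818) or the PPARα agonist library of cow 2 (0.15), and that with the PPARγ agonist without the control library of cow 1 (0.832), the PPARδ agonist library of cow 2 (0.0502) or cow 3 (0.0857), the PPARα agonist library of cow 3 (0.0509) or the PPARγ agonist library of cow 2 (0.104) or cow 3 (0.384). The first of these calls also ended with only the 2 groups compared (0.0531) or without cow 1 (0.505) and the other with filterByExpr (0.0664), with all 4 cows (0.823), with all 4 cows and the block (0.965), with thinned libraries (0.0554), with only the 2 groups compared (0.0525), without cow 1 (0.486) or without cow 3 (0.257). ATP8 fell with the PPARα agonist (-1.30, adjusted p = 0.167, edgeR). ATP8 did not pass without the control library of cow 1 (adjusted p = 0.910), cow 3 (0.251), the PPARα agonist library of cow 1 (0.262) or cow 3 (0.512). Genes of the hypoxia response had medians of 0.61 with the PPARα agonist (adjusted p = 0.0737 from camera; 0.663 with an estimated correlation; 1 called up, 0 down and 18 not past the test; adjusted over the list alone, 4 up and 1 down), 0.54 with the PPARδ agonist (adjusted p = 0.252 from camera; 0.801 with an estimated correlation; 1 called up, 0 down and 18 not past the test; adjusted over the list alone, 2 up and 0 down) and 0.12 with the PPARγ agonist (adjusted p = 0.677 from camera; 0.869 with an estimated correlation; 0 called up, 0 down and 19 not past the test; adjusted over the list alone, 0 up and 0 down), and SLC2A1 rose with the PPARα agonist (1.74, adjusted p = 0.147). SLC2A1 did not pass without the control library of cow 1 (adjusted p = 0.901), cow 2 (0.495), the PPARα agonist library of cow 1 (0.303) or cow 3 (0.271).

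Markers of cell types other than immune cells were measured too. Endothelial markers had medians of -0.37 with the PPARα agonist (adjusted p = 0.133 from camera; 0.663 with an estimated correlation; 0 called up, 0 down and 21 not past the test; adjusted over the list alone, 0 up and 0 down) and -0.58 with the PPARδ agonist (adjusted p = 0.0187 from camera; 0.518 with an estimated correlation; 0 called up, 0 down and 21 not past the test; adjusted over the list alone, 0 up and 0 down), the latter not past the test without the control library of cow 2 (adjusted p = 0.144) or the PPARδ agonist library of cow 3 (0.168), nor with all 4 cows (0.126), with all 4 cows and the block (0.301), without cow 2 (0.0957) or without cow 3 (0.126). Stellate cell and fibroblast markers had medians of -0.05 with the PPARα agonist (adjusted p = 0.466 from camera; 0.869 with an estimated correlation; 0 called up, 0 down and 22 not past the test; adjusted over the list alone, 0 up and 0 down) and -0.61 with the PPARδ agonist (adjusted p = 0.0529 from camera; 0.725 with an estimated correlation; 0 called up, 0 down and 22 not past the test; adjusted over the list alone, 0 up and 0 down). Hepatocyte markers had a median of 0.84 with the PPARα agonist (adjusted p = 0.0636 from camera, 0.865 with an estimated correlation). With this agonist 1 was called up, 1 down and 33 did not pass, and adjusted over the list alone 17 were up and 2 down. With the PPARδ agonist the hepatocyte median was 0.69 (adjusted p = 0.000624 from camera, 0.663 with an estimated correlation). There 0 were called up, 0 down and 35 did not pass, and adjusted over the list alone 10 were up and 1 down. The call of this list with the PPARδ agonist was lost without the control library of cow 2 (adjusted p = 0.216), without cow 2 (0.140) or with the mark as a covariate (0.511). That with the PPARγ agonist was lost without the control library of cow 2 (0.0555). Bile duct markers had medians of 0.74 with the PPARα agonist (adjusted p = 0.216 from camera; 0.725 with an estimated correlation; 0 called up, 0 down and 12 not past the test; adjusted over the list alone, 1 up and 0 down), -0.48 with the PPARδ agonist (adjusted p = 0.499 from camera; 0.865 with an estimated correlation; 0 called up, 0 down and 12 not past the test; adjusted over the list alone, 0 up and 2 down) and 0.61 with the PPARγ agonist (adjusted p = 0.576 from camera; 0.869 with an estimated correlation; 0 called up, 0 down and 12 not past the test; adjusted over the list alone, 2 up and 1 down). With the PPARγ agonist, DCN fell (-2.28, adjusted p = 0.11, edgeR) and AHSG rose (1.57, adjusted p = 0.159). AHSG also rose with the PPARα agonist (1.59, adjusted p = 0.166; -0.34 without the 3 marked libraries) and ASS1 fell (-1.50, adjusted p = 0.198). DCN and AHSG with the PPARγ agonist and AHSG and ASS1 with the PPARα agonist did not pass without the control library of cow 1 (adjusted p = 0.321, 0.817, 0.910 and 0.650) or cow 2 (0.858, 0.655, 0.564 and 0.429). DCN and AHSG with the PPARγ agonist did not pass without the PPARγ agonist library of cow 1 (0.279 and 0.236). DCN with the PPARγ agonist did not pass without the PPARγ agonist library of cow 3 (0.226). AHSG with the PPARγ agonist did not pass without the PPARγ agonist library of cow 2 (0.581). AHSG with the PPARα agonist did not pass without the PPARα agonist library of cow 1 (0.556). ASS1 with the PPARα agonist did not pass without the control library of cow 3 (0.231) or the PPARα agonist library of cow 3 (0.680). In the direct tests the PPARγ agonist lay below the PPARα agonist for the endothelial (adjusted p = 1.08e-07 from camera; 0.113 with an estimated correlation) and stellate lists (1.85e-06; 0.356) and below the PPARδ agonist for both (7.19e-05; 0.223, and 0.000620; 0.467), so none of these held with an estimated correlation.

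The 20 genes called up with each agonist had a median of 2.76 for the mean log2 fold change of the 3 agonists. Thinning all libraries to the same total left the median at 2.73 (95% bootstrap interval 2.33 to 3.17), which leaves little to unequal depth in itself. Thinning hardly moves genes with many counts, so it cannot test what made the control libraries small. A larger share of hepatocyte RNA in the treated slices stays open. The hepatocyte markers (35, of which 34 at 1 CPM or more in the control slices and 2 held by another list) had a median of 0.740. This was a ratio of 0.268 (0.155 to 0.370) to the 20 genes, not under the 0.25 set in advance and lowered because the 20 genes were picked for their change. ALB, the most abundant marker with 1442 CPM in the control slices, had log2 fold changes of 1.17, 0.10 and 0.27 that did not pass the test. Without the 3 marked libraries the median was 2.09 (1.61 to 2.65), which decides nothing because no PPARγ agonist library is marked. With the PPARδ agonist it went from 2.90 to 2.54 (2.04 to 3.72). This cannot decide on the mark there, because the 20 genes were picked for their rise and the libraries of cows 2 and 3 alone are left. With the PPARα agonist it went from 2.54 to 0.678 (0.202 to 2.20). There the mark stays open as a candidate explanation, since the library of cow 2 alone is left. The intervals come from draws of genes and leave out the spread between cows. The 3 comparisons share their control libraries, which the design leaves open as a source. Without the control library of cow 1 none of the 20 calls held for all agonists. The median log2 fold changes were then 2.31, 2.53 and 2.67 with the PPARα, PPARδ and PPARγ agonists (2.54, 2.90 and 2.67 with it). The median standard errors rose to 0.649, 0.663 and 0.668 (from 0.557, 0.582 and 0.566). Of the 20 calls 0, 5 and 7 then held, and with the PPARγ agonist the median log2 fold change hardly moved. Without the control library of cow 3 the median standard errors were 0.676, 0.699 and 0.679. The median log2 fold changes were then 3.14, 3.41 and 3.10, and 16, 17 and 19 of the 20 calls held. Fold changes and standard errors both rose in that fit, so it cannot show what larger standard errors alone would do. The part of single control libraries stays open. An action common to the 3 agonists is the biological explanation that the design gives, and it stays untested.

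MHC class II and macrophage genes were lower with the PPARγ agonist, with medians of -2.13 and -1.81. Library size in itself is argued against. Thinned to the same total, the MHC class II list had a median of -2.15 (-2.56 to -0.90). This interval lay wholly below the -0.5 that this cause would have to exceed, though its end missed the bound of -1 set in advance. Thinning hardly moves genes with many counts, so it cannot test other differences between the libraries. A smaller share of macrophages in these slices is a candidate explanation. The 22 macrophage markers outside the MHC class II list had a median of -1.69, a ratio of 0.793 (0.638 to 0.944) to that list. All 23 markers were at 1 CPM or more in the control slices, and 3 were held by another list. The most abundant, CTSS, CD14 and LAPTM5 (928, 181 and 177 CPM in the control slices), had log2 fold changes of -2.26, -1.25 and -1.97 (adjusted p = 0.0116, 0.740 and 0.150, edgeR). CTSS also belongs to the MHC class II list, and CD14 did not pass. A smaller share of all cells other than hepatocytes cannot be told apart from a smaller share of macrophages: endothelial, stellate and lymphocyte markers had medians of -1.35, -1.02 and -1.73, but bile duct markers 0.61 (-1.06 to 0.90), an interval too wide to decide, and 0.16 for the 10 without KRT8 and KRT18, which hepatocytes express too. Lower expression per macrophage, an action of the agonist that needs no change in cell numbers, was not tested, and whole slices were sequenced without a sort.

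The PPARα agonist profile of cow 2 stood apart: the log2 ratios to each cow's own control correlated at 0.319 between cows 1 and 3, but at 0.0662 between cows 1 and 2 and 0.0722 between cows 2 and 3. Library size is argued against, since after thinning the 2 correlations with cow 3 were 0.351 and 0.0783, a difference of 0.273. The mark stays open as a candidate explanation: the marked PPARδ agonist library of cow 1 correlated with the marked PPARα agonist library of cow 3 at 0.283, the unmarked PPARγ agonist library of cow 1 at 0.164, and that PPARδ agonist library with the unmarked PPARα agonist library of cow 2 at 0.0410. Hepatocyte markers with the PPARα agonist had a median log2 ratio of -0.39 in cow 2 and of 1.13 and 0.70 in cows 1 and 3. A response of cow 2 that differs from those of the other cows is the biological explanation, and with 1 unmarked library in this group it was not tested.

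Regrouping the 6 libraries of a comparison gives 10 splits of 3 against 3, too few for a share under 0.05. The real groups and the highest other split gave 106 and 640 genes for the PPARα agonist (2 splits as large, the real one included), 61 and 86 for the PPARδ agonist (2 splits) and 125 and 0 for the PPARγ agonist (1 split; edgeR, 1347 genes with an unadjusted p under 0.05 in the real groups). Lists called, adjusted here over the 30 lists of 1 comparison and not over all 3 comparisons at once, were 5 and 11 (8 splits as large), 11 and 11 (2 splits), and 20 and 14 (1 split). Between agonists the counts were 67 and 30 for PPARγ against PPARα (1 split), 15 and 17 for PPARγ against PPARδ (2 splits) and 31 and 1106 for PPARδ against PPARα (5 splits). The split with 1106 genes sets the 3 marked libraries against the 3 unmarked ones and points to a structure of the samples that follows the mark; without the marked libraries 345 genes differed. The split with 640 genes puts both marked PPARα agonist libraries with the control library of cow 3. Only 4 of the 10 splits part all 3 pairs from 1 cow, the real one among them, and the other 3 of these gave up to 38 genes for the PPARα agonist, 2 for the PPARδ agonist, 0 for the PPARγ agonist (edgeR), 8 and 1 for the PPARγ against the PPARα and PPARδ agonists and 9 for the PPARδ against the PPARα agonist; the 6 remaining splits part 1 pair each.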
